# A systems approach reveals species differences in hepatic stress response capacity

**DOI:** 10.1093/toxsci/kfad085

**Published:** 2023-08-30

**Authors:** Giusy Russomanno, Rowena Sison-Young, Lucia A Livoti, Hannah Coghlan, Rosalind E Jenkins, Steven J Kunnen, Ciarán P Fisher, Dennis Reddyhoff, Iain Gardner, Adeeb H Rehman, Stephen W Fenwick, Andrew R Jones, Guy Vermeil De Conchard, Gilles Simonin, Helene Bertheux, Richard J Weaver, Robert L Johnson, Michael J Liguori, Diana Clausznitzer, James L Stevens, Christopher E Goldring, Ian M Copple

**Keywords:** acetaminophen, liver injury, oxidative stress, preclinical species

## Abstract

To minimize the occurrence of unexpected toxicities in early phase preclinical studies of new drugs, it is vital to understand fundamental similarities and differences between preclinical species and humans. Species differences in sensitivity to acetaminophen (APAP) liver injury have been related to differences in the fraction of the drug that is bioactivated to the reactive metabolite N-acetyl-p-benzoquinoneimine (NAPQI). We have used physiologically based pharmacokinetic modeling to identify oral doses of APAP (300 and 1000 mg/kg in mice and rats, respectively) yielding similar hepatic burdens of NAPQI to enable the comparison of temporal liver tissue responses under conditions of equivalent chemical insult. Despite pharmacokinetic and biochemical verification of the equivalent NAPQI insult, serum biomarker and tissue histopathology analyses revealed that mice still exhibited a greater degree of liver injury than rats. Transcriptomic and proteomic analyses highlighted the stronger activation of stress response pathways (including the Nrf2 oxidative stress response and autophagy) in the livers of rats, indicative of a more robust transcriptional adaptation to the equivalent insult. Components of these pathways were also found to be expressed at a higher basal level in the livers of rats compared with both mice and humans. Our findings exemplify a systems approach to understanding differential species sensitivity to hepatotoxicity. Multiomics analysis indicated that rats possess a greater basal and adaptive capacity for hepatic stress responses than mice and humans, with important implications for species selection and human translation in the safety testing of new drug candidates associated with reactive metabolite formation.

A critical stage in the development of a new medicine is the transition from preclinical experiments to trials in humans. The success of this transition is dependent on the robust translation of preclinical findings to clinical responses, in terms of both efficacy and safety (Aithal 2010; Monticello *et al.*, 2017; Olson *et al.*, 2000). For example, there are numerous cases where a drug candidate has caused serious liver toxicity in patients despite preclinical safety assessment indicating no cause for concern (Larson *et al.*, 2005; Leslie *et al.*, 2007; Smith 2003). On the other hand, many developmental compounds deemed unsafe in preclinical species may have been found to be safe in humans. In order to minimize the occurrence of unexpected clinical toxicities and improve the efficiency of the drug development process, it is critical that decision making is informed by a high degree of confidence in preclinical safety data. Related to this, it is vital to understand fundamental similarities and differences among and between preclinical species and humans, to inform the selection of appropriate preclinical models, and so accurately predict clinical responses based on *in vivo* and *in vitro* data. Conceptually, differential adverse effects of a drug in different species may be a result of dissimilar toxicokinetics and/or toxicodynamics. More specifically, the differential response to a drug may be driven by: (a) differences in its disposition (eg, a toxic metabolite is formed to a greater extent in the sensitive species, such as with the hepatotoxin acetaminophen [APAP]; McGill *et al.*, 2012), (b) the differential expression of a target protein (eg, the equilibrative nucleoside transporter 1, in the case of fialuridine liver toxicity; Lee *et al.*, 2006), or (c) fundamental differences in the nature and/or extent of the downstream cellular response to chemical insult. Although (a) and (b) have been extensively studied in the context of various drug toxicities, (c) has garnered less attention to date.

APAP is the single largest cause of acute liver failure in the United Kingdom and United States (Bernal *et al.*, 2010; Larson *et al.*, 2005), and is commonly used as an exemplar drug for studying hepatotoxicity. APAP is metabolically bioactivated to the highly reactive N-acetyl-p-benzoquinoneimine (NAPQI) which depletes glutathione (GSH) stores, induces oxidative stress, and covalently reacts with hepatocellular proteins leading to necrosis (Ramachandran and Jaeschke 2019; Yoon *et al.*, 2016). It is well known that mice (oral LD50 approximately 350 mg/kg) are relatively sensitive to APAP liver injury compared with rats (oral LD50 approximately 2000 mg/kg) (McGill *et al.*, 2012). Previous work has indicated that this disparity is related to species differences in metabolism, with mice exhibiting a higher fraction of APAP bioactivated to NAPQI (Boobis *et al.*, 1986; Gregus *et al.*, 1988; Tee *et al.*, 1987). To account for this species difference in metabolism, and better design a comparative study of the response of mice and rats to NAPQI insult, we have used physiologically based pharmacokinetic (PBPK) modeling and simulation to identify doses of APAP yielding an equivalent hepatic burden of NAPQI in the 2 species. We combined this with a systems approach to compare changes in the hepatic transcriptome and proteome of mice and rats following exposure to equivalent NAPQI burden, and reveal marked differences between the rodent species, and humans, in the basal and adaptive capacities of hepatic stress response pathways that are known to influence APAP toxicity and other forms of drug-induced liver injury (DILI). Our findings have important implications for the selection of preclinical models during the toxicity assessment of new drug candidates.

## Materials and methods

Extended materials and methods are available in the Supplementary Data.

###  

####  

##### PBPK modeling

Physiologically based pharmacokinetic (PBPK) models were constructed using the Simcyp Animal simulator (v18r2; Certara Inc.) to predict the disposition of APAP and its metabolites arising from sulfation, glucuronidation, and cytochrome P450 mediated metabolism and glutathione conjugation of the resultant reactive-metabolite, NAPQI. The PBPK models were used to perform simulations to determine APAP oral equivalent doses (OEDs, mg/kg body weight) resulting in a total (cumulative over 24 h) hepatic NAPQI burden equivalent between the species of interest. Models were parameterized and their predictive performance verified using the observed data from the *in vivo* study reported here; exemplar simulations are provided in Supplementary Figure 1. Data from this study were then analyzed to determine the total hepatic NAPQI burden in each species based on glutathione depletion (Supplementary File 1).

##### Animals and dosing

Animal experiments were performed at Biologie Servier (France) in accordance with the European Council Directive 2010/63/EU on the protection of animals used for scientific purposes, the ARRIVE guidelines (Percie du Sert *et al.*, 2020) and the Guiding Principles in the Use of Animals in Toxicology. The studies were approved by both Biologie Servier and TransQST consortium ethical review committees. For the time course study, overnight fasted male C57Bl/6J mice (n = 5 per time point) and Sprague Dawley rats (n = 5 per time point) were administered 300 and 1000 mg/kg APAP, respectively, or vehicle (1% w/v hydroxyethylcellulose; Sigma-Aldrich) by oral gavage. At relevant time points, the animals were sacrificed by exsanguination under isoflurane anesthesia. Liver tissue and blood samples were collected at baseline (0 h) and at 3, 6, 9 and 24 h after administration of APAP or vehicle for the analyses described below. Given that the levels of serum markers of liver injury were significantly elevated in mice at the earliest 3 h time point, a separate *in vivo* study was conducted in mice administered 300 mg/kg APAP (by oral gavage) to collect samples at earlier time points (0.5, 1, 2, and 3 h, n = 5–7) to better reflect the initial increase in serum markers of liver injury.

##### Transcriptomic analysis

Total RNA (5 µg) was processed per the standard Affymetrix protocol for microarray target preparation (Affymetrix GeneChip Mouse Genome 430 2.0 Array or Affymetrix GeneChip Rat Genome 230 2.0 Array). Differential expression analyses were carried out using the limma package (v3.42.2) in R (Ritchie *et al.*, 2015). Genes were considered differentially expressed when the adjusted *p* value (Benjamini-Hochberg correction) was less than .05 and there was at least a 1.5-fold change in expression.

ClusterProfiler package (v3.18.0) (Yu *et al.*, 2012) was used for gene set enrichment analysis (GSEA). Gene ontology (GO) biological processes (Ashburner *et al.*, 2000) were considered significantly enriched with a FDR-corrected *p*_adj_ < .05 and absolute Normalized Enrichment Score (NES) >1.5. The full list of significantly enriched GO biological processes in both species at all time points is provided in Supplementary File 2.

Weighted gene coexpression network analysis (WGCNA) was performed on the differentially expressed genes (DEGs) at each time point using the DILI TXG-MAPr tool (https://txg-mapr.eu/), and an eigengene score (EGs, or module score), was calculated for each module as previously described (Sutherland *et al.*, 2018). The average absolute EGs were calculated by averaging the absolute scores across all the modules in each species at each time point. The list of the top 50 most significant genes in each module (ordered by significance) and their relative log_2_ fold-change can be found in Supplementary File 3.

##### SWATH proteomics

SWATH proteomics was performed on liver tissue lysates. A pool of 20 samples/species representative of all the experimental conditions was used to generate the reference spectral libraries for mouse and rat, which included 5253 and 5823 proteins, respectively. SWATH data from individual samples were aligned with the spectral libraries using DIA-NN (v1.8) (Demichev *et al.*, 2020) and annotated using the reference proteomes (UP000000589 and UP000002494 for mouse and rat, respectively). Normalization and differential expression analyses were carried out using the DEqMS package (v1.8.0) (Zhu *et al.*, 2020) in R. Ingenuity Pathway Analysis software (IPA; Qiagen) was used to investigate enriched canonical pathways and toxicity functions (IPA-Tox) in the 2 species. Since the mouse and rat SWATH datasets were analyzed separately, log_2_ transformed normalized protein expression values of orthologous proteins from the 0 h control animals (untreated) were ranked and grouped into 10 bins within each dataset for comparison of basal protein abundances across species (Wang *et al.*, 2022). Proteins with the lowest protein abundance values were assigned to bin 1, whereas those with the highest abundance values were assigned to bin 10. Proteins that were not detected (NA, not available) were assigned a bin value of 0. See Supplementary File 4 for more details.

##### Analysis of public RNA-seq data

To assess basal expression levels of relevant genes in liver tissue from humans, mice, and rats, publicly available RNA-seq data from Cardoso-Moreira *et al.* (2019) were used (https://apps.kaessmannlab.org/evodevoapp/). Hepatic mRNA levels (reads per kilobase per million, RPKM) in humans (ArrayExpress E-MTAB-6814), mice (E-MTAB-6798), and rats (E-MTAB-6811) were compared. Human samples were grouped as follows: “neonates,” “infants” (6–9 months), “toddlers” (2–4 years), “school” (7–9 years), “teenagers” (13–19 years), “adults” (25–32 years), “middle-aged” (45–54 years), and “seniors” (58–63 years). Mouse samples (strain CD-1, RjOrl: SWISS) were collected at week 0, 3, 14, 28, and 63, whereas rat samples (strain Holtzman Sprague Dawley) were collected at week 0, 3, 7, 14, 42, and 112.

##### Human liver tissue

Human liver tissue was obtained by qualified medical staff at Aintree University Hospital (Liverpool, UK). All patients donated tissue as part of planned liver resections (see Supplementary Table 1 for details). Written, informed consent was obtained from each patient. The study protocol was approved by the National Health Service North West-Liverpool Central Research Ethics Committee (11/NW/0327) and in accordance with both the Declarations of Helsinki and Istanbul.

##### Statistical analysis

Statistical analysis was performed using StatsDirect 3 Software. Normal distribution was assessed by the Shapiro-Wilk test. A 2-tailed Student’s unpaired *t* test or 1-way ANOVA was used if normality was indicated. For nonnormally distributed data, a 2-tailed Mann-Whitney *U* or Kruskal-Wallis test was applied. Results were considered significant if *p* ≤ .05.

## Results

###  

#### Identification of pharmacokinetically equivalent doses of APAP in mice and rats

Although modeling the impact on drug exposure of species differences in metabolism is routine, to date little has been done to rigorously compare tissue responses to a given chemical entity across preclinical species in order to identify the species that can better translate to humans. Our preliminary 24 h dose-ranging study with the model hepatotoxin APAP in male C57Bl/6J mice and Sprague Dawley rats confirmed previous reports (McGill *et al.*, 2012) that equivalent liver injury could not be achieved in the 2 species, on the basis of changes in serum biomarkers and the extent of centrilobular hepatocellular degeneration/necrosis (Supplementary Figs. 2 and 3). This study, in agreement with previous reports (Ramachandran and Jaeschke 2019), confirmed that 300 mg/kg is a nonlethal, hepatotoxic dose of APAP in mice (Supplementary Figs. 2 and 3). We therefore used PBPK modeling and simulation to identify 300 and 1000 mg/kg APAP as OEDs resulting in an equivalent hepatic NAPQI burden in mice and rats, respectively (Figure 1A). We used these doses of APAP to investigate the temporal liver tissue responses of the 2 species under conditions of equivalent NAPQI insult. In mice, 300 mg/kg APAP resulted in significant elevations of serum ALT, AST activities, and TBIL concentration that peaked 3 h after dosing (Figs. 1B–D). The response to oral administration of APAP was more rapid than previous reports (Corcoran and Wong 1986; Ito *et al.*, 2003), and likely related to enhanced absorption associated with the 1% hydroxyethylcellulose vehicle. Although significant elevations of serum ALT, AST activities, and TBIL concentration were also observed in rats dosed with 1000 mg/kg APAP, the peak of the response was detected 9 h after dosing (ie, later than in mice), and the magnitude of change relative to vehicle treated controls was muted by comparison (Figs. 1B–D). Microscopic findings correlated with these serum biomarker changes. In mice, acute degeneration of centrilobular hepatocytes was observed as early as 2 h postdose (Figs. 1E and 1F and Supplementary Figs. 4 and 5). Degeneration progressed to hepatocellular necrosis over time with peak severity observed at 9 h postdose. In rats, centrilobular hepatocyte necrosis was only observed at 9- to 24-h postdose and occurred at lower incidence and severity relative to this finding in mice (Figs. 1E and 1F and Supplementary Figs. 4 and 5). As demonstrated by serum ALT and AST activities returning toward baseline, APAP liver injury was resolving by 24 h in rats, but remained relatively higher at the same time point in mice (Figs. 1B–F). Taken together, these findings demonstrate that hepatocellular injury occurs more rapidly and to a greater extent in mice relative to rats when challenged with an equivalent hepatic NAPQI burden.

**Figure 1.**
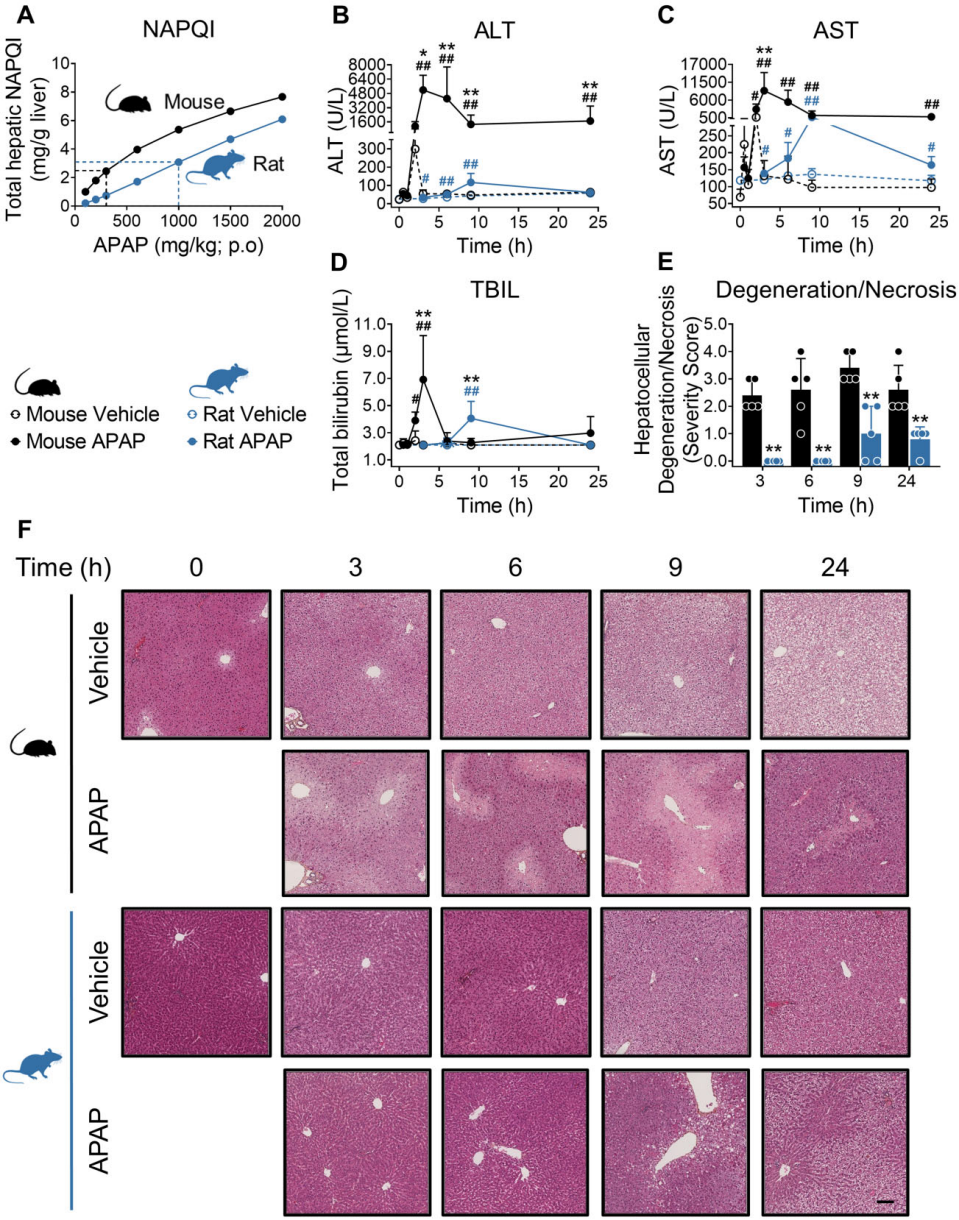
Hepatocellular injury after equivalent hepatic NAPQI burden occurs more quickly and to a greater magnitude in mice compared with rats. A, Oral equivalent doses (OEDs) of APAP derived from PBPK model simulations predicted to give similar levels of total hepatic NAPQI burden in mice (300 mg/kg) and rats (1000 mg/kg). Liver injury serum markers (ALT [B], AST [C] and total bilirubin [TBIL, D]) and hepatocellular degeneration/necrosis (E) in mice and rats exposed to 300 and 1000 mg/kg APAP, respectively. Values are mean±SD (n = 5). *p* Values are denoted as ^#^*p* < .05, and ^##^*p* < .01 (APAP-treated against time-matched control animals) or *p < .05, and **p < .01 (APAP-treated mice vs rats, Mann-Whitney *U* test). E, Representative HES images, scale bar = 100 μm.

#### Confirmation of equivalent chemical insult in the livers of mice and rats

NAPQI is inherently unstable and difficult to quantify bioanalytically. Therefore, as NAPQI is known to deplete hepatic GSH as a prerequisite for liver injury (Ramachandran and Jaeschke 2019; Yoon *et al.*, 2016), we first quantified levels of hepatic GSH in order to confirm the equivalence of chemical insult at the doses of APAP used in mice and rats. In both species, there was a time-dependent increase in GSH in vehicle-treated animals (Figure 2A), reflecting the restoration of normal resting levels following the reintroduction of food after the 16 h period of fasting prior to APAP dosing. Consistent with the metabolic bioactivation of APAP to NAPQI, there was a significant and equivalent early reduction in GSH in mice and rats treated with APAP (Figure 2A). In mice, this early depletion was followed by a time-dependent increase in GSH, which reached 55% of the level quantified in the livers of vehicle-treated controls at 24 h (Figure 2A). In rats, however, GSH was restored to 86% of the level of vehicle controls by this point (Figure 2A), indicating an enhanced capacity of the rat to adapt to the equivalent chemical insult. In addition, pharmacokinetic analysis of the plasma levels of the GSH, N-acetylcysteine, and cysteine conjugates of APAP revealed similar levels in the 2 species (Supplementary Figure 6). In keeping with the larger dose of APAP administered to rats, both the glucuronide and the sulfate conjugates were detected at higher concentrations in time-matched plasma samples compared with mice (Supplementary Figure 6).

**Figure 2.**
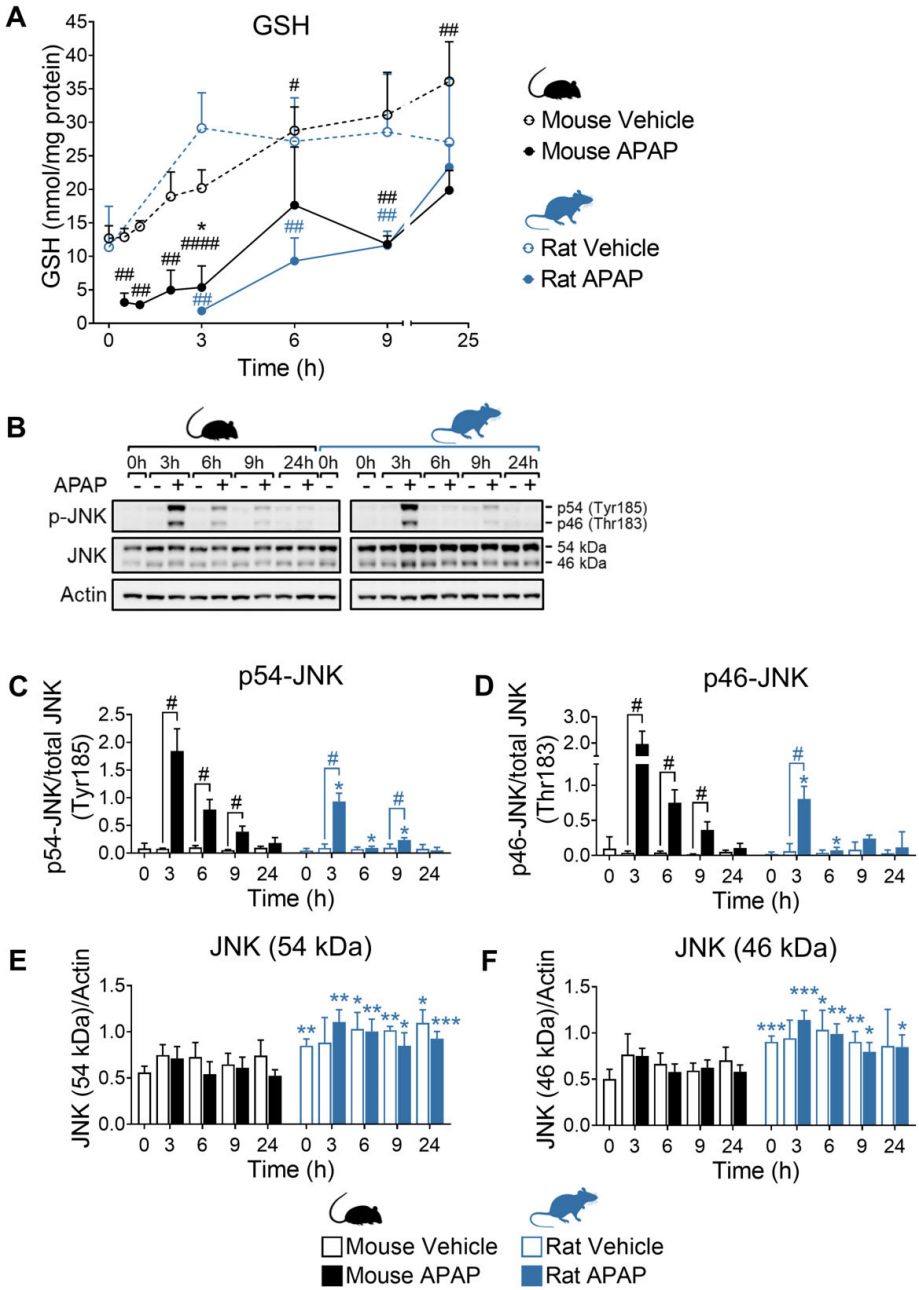
Confirmation of equivalent chemical insult in mice and rats. A, Total hepatic GSH in mice and rats exposed to 300 and 1000 mg/kg APAP respectively. Dotted lines indicate vehicle control animals. Values are mean±SD (n = 5–12). B, APAP-induced phosphorylation of JNK at Tyr185 (p56) and Thr183 (p46). Samples are pooled from 5 animals per time point. Uncropped blots are shown in Supplementary Figure 7. C–F, Densitometric analysis of immunoblots. Values are mean±SD (n = 4). Unpaired *t* test or Mann-Whitney *U* test, as appropriate. *p* Values are denoted as *p < .05, **p < .01, and ***p < .001 (mouse vs rat for each condition/time point), or ^#^*p* < .05, ^##^*p* < .01, and ^####^*p* < .0001 (APAP-treated animals vs vehicle controls).

Total hepatic NAPQI burden was calculated to assess whether PBPK modeling and simulation had indeed predicted OEDs between the 2 species. Based on the extent of GSH depletion, and assuming a 1:1 stoichiometry between NAPQI and GSH, total hepatic NAPQI burdens of 1.15 and 0.87 mg/g liver were calculated for mouse and rat, respectively (Supplementary File 1). These calculations from the study data indicate that the PBPK-predicted OEDs for mouse and rat, 300 and 1000 mg/kg, respectively, achieved total hepatic NAPQI burdens within 1.3-fold between the 2 species. Absolute PBPK predictions of total hepatic NAPQI burden were within 3.6-fold of values derived from experimental data for both species (predicted vs experimental total hepatic NAPQI; 3.19 vs 1.50 mg for mouse, 27.73 vs 7.83 mg for rat).

In a further demonstration of the comparable extent of chemical insult in the 2 species, we detected phosphorylation of c-Jun N-terminal kinase (p-JNK) in mice and rats peaking 3 h after APAP administration (Figs. 2B–D and Supplementary Figure 7). Phosphorylation and subsequent mitochondrial translocation of JNK are reported to be a critical step in the mechanism of APAP hepatotoxicity (McGill *et al.*, 2012). Although the levels of p54- and p46-JNK appeared relatively higher in mice when normalized to the total JNK level, this was largely influenced by the higher basal level of total JNK in rats (Figs. 2B, 2E, and 2F and Supplementary Figure 7), as reported by others (McGill *et al.*, 2012). Together, these data confirm the equivalence of chemical insult in the livers of mice and rats treated with 300 and 1000 mg/kg of APAP, respectively.

#### Rats exhibit a more robust activation of adaptive stress response pathways than mice in response to an equivalent NAPQI insult

To explore the tissue responses of mice and rats to an equivalent NAPQI insult, we performed transcriptomic analysis on liver tissue collected from each species following administration of vehicle or the OEDs of APAP. 

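Mouse liver RNA was hybridized to Affymetrix Mouse Genome 430 2.0 arrays, which read each transcript with a set of short probes. The 45 arrays covered 9 groups of 5 male C57Bl/6J mice. One group was untreated and killed at 0 h, and the others were killed at 3, 6, 9 or 24 h after vehicle or 300 mg/kg of APAP by oral gavage. The mice were fasted for 16 h before dosing, the vehicle was 1% hydroxyethylcellulose, and each array came from another mouse. The authors computed log2 values with RMA, which corrects background, normalizes between arrays and summarizes probes, on version 24 of the BrainArray probe grouping. This gave 1 value per array for each of 18180 Entrez genes, and no further normalization was applied to them. Values ran from 3.38 to 15.04 on the log2 scale, and the median of an array lay between 7.59 and 7.66. Across genes, the correlation between arrays of one group lay between 0.9803 and 0.9982. At each time point the APAP and vehicle arrays (n = 5 mice each) were compared with limma, and p values were adjusted over all genes by the Benjamini-Hochberg method. Genes are described as higher or lower where they changed at least 1.5-fold at an adjusted p under 0.05, the thresholds in the paper's methods. For some lists, counts at an unadjusted p under 0.05 are also given. Over all 18180 genes, 6282, 6832, 6902 and 8139 were under it at 3, 6, 9 and 24 h, so such counts say little alone. The change in the APAP effect between time points was tested as an interaction over the 40 APAP and vehicle arrays with the same thresholds. Groups of genes were tested with limma's fry, which asks whether the genes of a list move, on balance, in one direction, and not whether they move more than other genes. The 37 lists, the tests and their thresholds were set before the data were examined, and p values for lists were adjusted over the 37 lists of a comparison. Each list was also tested with a correlation between its genes estimated from the arrays, a stricter test that sets the list against all other genes. The number of arrays limits the precision of every value, and the rat samples were not analysed here.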

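At 3 h after APAP the 3 largest increases in mouse liver were those of Atf3, Fos and Hmox1, followed by Hspa1a and Igfbp1 with log2 fold changes of 4.57 and 4.29. Atf3 (Entrez gene 11910), a transcription factor induced by cellular stress, had a log2 value of 13.46 ± 0.265 (SD, n = 5 mice) after APAP and 8.00 ± 0.142 (SD, n = 5) after vehicle. Its log2 fold change was 5.46 (standard error 0.11, adjusted p = 2.93e-11 from limma). Hmox1 (Entrez gene 15368), which encodes the heme-degrading enzyme heme oxygenase, had a log2 value of 13.72 ± 0.128 (SD, n = 5) after APAP and 8.89 ± 0.438 (SD, n = 5) after vehicle. This is a log2 fold change of 4.83 (standard error 0.17, adjusted p = 2.34e-09 from limma). Fos, a subunit of the AP-1 transcription factor, rose by 5.43 on the log2 scale with a standard error of 0.17. Hspa1a, an inducible chaperone, had the largest log2 fold changes at 6 h and at 9 h, 6.82 (standard error 0.43) and 7.80 (standard error 0.24). Its log2 value at 9 h was 13.86 ± 0.0614 (SD, n = 5) after APAP and 6.06 ± 0.65 (SD, n = 5) after vehicle. The vehicle level lies under the lower quartile of the arrays (6.23 to 6.43) and was not tested against background, so the size of these 2 changes is uncertain. Among the genes that fell, Hsd3b5, a steroid-metabolizing enzyme of hepatocytes, had log2 fold changes of -3.29 at 3 h, -3.71 at 6 h, -3.31 at 9 h and -3.69 at 24 h (standard errors 0.26, 0.42, 0.35 and 0.76). Glul (Entrez gene 14645), the glutamine synthetase of hepatocytes next to the central vein, had a log2 value of 10.87 ± 0.503 (SD, n = 5) at 3 h after APAP and 13.21 ± 0.0862 (SD, n = 5) after vehicle. Its log2 fold change was -2.34 (standard error 0.19, adjusted p = 3.52e-06 from limma). All 5 APAP arrays lay above, or all below, the 5 vehicle arrays for each of these genes at these times. In all, 1919 genes were higher or lower in mouse liver at 1 or more of the 4 time points, and 52 of them were called in both directions at different times.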

The expression of several hundred genes was commonly altered in both mice and rats over the 24 h study period (Figure 3A), indicating a degree of similarity in the transcriptional response to APAP across the species. However, although approximately 300 genes were uniquely responsive to APAP at each time point in the mouse, a far greater number of genes (peaking at 1819 genes by 9 h post-APAP administration) were found to be differentially expressed only in the rat (Figure 3A), suggesting a more robust overall transcriptional response to the equivalent NAPQI insult in the latter species. 

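In mouse liver APAP lowered more genes than it raised at 3 and 6 h, and raised more than it lowered at 9 and 24 h. At 3 h, 306 genes were higher and 426 lower than after vehicle, and at 6 h 416 were higher and 551 lower. At 9 h, 453 genes were higher and 373 lower, and at 24 h 520 were higher and 331 lower. In a stricter test against a change of 1.5-fold the balance at 3 and 6 h was the other way, with 126 higher and 74 lower at 3 h and 91 higher and 69 lower at 6 h. The counts cover all genes on the array, with or without a rat orthologue. At the adjusted p under 0.01 given in the legend of Fig. 3A, with the same minimum change, the totals were 686, 874, 776 and 537 genes at 3, 6, 9 and 24 h. Each time point had its own vehicle-treated mice, so no control arrays were shared between them. Of the genes that rose, 216 were higher at both 3 and 6 h, where 7 would be expected from unrelated sets of these sizes (192 at an adjusted p under 0.01). Another overlap of 172 genes was higher at both 9 and 24 h, where 13 would be expected (94 at an adjusted p under 0.01). Across all 4 time points, 61 genes were higher throughout and 61 were lower throughout (36 and 31 at an adjusted p under 0.01). A total of 991 genes were called at 1 time point only, and 437 of these at 24 h. Genes of pericentral hepatocytes, the cells around the central vein, were prominent among those that fell. Of 21 such genes, 14 fell at 3 h, 15 at 6 h, 15 at 9 h and 11 at 24 h, and none rose (13 fell at 24 h when adjusted over the list alone). The list fell as a whole at each time (adjusted p = 2.5e-06, 0.000128, 8.51e-05 and 0.000806 from fry). With an estimated correlation the call held at 3 h (adjusted p = 0.0318) and was lost at 6, 9 and 24 h (adjusted p = 0.204, 0.133 and 0.487 with an estimated correlation). Slc1a2, a glutamate transporter, had log2 fold changes of -2.11, -1.85, -2.35 and -2.10 at the 4 times. Rhbg, an ammonium transporter, had log2 fold changes of -1.96, -1.64, -1.95 and -2.34. At 24 h, Glul had a log2 fold change of -3.14 (standard error 0.12, adjusted p = 3.78e-07 from limma).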

Consistent with the relative degrees of drug-induced tissue injury observed in the 2 species, mice were found to exhibit a stronger early activation of processes involved in regulation of cell death, apoptosis, and inflammatory and immune responses, compared with rats (Figs. 3B–D). Moreover, the activation of these processes and associated genes had diminished by 24 h after APAP administration in rats but not in mice (Supplementary Figure 8), suggestive of a more robust adaptation in the former species. On the other hand, rats exhibited a stronger activation of the Nrf2-driven response to chemical and oxidative stress, along with markers of the endoplasmic reticulum stress response and autophagy, which is a catabolic process that enables the recycling of cellular components and damaged organelles under conditions of stress (Chun and Kim 2018) (Figs. 3B–D and Supplementary Figure 8 and File 2). 

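Early after APAP the mouse liver raised most immediate early genes, and p53 targets, cell death and chemokine genes in part. Immediate early genes encode factors that respond to a stimulus without new protein synthesis. Of 39 such genes, 28 rose at 3 h, 30 at 6 h and 25 at 9 h, none fell, and 11, 9 and 14 were not called. The list rose at each of these times (adjusted p = 2.68e-09, 5.96e-07 and 5.49e-06 from fry), and the calls held with an estimated correlation (adjusted p = 0.000676, 0.039 and 0.0421). Jun, the partner of Fos in AP-1, had log2 fold changes of 3.84, 4.35 and 4.12 (standard errors 0.14, 0.19 and 0.20). Of 40 genes of apoptosis and cell death, 4 rose at 3 h, 3 at 6 h and 5 at 9 h, and 1 fell at 9 h. The numbers not called were 36, 37 and 34. This list rose at 3 h and 9 h (adjusted p = 0.0193 and 0.0029 from fry) and did not pass at 6 h (adjusted p = 0.1). Its median log2 fold changes at 3 and 6 h, -0.00106 and -0.0172, differed in sign from that test, and both calls were lost in the stricter test (adjusted p = 0.605 and 0.333 with an estimated correlation). Tnfrsf12a, the receptor for the cytokine TWEAK, had the largest changes of the list, 2.16 at 3 h, 3.00 at 6 h and 2.94 at 9 h on the log2 scale. The BH3-only killers Bcl2l11 (log2 fold change 1.09) and Bbc3 (log2 fold change 0.71) were also higher at 3 h. Among 30 targets of p53, 9 rose at each of the 3 times, and 1 fell at 6 h and at 9 h (adjusted p = 2.49e-05, 0.000445 and 4.06e-05 from fry). These calls were lost in the stricter test (adjusted p = 0.301, 0.216 and 0.0659 with an estimated correlation). The cell cycle inhibitor Cdkn1a had log2 fold changes of 2.23, 2.96 and 2.44. Of 19 heat shock genes, 4 rose and 1 fell at 3 h, 7 rose and 1 fell at 6 h, and 10 rose at 9 h. The list did not pass at 3 h (adjusted p = 0.35 from fry) and rose at 6 and 9 h (adjusted p = 0.00382 and 1.79e-07). With an estimated correlation only the 9 h call held (adjusted p = 0.474 at 6 h and 0.0181 at 9 h). The co-chaperones Dnajb1 and Bag3 had log2 fold changes of 3.36 and 3.00 at 9 h.
Chemokine and cytokine genes moved both ways. Of 40, 3 rose and 2 fell at 3 h, 4 rose and 2 fell at 6 h, and 5 rose and 2 fell at 9 h (7 rose when adjusted over the list alone), leaving 35, 34 and 33 not called. The list as a whole did not pass at any of these times (adjusted p = 0.0839, 0.165 and 0.147 from fry). The neutrophil attractants stood out among its members. Cxcl1 had a log2 fold change of 2.00 at 3 h (standard error 0.30, adjusted p = 0.000498 from limma). Cxcl2 had log2 fold changes of 1.53 at 3 h and 2.99 at 9 h (standard errors 0.15 and 0.33). Cxcl12, a chemokine made by resting liver, fell by 0.73 at 3 h and by 0.97 at 6 h. Of 18 neutrophil markers, 2 rose at 3 h, 1 at 6 h and 5 at 9 h, and none fell (adjusted p = 0.00404, 0.00568 and 0.00152 from fry). All 3 calls were lost in the stricter test (adjusted p = 0.301, 0.258 and 0.179 with an estimated correlation). The 2 markers called at 3 h, S100a8 and S100a9, lost their calls in 1 model over all 45 arrays, and S100a9 also without APAP 3 h replicate 3. Interferon-stimulated genes were lower in part. Of 30, 8 fell and none rose at 3 h and at 6 h (1 rose at 6 h when adjusted over the list alone), and 4 fell and 1 rose at 9 h. That list passed at 6 h alone (adjusted p = 0.066, 0.00338 and 0.079 from fry at 3, 6 and 9 h; adjusted p = 0.385 with an estimated correlation at 6 h). Ifit1, which binds viral RNA, fell by 0.98 at 3 h. Vehicle-treated mice also moved from the untreated level on this list. Of its genes with an unadjusted p under 0.05 between vehicle and 0 h, 14 of 14 were higher after vehicle at 3 h and 16 of 17 at 6 h. The falls against vehicle may thus include a move of the controls.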

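At 24 h after APAP several macrophage and acute phase genes of mouse liver were higher than after vehicle, while early response and heat shock genes were closer to the vehicle level. Chil3, a secreted protein of activated macrophages, had a log2 value of 11.36 ± 0.93 (SD, n = 5) after APAP and 5.98 ± 0.307 (SD, n = 5) after vehicle. The log2 fold change was 5.39 (standard error 0.37, adjusted p = 2.44e-05 from limma). As for Hspa1a, the vehicle level lies under the lower quartile of the arrays (6.23 to 6.43), so the size of this change is uncertain. Lgals3, a lectin of infiltrating macrophages, had a log2 value of 11.51 ± 0.657 (SD, n = 5) after APAP and 8.01 ± 0.132 (SD, n = 5) after vehicle, and its log2 fold change was 3.50 (standard error 0.26). Of 15 monocyte and infiltrating macrophage markers, none was called at 3 h or 6 h with limma (1 and 3 had an unadjusted p under 0.05), 4 rose at 9 h and 8 at 24 h (9 at 24 h when adjusted over the list alone), and none fell. The list did not pass at 3 h (adjusted p = 0.251 from fry) and rose at 6, 9 and 24 h (adjusted p = 0.0365, 0.0254 and 0.0062). These calls were lost with an estimated correlation (adjusted p = 0.372, 0.371 and 0.487 with an estimated correlation). Its effect was larger at 24 h than at 3 h (adjusted p = 6.68e-05 from fry on the interaction; adjusted p = 0.57 with an estimated correlation). Of 28 genes of acute phase proteins, which the liver secretes in inflammation, 4 rose and 1 fell at 3 h, 5 rose at 6 h, 6 rose at 9 h and 12 rose at 24 h. When adjusted over the list alone, 5 rose at 3 h and 13 at 24 h. The list passed at every time (adjusted p = 0.00592, 0.0107, 0.00221 and 0.00482 from fry), but not with an estimated correlation (adjusted p = 0.524, 0.438, 0.333 and 0.487 with an estimated correlation). Vehicle-treated mice did not stay at the level of the untreated mice on this list either, with 3, 6, 9 and 9 genes lower and 1, 1, 2 and 2 higher than at 0 h (10 lower at 24 h when adjusted over the list alone). That fall passed at 9 and 24 h (adjusted p = 0.0722, 0.0711, 0.00153 and 0.0286 from fry), but not with an estimated correlation (adjusted p = 0.538 and 0.65 at 9 and 24 h). Mt2, a metal-binding protein, had log2 fold changes of 3.72, 4.51, 4.10 and 4.39 against vehicle at the 4 times, but its log2 value of 12.77 ± 1.04 (SD, n = 5) at 24 h after APAP was near that of the untreated mice, 12.84 ± 0.503 (SD, n = 5), with 8.38 ± 0.69 (SD, n = 5) after vehicle. Lcn2, an iron-sequestering protein also made by neutrophils, had a log2 fold change of 3.89 at 24 h (standard error 0.62). Of the 28 genes, 8 had a higher effect at 24 h than at 3 h (10 when adjusted over the list alone) and none a lower one (adjusted p = 0.000923 from fry; adjusted p = 0.622 with an estimated correlation). For apoptosis and cell death, 3 of the 40 genes rose at 24 h (4 when adjusted over the list alone), among them Bax with a log2 fold change of 0.84 (standard error 0.11). This list rose at 24 h (adjusted p = 0.0197 from fry; adjusted p = 0.487 with an estimated correlation), and its effect at 24 h was above that at 3 h (adjusted p = 0.02; adjusted p = 0.639 with an estimated correlation). Chemokine and cytokine genes did not pass as a list at 24 h (adjusted p = 0.46), although 5 rose and 1 fell. Interferon-stimulated genes did not pass at 24 h either (adjusted p = 0.199 from fry), but 13 of the 30 had a higher effect at 24 h than at 3 h (adjusted p = 0.00422 from fry and 0.639 with an estimated correlation). The controls moved on this list too. Of its genes with an unadjusted p under 0.05 between vehicle and 0 h, 14 of 14 were higher after vehicle at 3 h and 6 of 23 at 24 h. At 24 h the list was lower after vehicle than at 0 h (adjusted p = 0.0432 from fry), but not with the replicate number in the model (adjusted p = 0.113 from fry). The higher effect at 24 h may thus include a move of the controls.
Other early changes were smaller at 24 h. Of the 39 immediate early genes, 11 were higher at 24 h (15 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0977 from fry). The interaction between 24 h and 3 h was negative for 20 of them (21 when adjusted over the list alone) and positive for 1 (adjusted p = 3.37e-06 from fry; adjusted p = 0.52 with an estimated correlation). The difference for Fos was -3.71 on the log2 scale (standard error 0.71). No heat shock gene was called at 24 h with limma (2 had an unadjusted p under 0.05), and the effect on 9 of the 19 was lower at 24 h than at 9 h (adjusted p = 4.45e-05 from fry; adjusted p = 0.339 with an estimated correlation). Over all genes, the APAP effect differed between 24 h and 3 h for 1499 genes, 1097 with a higher and 402 with a lower value at 24 h. A higher value can also be an early fall that became smaller. Of the 426 genes lowered at 3 h, 240 had a smaller fall at 24 h by the interaction test, and these are among the 1097. Between 24 h and 9 h it differed for 542 genes, 316 higher and 226 lower, and in a test against a change of 1.5-fold the balance was the other way, with 11 higher and 21 lower. Of the 306 genes raised at 3 h, 71 were also higher at 24 h (38 of 288 at an adjusted p under 0.01), and 173 had a smaller effect at 24 h by the interaction test. The median log2 fold change of the 306 genes was 0.994 at 3 h and 0.271 at 24 h. Of the 453 genes raised at 9 h, 172 were also higher at 24 h (94 of 424 at an adjusted p under 0.01) and 129 had a smaller effect, with medians of 0.843 and 0.526. Genes picked for a large value at one time tend to be nearer to 0 at another, so these counts and medians overstate the decline. Among APAP-treated mice at 24 h, replicates 1 and 3 lay apart from the others on the second principal component (-47.3 and -41.65, against -22.19 to -24.56). Without these 2 arrays, an alternative chosen after the data had been seen, 302 genes were higher and 196 lower at 24 h, 463 of them among the 851 genes called with all arrays. The apoptosis list's difference between 24 h and 3 h then did not pass (adjusted p = 0.308 from fry), and the immediate early genes passed at 24 h (adjusted p = 0.00551).

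**Figure D1:**
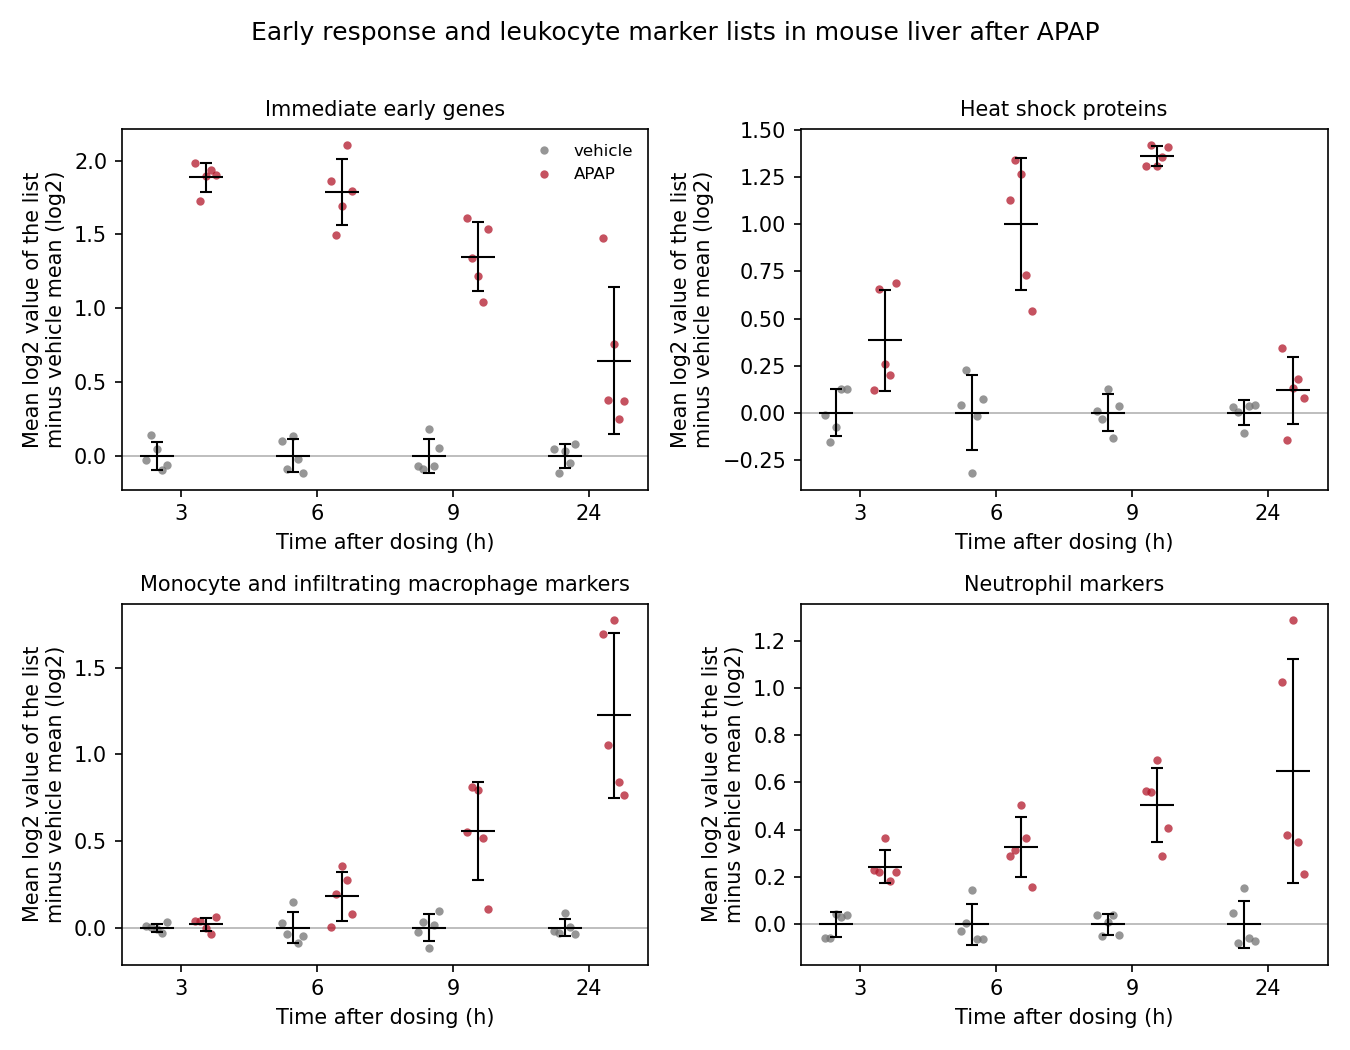
Mean log2 value of the genes of 4 lists in each mouse, minus the vehicle mean of the same time, against hours after dosing; grey points are vehicle-treated and red points APAP-treated mice (n = 5 each), and dashes with bars are means ± SD. Immediate early genes averaged 1.89 at 3 h and 0.65 at 24 h after APAP, heat shock genes 1.36 at 9 h and 0.12 at 24 h, and monocyte and macrophage markers 0.02 at 3 h and 1.23 at 24 h, where mice ranged from 0.77 to 1.78.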

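In mouse liver APAP raised Nrf2 targets at all 4 times and genes of the integrated stress response alongside them, while chaperones of the unfolded protein response first fell and later rose. Of 34 Nrf2 target genes, 9 rose at 3 h, 10 at 6 h, 12 at 9 h and 10 at 24 h (12 at 24 h when adjusted over the list alone), and 1 fell at 9 h and at 24 h. The list rose at each time (adjusted p = 6.19e-05, 0.000204, 2.75e-06 and 0.0171 from fry). Only the 9 h call held in the stricter test (adjusted p = 0.103, 0.255, 0.0421 and 0.503 with an estimated correlation). Srxn1 (Entrez gene 76650), which restores oxidized peroxiredoxins, had a log2 value of 12.96 ± 0.171 (SD, n = 5) at 9 h after APAP and 10.03 ± 0.23 (SD, n = 5) after vehicle. Its log2 fold change was 2.93 (standard error 0.11, adjusted p = 1.14e-08 from limma). Gclc, the catalytic subunit of the enzyme that limits glutathione synthesis, rose by 1.13 at 3 h, 1.23 at 6 h and 1.05 at 9 h on the log2 scale and was not called at 24 h. Its partner Gclm was not called at any time with limma. Nqo1, a quinone reductase, was not called at 3 h and had log2 fold changes of 0.73, 0.95 and 0.84 at 6, 9 and 24 h. The exporter Abcc4 had its highest change at 24 h, 2.69 (standard error 0.13). Nfe2l2, which encodes Nrf2 itself, was called at 6 h alone (log2 fold change 0.65), and without APAP 6 h replicate 4 that call was lost.
The integrated stress response acts through ATF4 when protein synthesis is slowed. Of 26 of its genes, 13 rose at 3 h, 16 at 6 h, 14 at 9 h and 12 at 24 h, and 1 fell at 9 h and at 24 h (adjusted p = 2.77e-07, 5.96e-07, 1.22e-06 and 0.00482 from fry). The calls at 3, 6 and 9 h held with an estimated correlation (adjusted p = 0.0179, 0.0459 and 0.0181) and that at 24 h was lost (adjusted p = 0.487 with an estimated correlation). Ddit3, the transcription factor CHOP, had log2 fold changes of 1.78, 2.93, 1.99 and 1.58, and Chac1, which degrades glutathione, 2.14, 2.22, 1.81 and 0.73. The effect on this list was lower at 24 h than at 3 h (adjusted p = 0.000875 from fry; adjusted p = 0.639 with an estimated correlation). Of 24 genes of the unfolded protein response, mostly chaperones and folding enzymes of the endoplasmic reticulum, 12 fell at 3 h and 13 at 6 h and none rose. At 9 h 1 fell, and at 24 h 13 rose and none fell. The list fell at 3 and 6 h (adjusted p = 0.000357 and 0.000771 from fry), did not pass at 9 h (adjusted p = 0.583) and rose at 24 h (adjusted p = 0.000806). These 3 calls were lost in the stricter test (adjusted p = 0.196, 0.258 and 0.487 with an estimated correlation). Sdf2l1, a cofactor of the chaperone BiP, had a log2 value of 9.35 ± 0.258 (SD, n = 5) at 3 h after APAP and 11.65 ± 0.448 (SD, n = 5) after vehicle, a log2 fold change of -2.29 (standard error 0.19). At 24 h its values were 12.21 ± 0.318 (SD, n = 5) and 10.50 ± 0.373 (SD, n = 5), a log2 fold change of 1.71. Hspa5, which encodes BiP, was not called at 3, 6 or 9 h and rose by 0.66 at 24 h. The effect was higher at 24 h than at 3 h for 20 of the 24 genes and lower for none (adjusted p = 4.29e-11 from fry; adjusted p = 0.0569 with an estimated correlation). Vehicle-treated mice did not stay at the level of the untreated mice on this list. At 3 h after vehicle, 13 of the 24 genes were higher than at 0 h (adjusted p = 0.00217 from fry; adjusted p = 0.269 with an estimated correlation). APAP-treated mice showed a share of -0.031 of that change at 3 h (standard error 0.14) and 0.776 of the vehicle change at 9 h (standard error 0.12).
Few autophagy genes were called. Of 41, 3 rose at 3 h, 5 at 6 h, 3 at 9 h and 1 at 24 h, and 1 fell at 6 h and at 9 h. The list rose at 3, 6 and 9 h (adjusted p = 0.0193, 0.021 and 0.0254 from fry) and did not pass at 24 h (adjusted p = 0.267). The calls were lost with an estimated correlation (adjusted p = 0.524, 0.581 and 0.456 with an estimated correlation), and that at 3 h also when each array was re-centred on its median (adjusted p = 0.0569 from fry). All 3 were also lost with the replicate number added to the model (adjusted p = 0.107, 0.0502 and 0.0706 from fry). Vehicle-treated mice did not stay at the untreated level on this list either. At the 4 times, 4, 7, 9 and 5 of the 41 genes were lower after vehicle than at 0 h. The difference from vehicle thus includes a move of the controls, which passed under fry and not with an estimated correlation. Gabarapl1, a protein of the autophagosome membrane, had log2 fold changes of 0.82 and 0.91 at 6 and 9 h (standard errors 0.06 and 0.08), and Ulk1, the kinase that starts autophagy, 0.94 at 3 h. Sqstm1, which encodes a receptor that autophagy degrades, had log2 fold changes of 0.68, 1.08, 1.12 and 0.71 at the 4 times and was called at each. Map1lc3b, which encodes the protein LC3B, had log2 fold changes of 0.17, 0.47, 0.32 and 0.21 (adjusted p = 0.0345, 0.0138, 0.00187 and 0.0357 from limma), each under 1.5-fold. In its immunoblots of both species the paper describes less SQSTM1 protein at 3 h and conversion of LC3B-I to LC3B-II at 3 and 6 h. The array values are of RNA, do not measure these protein changes and cover the mouse alone. The paper describes the Nrf2, endoplasmic reticulum stress and autophagy responses of rats as stronger than those of mice (Figs. 3B–D). From these, its qPCR and its module scores, it concludes that they reflect a fundamental difference between the 2 species in how the tissue responds.

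**Figure D2:**
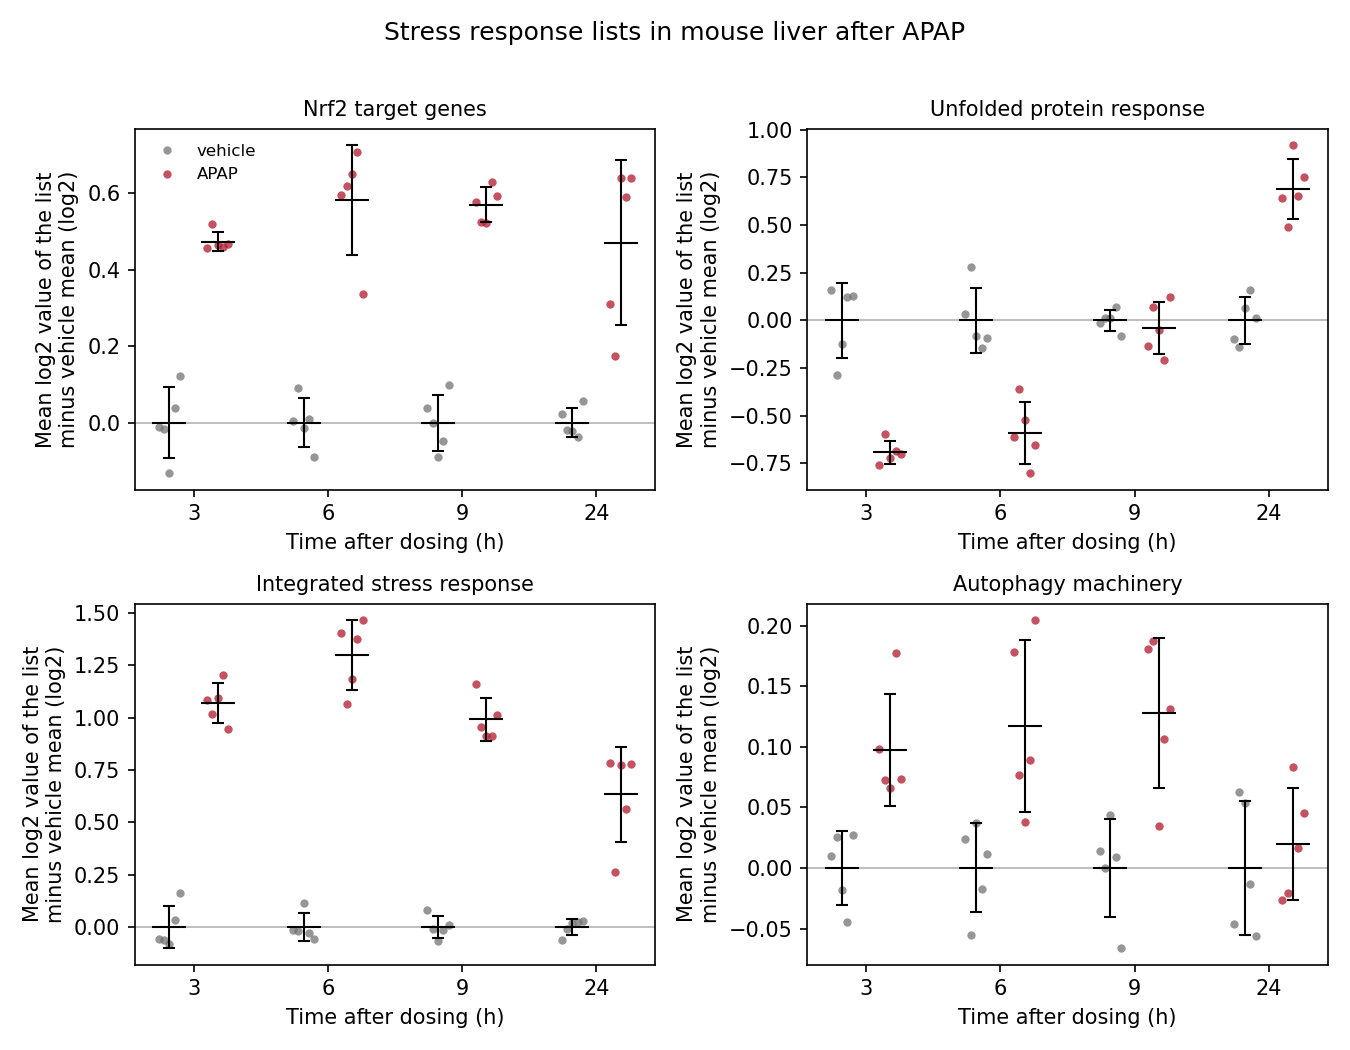
Mean log2 value of the genes of 4 stress response lists in each mouse, minus the vehicle mean of the same time, against hours after dosing; grey points are vehicle-treated and red points APAP-treated mice (n = 5 each), and dashes with bars are means ± SD. After APAP the unfolded protein response list averaged -0.69 at 3 h and 0.69 at 24 h, Nrf2 targets 0.47 and 0.47, the integrated stress response 1.07 and 0.63, and autophagy 0.10 and 0.02.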

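The genes that the study selected for qPCR in mouse liver (Table S7) rose more often than they fell on the arrays. Of the 28 with a value, 10 rose and 1 fell at 3 h, 14 rose and 2 fell at 6 h, 11 rose and 1 fell at 9 h, and 7 rose at 24 h. As a list they rose at each time (adjusted p = 1.8e-05, 6.39e-07, 3.69e-05 and 0.0116 from fry), with the call at 6 h alone held in the stricter test (adjusted p = 0.0848, 0.0386, 0.126 and 0.487 with an estimated correlation). The study picked these genes on the same experiment, so the result is not independent evidence. Txnrd1, which reduces thioredoxin, had log2 fold changes of 0.96, 1.26 and 1.34 at 3, 6 and 9 h and was not called at 24 h. Trib3, a pseudokinase induced by ATF4 and CHOP, had log2 fold changes of 1.60, 1.44, 0.89 and 1.45 at the 4 times. Atg16l2, a homologue of an autophagy protein, rose by 0.90 at 3 h on the log2 scale (standard error 0.17). Socs3, a feedback inhibitor of cytokine signalling, had log2 fold changes of 2.06, 1.98, 1.75 and 1.86, and Il1r1, the interleukin-1 receptor, 1.07, 1.53, 0.90 and 1.32. Edem1, which sends misfolded proteins from the endoplasmic reticulum to degradation, had log2 fold changes of -0.78 and -0.82 at 3 and 6 h. The qPCR values were not analysed here.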

The altered expression of representative genes from these processes was confirmed at each time point in the 2 species via qPCR (Supplementary Figure 9), which showed an excellent correlation with the corresponding transcriptomics data (Supplementary Figure 10). We also confirmed that the basal expression level of Nrf2-regulated genes was not differentially influenced by the heavy metal content of the rodent diet (Mesnage *et al.*, 2015) (Supplementary Figure 11), in light of previous reports that arsenic can modulate Nrf2 activity (Janasik *et al.*, 2018; Lau *et al.*, 2013). Our findings were further confirmed by WGCNA using the liver TXG-MAPr tool (https://txg-mapr.eu/, manuscript in preparation). Rats showed a higher average absolute eigengene score (EGs) across all modules (Figure 4A) and, although the overall module responses were well correlated between the 2 species, responses were typically stronger in rats compared with mice (Figure 4B). Indeed, rats exhibited a higher perturbation of modules associated with oxidative and endoplasmic reticulum stress responses, as well as autophagy and other adaptive processes (eg, ribosome biogenesis, which is associated with hepatocellular hypertrophy; Sinturel and Gachon 2017) when compared with mice (Figs. 4B and 4C and Supplementary Figure 12 and File 3). Together, these data indicate that the more robust activation of Nrf2 and other adaptive stress responses in rats reflects a fundamental species difference in the tissue response to the equivalent NAPQI insult.

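Some ribosome biogenesis genes rose in mouse liver from 6 h after APAP on. Of 47, 1 rose at 3 h, 5 at 6 h, 6 at 9 h and 7 at 24 h, and none fell at any time. The list did not pass at 3 h (adjusted p = 0.567 from fry) and rose at 6, 9 and 24 h (adjusted p = 0.00173, 0.000241 and 0.0118). These calls were lost in the stricter test (adjusted p = 0.258, 0.133 and 0.487 with an estimated correlation). The effect was higher at 24 h than at 3 h for 9 of the genes and lower for none (adjusted p = 0.00556 from fry; adjusted p = 0.639 with an estimated correlation). Gnl3, a nucleolar GTPase, had log2 fold changes of 1.05 at 6 h and 0.92 at 9 h. Nop58, a core protein of the box C/D ribonucleoproteins that modify ribosomal RNA, had log2 fold changes of 0.91, 0.83 and 0.68 at 6, 9 and 24 h. At 24 h, Mybbp1a and Nhp2, also nucleolar proteins, rose by 0.86 and 0.84 on the log2 scale (standard errors 0.12 and 0.13). Without APAP 24 h replicates 1 and 3 together, left out after the data had been seen, 4 genes rose at 24 h and the list did not pass (adjusted p = 0.0704 from fry).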

**Figure 3.**
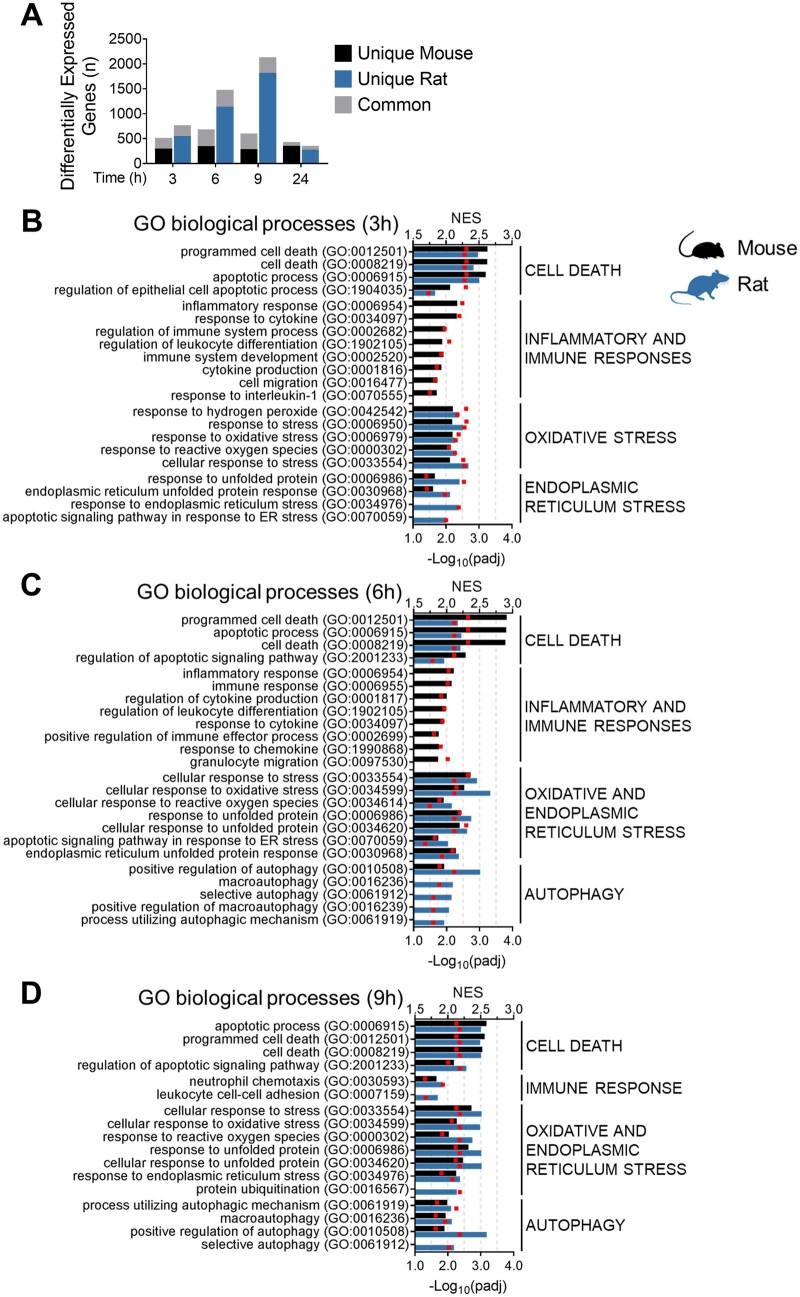
Transcriptomic analysis reveals a more robust activation of adaptive stress response pathways in the liver of APAP-treated rats, compared with mice. A, Number of genes that were uniquely responsive to APAP in mice and rat (black and blue bars, respectively; *p*_adj_ < .01, fold change >1.5 or <−1.5, comparison against time matched vehicle controls). Stacked grey bars indicate DEGs in common between the 2 species. GSEA at (B) 3, (C) 6, and (D) 9 h after APAP treatment. Bars represent normalized enrichment scores (NES) of selected GO terms for both species. Individual GO terms (*p*_adj_ < .05) were clustered into parent terms. The bar is missing for nonsignificant GO terms. Red squares represent −log_10_ of *p*_adj_.

**Figure 4.**
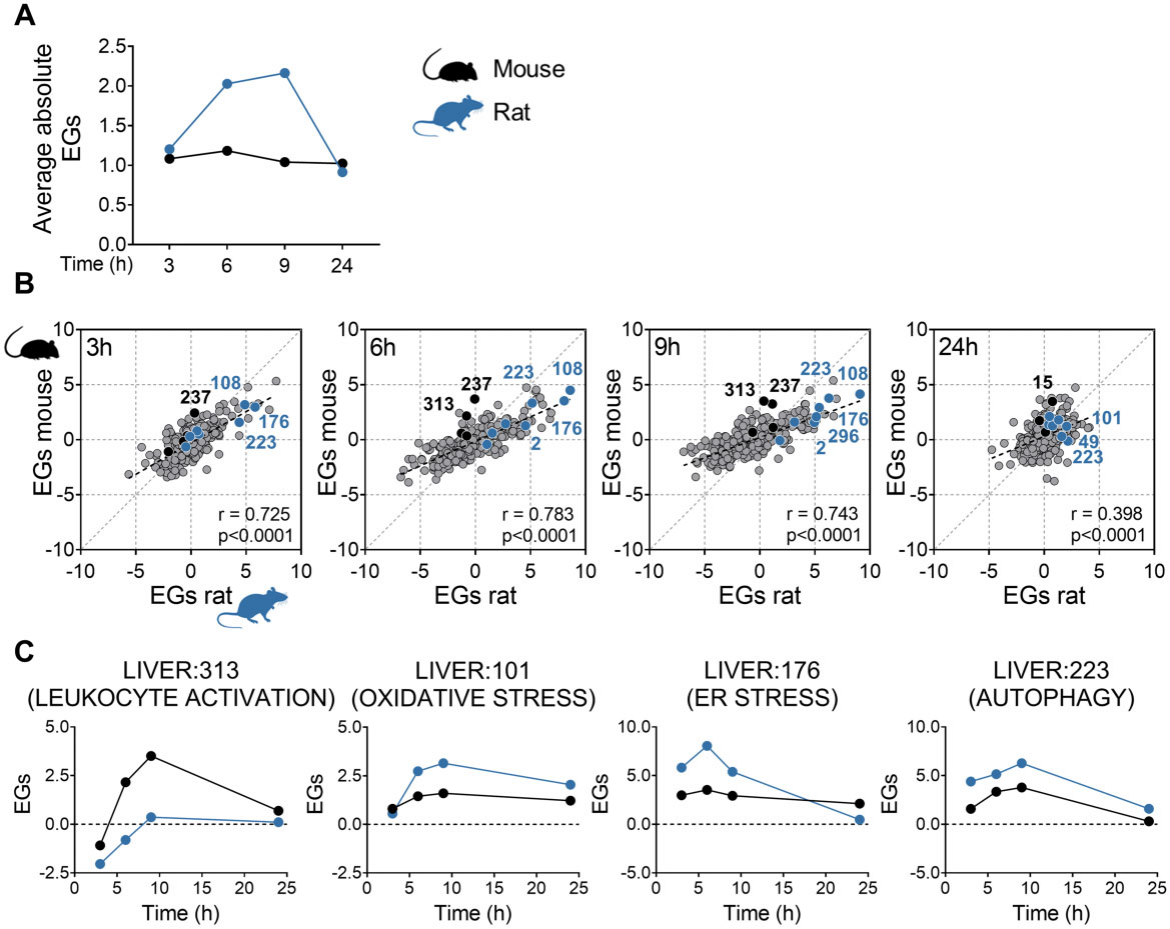
Rats show a more robust overall transcriptional response to equivalent NAPQI insult than mice. A, WGCNA average absolute EGs in APAP-treated mice and rats. B, Correlation plots of module EGs at the indicated time points. Pearson correlation coefficient (r) and *p* value for each comparison are shown. EGs for relevant modules that are higher in mouse are depicted in black (LIVER:237, negative regulation of cell proliferation; LIVER:313, leukocyte activation; LIVER:15, cell death), whereas those higher in rat are depicted in blue (LIVER:108, LIVER:101, and LIVER:49, oxidative stress response; LIVER:176, endoplasmic reticulum stress response; LIVER:223, LIVER:2, and LIVER:296, autophagy). C, EGs comparison across species for selected modules.

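The genes of the modules printed in full in the supplement were also counted on the mouse arrays, without the module scores of the TXG-MAPr tool. Of the 13 genes of LIVER:108, 4 rose at 3 h, 6 at 6 h, 6 at 9 h and 3 at 24 h, and none fell. Zfand2a, which acts with the proteasome under arsenite stress, had log2 fold changes of 1.31, 2.59, 2.49 and 1.14 at the 4 times. In LIVER:101, with 12 genes, 4, 4, 3 and 2 rose and none fell. The third oxidative stress module, LIVER:49, had 18 genes with a value, of which 2 rose and 4 fell at 3 h, 1 rose and 3 fell at 6 h, 1 rose and 2 fell at 9 h and 1 fell at 24 h. In the endoplasmic reticulum stress module LIVER:176, 5 of 9 genes rose at 3 and 6 h and 4 at 9 and 24 h. Of the 6 genes of the autophagy module LIVER:223, 1 rose at 3 h, 3 at 6 h, 2 at 9 h and none at 24 h, and 5 had an unadjusted p under 0.05 at 24 h. None of the 5 genes of the autophagy module LIVER:296 was called at any time with limma, although 2, 2, 4 and 4 had an unadjusted p under 0.05. Over all 18180 genes, 6282, 6832, 6902 and 8139 were under that p at 3, 6, 9 and 24 h, so these counts say little alone. Among modules drawn as higher in mouse, none of the 5 genes of LIVER:237 with a value was called with limma, and 1 had an unadjusted p under 0.05 at each time. LIVER:313 holds Hamp, Id2, Smad7, Tfrc and Usf2, of which 2 rose and 1 fell at 6 h, 3 rose at 9 h and none was called at 3 or 24 h with limma (1 and 2 at an unadjusted p under 0.05). Smad7, an inhibitor of TGF-β signalling, had log2 fold changes of 0.85 at 6 h and 1.22 at 9 h, and Hamp, the iron hormone hepcidin, 0.89 at 9 h. The 6 h calls of Id2 and Tfrc were lost when single arrays were left out. Modules LIVER:15 and LIVER:2 were held only in part, and their counts are not given here.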

To confirm that the apparent species differences in response to the equivalent NAPQI insult were preserved at the protein level, quantitative proteomics analysis was carried out on liver tissues collected from the vehicle and APAP-treated animals. Given the time required for transcriptional responses to manifest in altered protein expression levels, we focused on the samples collected 6, 9, and 24 h after dosing, and performed IPA to understand the pathway level effects of the observed protein expression changes. Liver tissue from APAP-treated mice showed activation of toxicity functions associated with liver injury and cell apoptosis, whereas liver tissue from rats exhibited stimulation of hepatocyte proliferation processes, further supporting the different extents of adaptation between the 2 species (Figure 5A). Consistent with the observed gene level changes, liver tissue from APAP-treated rats showed a lower increase in the expression of proteins involved in inflammatory and immune responses (Figure 5B), and a greater increase in the expression of proteins involved in the Nrf2 oxidative stress response and autophagy (Figs. 5C and 5D and Supplementary Figure 13), compared with mice. The altered expression of representative proteins from these processes (NQO1, HMOX1, SQSTM1, and LC3B) was confirmed at each time point in the 2 species via immunoblotting (Figs. 5E–J and Supplementary Figure 7). Notably, in the case of LC3B, which is commonly used as a marker of autophagy (Mizushima and Yoshimori 2007), both the cytosolic LC3B-I and the autophagosome-bound LC3B-II were expressed at higher levels in the livers of rats at the 0 h time point (ie, following the 16 h fasting period) (Figs. 5I and 5J). In addition, although APAP induced autophagy at early time points in both species, as evidenced by both a decrease in abundance of SQSTM1 (at 3 h) and the conversion of LC3B-I to LC3B-II (at 3 and 6 h), the level of LC3B-I was found to be consistently higher in the rat across the timeframe of the study (Figs. 5H–J), suggestive of a greater autophagic capacity. Together, these data support a more robust activation of adaptive stress response pathways in rats compared with mice following exposure to an equivalent NAPQI insult.

**Figure 5.**
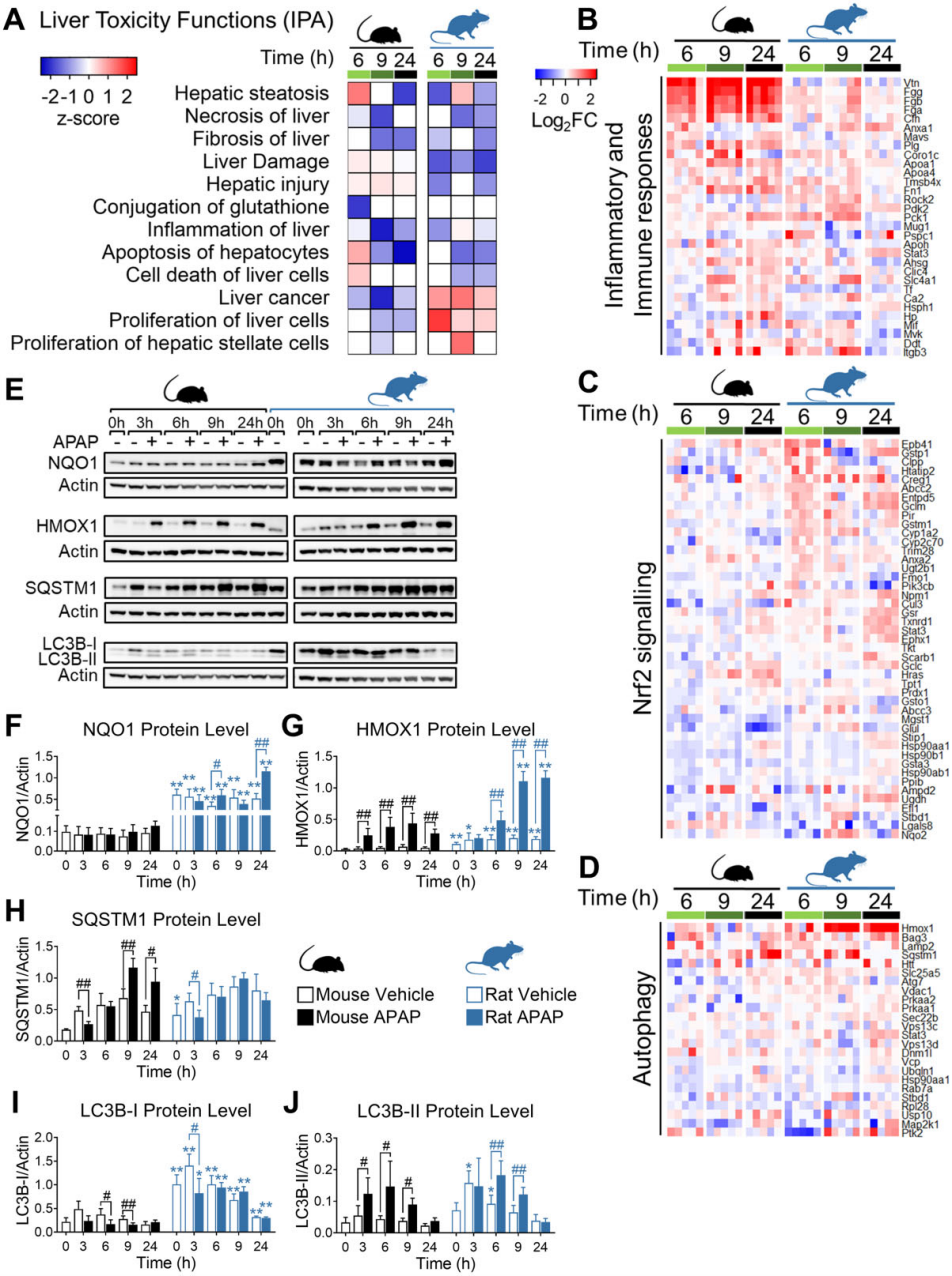
Proteomic analysis corroborates the more robust activation of adaptive stress response pathways in the liver of APAP-treated rats, compared with mice. A, Comparative toxicity analysis in the liver of APAP-treated animals (n = 5, SWATH proteomics). Heatmap plots showing changes in the expression of proteins involved in (B) inflammatory and immune responses, (C) Nrf2-signalling, and (D) autophagy (log_2_ fold-change vs time-matched vehicle control animals). E, Protein expression levels of NQO1, HMOX1, SQSTM1, LC3B-I, and -II. Samples are pooled from 5 animals per time point. Uncropped blots are shown in Supplementary Figure 7. F–J, Densitometric analysis of immunoblots. Protein levels were normalized to β-actin. Values are mean±SD (n = 5). Mann-Whitney *U* test. *p* Values are denoted as *p < .05, and **p < .01 (mouse vs rat for each condition/time point), or ^#^*p* < .05, and ^##^*p* < .01 (APAP-treated animals vs vehicle controls).

#### Rats exhibit a higher basal hepatic expression of stress response pathway markers compared with mice and humans

Although our ‘omics analyses highlighted a clear difference between mice and rats in the inducible activity of several stress response pathways, the timeframe for altered expression of the associated proteins (>6 h) relative to the rapid onset of liver injury (>2 h) means that these adaptations could not have occurred swiftly enough to directly influence the different sensitivities of the species to the toxic effects of the APAP OEDs. Given the limitations of probe-based microarray and qPCR datasets for comparing absolute gene expression levels across species, we used publicly available RNA-seq (reads per kilobase million) data (Cardoso-Moreira *et al.*, 2019) to assess the basal expression levels of relevant genes in liver tissue from mice and rats, from birth to adulthood. This analysis highlighted the generally higher basal expression levels of a number of genes associated with the Nrf2 antioxidant and endoplasmic reticulum stress responses, as well as autophagic capacity, in rats compared with mice (Figure 6). These findings were supported by our proteomics data; grouping the normalized expression quantities of orthologous proteins from the 0 h control animals into ranked bins confirmed the trend of higher basal expression of Nrf2 and autophagy-associated proteins in the livers of rats, compared with mice (Figure 7, Supplementary File 4). Importantly, using the public RNA-seq data, we also found that many genes associated with these stress response pathways were expressed at a higher basal level in the liver of rats than in humans, which overall better resembled mice (Figure 6). We confirmed this at the protein level by immunoblot analysis of 0 h control tissues from animals in the APAP study, along with background liver tissue donated by 8 patients undergoing elective resection of hepatic tumors (Figs. 8A and 8B). Notably, the latter samples exhibited marked interindividual variability in the expression levels of the analyzed proteins (Figs. 8A and 8B). Although it is not possible to fully exclude differences in antibody affinity across species, the high homology (>75%) in the immunogenic sequences for the antibodies used in this study provides strong indication of comparable activity (Supplementary Table 3). Taken together, these data indicate that rats exhibit a greater basal and adaptive capacity of hepatic stress responses than mice and humans.

**Figure 6.**
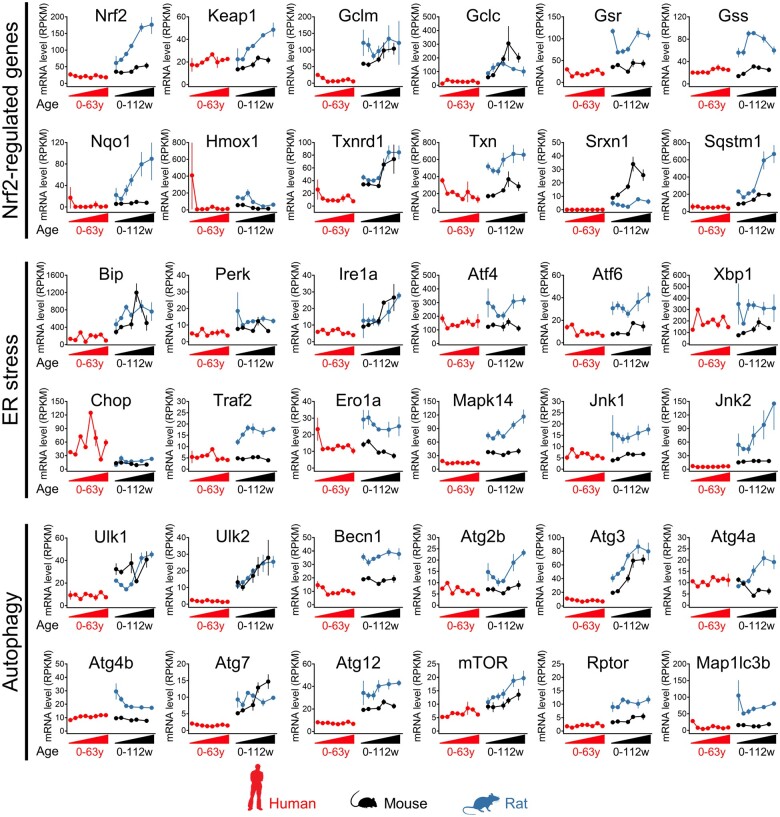
Higher basal expression levels of stress response pathway genes in the liver of rats, compared with mice and humans. Differences between species in the basal expression of Nrf2 genes and genes modulating endoplasmic reticulum (ER) stress and autophagy from birth to adulthood. mRNA levels are expressed as reads per kilo base per million (RPKM)±SD (Cardoso-Moreira *et al.*, 2019).

**Figure 7.**
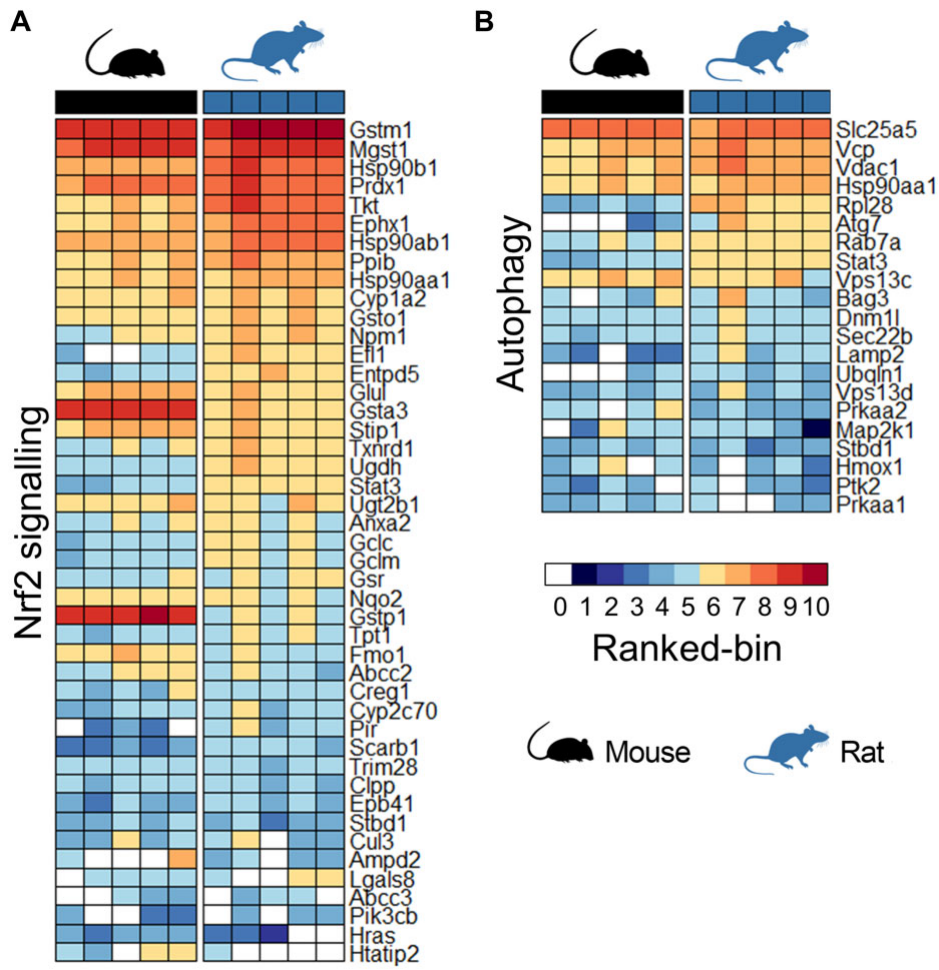
Higher basal expression levels of stress response pathway proteins in the liver of rats, compared with mice. Heatmaps showing rank-binned basal expression levels of proteins associated with the (A) Nrf2 and (B) autophagy responses in the livers of untreated animals (0 h controls, n = 5/species). Proteins with the lowest abundance were assigned to bin 1, and those with the highest to bin 10. A bin value of 0 (depicted in white) was assigned to proteins that were not detected. The difference among consecutive bins is 1.49 ± 0.16 (log_2_ expression).

**Figure 8.**
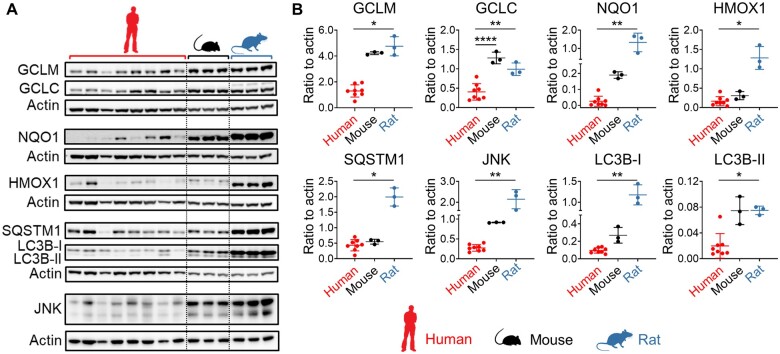
Confirmation of species differences in basal capacities of the Nrf2 and autophagy pathways. A, Protein expression levels and B, densitometric analysis of GCLM, GCLC, NQO1, HMOX1, SQSTM1, JNK, and LC3B isoforms I and II in liver tissue collected from patients undergoing liver resections (n = 8) or untreated mice (n = 3) and rats (n = 3). Protein levels were normalized to β-actin. Values are mean±SD. One-way ANOVA or Kruskal-Wallis test, as appropriate. *p* Values are denoted as *p < .05, **p < .01, and ****p < .0001, comparison as indicated.

## Discussion

In the case of small molecule drugs, which make up a significant proportion of medicines submitted to global regulatory authorities each year, preclinical toxicity studies are expected to be performed in both a rodent and nonrodent species. Although the rat is the most commonly used rodent species, several studies have concluded that it may not be the most predictive of human drug toxicities (Greaves *et al.*, 2004; Monticello *et al.*, 2017; Olson *et al.*, 2000), highlighting the need to better understand translation of safety data across species. Differences in metabolism and disposition are known to contribute to differences in species sensitivity to drug toxicity. However, less attention has been paid to the possibility that tissue properties, such as stress response capacity, may also contribute to cases of differential species susceptibility. We have used a combination of PBPK modeling and simulation coupled to multiomics analysis to determine if differential sensitivity to APAP-induced liver injury in mice and rats is related to differences in the tissue response to equivalent burdens of the reactive intermediate NAPQI. Our study highlights the higher basal and inducible activity of the Nrf2 oxidative stress and autophagy responses in the livers of rats, compared with mice and humans. Our findings have important implications for species selection in preclinical safety testing of new medicines. Indeed, the higher stress response capacity of the rat may partly explain why it often under predicts the sensitivity of other species, including humans, to certain drug toxicities, including those associated with reactive metabolite formation and other forms of chemical stress.

Rats are well known to be relatively resistant to APAP liver toxicity, compared with mice and other sensitive species (McGill *et al.*, 2012), due in part to differences in the extent of drug bioactivation and detoxication. Indeed, Gregus *et al.* (1988) previously demonstrated that mice excrete over 50% of a dose of APAP as toxic bioactivation products (APAP-GSH and associated hydrolysis products) whereas rats excrete only 9% of APAP via these routes. As a result of this and the greater excretion of detoxication pathway metabolites (APAP-glucuronide and -sulfate) in rats, the ratio of toxic bioactivation products versus detoxication pathway metabolites was found to be 10-fold higher in mice than rats (Gregus *et al.*, 1988). Consistent with these findings, Boobis *et al.* (1986) reported that primary hepatocytes from mice and rats exhibit large differences in the extent of covalent binding and degree of toxicity following exposure to APAP *in vitro*. Notably, Tee *et al.* (1987) provided evidence that rat hepatocytes are relatively resistant to depletion of GSH and covalent protein binding upon direct exposure to NAPQI *in vitro*, compared with hepatocytes from hamsters, which are known to be highly sensitive to APAP liver toxicity. To overcome these differences in metabolic fate of the drug and enable a balanced assessment of the tissue response of mice and rats to a comparable NAPQI insult, we used PBPK modeling and simulation to support the use of 300 and 1000 mg/kg APAP as OEDs yielding an equivalent total hepatic burden of NAPQI in mice and rats, respectively. Despite this, rats remained more resistant to APAP hepatotoxicity compared with mice.

McGill *et al.* (2012) also used doses of 300 and 1000 mg/kg (albeit via intraperitoneal, rather than oral, administration) in their investigation of the biochemical events underlying the differential sensitivity of mice and rats, respectively, to APAP liver toxicity. Consistent with our findings, the authors reported a substantial increase in serum ALT activity and marked centrilobular necrosis in mice, with minimal responses observed in rats (McGill *et al.*, 2012). Total APAP-protein adducts reached similar levels in the 2 species, further confirming the equivalent degrees of chemical insult with these doses, and leading the authors to conclude that there are downstream factors responsible for the difference in sensitivity of mice and rats to APAP toxicity (McGill *et al.*, 2012). In mice, JNK has been shown to undergo early phosphorylation and translocation to mitochondria partly as a result of the initial oxidative stress provoked by APAP (Gunawan *et al.*, 2006; Saito *et al.*, 2010). Here, we have shown that p-JNK accumulates in liver samples from both mice and rats, peaking 3 h after the administration of APAP OEDs. In their study, McGill *et al.* (2012) demonstrated that APAP-protein adducts and p-JNK translocation were consistently higher in mitochondrial fractions from mouse liver, and that rats therefore do not develop the critical levels of mitochondrial dysfunction or oxidative stress associated with APAP toxicity in mice. In light of our findings, it is possible that this is due to the greater capacity of the rat liver to cope with the initial chemical insult and mitigate against the progression of downstream toxic events.

Consistent with our findings, Xu *et al.* (2021) recently reported that mice better resemble humans in terms of the basal hepatic expression of oxidative stress-related genes, whereas rats better resemble humans in terms of the expression of genes associated with lipid metabolism. Transgenic Nrf2 null mice have been reported to exhibit greater susceptibility to a large number of liver toxins, including APAP (Clarke *et al.*, 2016), whereas Kang *et al.* (2020) recently reported that the response of an Nrf2-associated gene set was typically higher in primary rat hepatocytes, compared with human, exposed to a large panel of liver toxic and safe drugs. Autophagy has been implicated in the pathogenesis of DILI (Chen *et al.*, 2014) and shown to act as a defense mechanism in APAP hepatotoxicity by removing APAP adducts (Ni *et al.*, 2016) and damaged mitochondria (Ni *et al.*, 2012). Notably, APAP protein adducts have been shown to be cleared at a faster rate in the livers of rats (Tarloff *et al.*, 1996) compared with mice (Henderson *et al.*, 2000). The Nrf2 pathway and autophagy are linked by the p62/SQSTM1 (sequestosome 1) protein, which acts as a cargo receptor for autophagic degradation of ubiquitinated targets and activates Nrf2 by interfering with its ability to bind to its inhibitor Keap1 (Copple *et al.*, 2010). SQSTM1 expression is also transcriptionally regulated by Nrf2, suggesting that SQSTM1 forms part of a regulatory feedback loop in the Nrf2 pathway (Jiang *et al.*, 2015). Hence, the differential activity of these and other cytoprotective pathways is expected to influence species sensitivity to a range of chemical insults.

In keeping with our finding of differences in the basal expression of stress response pathway components across liver tissues donated by 8 patients, Kang *et al.* (2020) recently reported quantitative differences in the drug-induced response of Nrf2-associated genes among primary hepatocytes isolated from different human donors. In addition, Liu *et al.* (2021) have provided evidence that the hepatic expression of Nrf2-regulated genes is altered in patients with certain liver diseases. Hence, although the stress response capacity of most humans likely sits within an average range, it is possible that some individuals have relatively higher or lower abilities to respond to chemical insults, which could influence interindividual sensitivity to some drug toxicities and the predictivity of relatively homogeneous animal models. Further work is required to fully understand the extent and consequences of such differences in stress response capacity between individuals.

A limitation of our *in vivo* study is that we have focused on only APAP as an exemplar hepatotoxic compound, and the C57Bl6/J and Sprague Dawley strains of mouse and rat, respectively. Harrill *et al.* (2009) have reported marked differences in sensitivity to the toxic effects of 300 mg/kg APAP across a panel of 36 inbred mouse strains, although C57Bl6/J mice were found to sit in the middle of this range, and the mechanism of APAP toxicity has been extensively investigated in this strain (McGill *et al.*, 2012). In addition, our comparison of the basal expression of stress response pathway components used public transcriptomics data from CD-1 mice, alongside Sprague Dawley rats (Cardoso-Moreira *et al.*, 2019). Furthermore, Monroe *et al.* (2020) recently demonstrated that a large number of drugs that form chemically reactive metabolites, and were terminated due to clinical liver toxicity, provoke an activation of hepatic Nrf2 signaling, despite a lack of overt liver injury, in the rat (mixture of Sprague Dawley and Han Wistar strains). Hence, although there will likely be some differences between strains, these observations indicate that, in general, the rat liver is highly resistant to chemical insult due to an increased capacity to respond to a range of stresses. Another limitation is that our study has focused on the liver, which is one of the most common targets of drug toxicity both preclinically and in patients (Wilke *et al.*, 2007). However, a broader understanding of the degree of conservation of stress responses and other key physiological traits in different organ systems across preclinical models and humans is vital to inform the selection of appropriate species for preclinical testing to best reflect the clinical setting. Such knowledge will also be useful for the parameterization of computational tools that are being designed to support risk assessment as a new drug candidate transitions from the preclinical to the clinical sphere (Weaver *et al.*, 2020), therefore improving the efficiency of the drug development process and maximizing patient safety.

## Supplementary Material

kfad085_Supplementary_Data

## Data Availability

PBPK models were deposited in BioModels (Malik-Sheriff *et al.*, 2020) and assigned the identifiers MODEL2307070001 and MODEL2307070002 for rat and mouse, respectively. The transcriptomic data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE205203 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205203). The SWATH proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (Perez-Riverol *et al.*, 2019) with the dataset identifier PXD034438. Supplementary Files 1–4 are available at *Toxicological Sciences* online.

## Notes

The authors certify that all research involving human subjects was done under full compliance with all government policies and the Helsinki Declaration.

# Supplementary material for: A systems approach reveals species differences in hepatic stress response capacity
**Source:** Toxicol Sci. 2023 Aug 30;196(1):112–25. doi: 10.1093/toxsci/kfad085
**Supplement:** kfad085_Supplementary_Data

**A systems approach reveals species differences in hepatic stress response capacity**

Giusy Russomanno, Rowena Sison-Young, Lucia A. Livoti, Hannah Coghlan, Rosalind E. Jenkins, Steven J. Kunnen, Ciarán P. Fisher, Dennis Reddyhoff, Iain Gardner, Adeeb H. Rehman, Stephen W. Fenwick, Andrew R. Jones, Guy Vermeil De Conchard, Gilles Simonin, Helene Bertheux, Richard J. Weaver, Robert L. Johnson, Michael J. Liguori, Diana Clausznitzer, James L. Stevens, Christopher E. Goldring, Ian M. Copple*.

**Table of contents**

[Supplementary materials and methods 2](#_Toc113027193)

[Supplementary tables 14](#_Toc113027194)

[Supplementary figures and figure legends 22](#_Toc113027195)

[Supplementary files 35](#_Toc113027196)

[Supplementary references 36](#_Toc113027197)

# **Supplementary materials and methods**

*PBPK modeling*

Physiologically-based pharmacokinetic (PBPK) models were constructed using the Simcyp Animal simulator (v18r2; Certara Inc.) to predict the disposition of APAP and its metabolites arising from sulfation, glucuronidation, and cytochrome P450 mediated metabolism and glutathione conjugation of the resultant reactive-metabolite, NAPQI. Details of the animal PBPK simulators and the quality assurance system used in the development of each version of the Simcyp simulator have been described previously (Jamei et al. 2009; Jamei et al. 2013; Musther et al. 2017; Rowland Yeo et al. 2010). The depletion of the phosphoadenosine 5'-phosphosulfate (PAPS) co-factor is a critical mechanism in accurately capturing the kinetics of APAP and its metabolites at higher doses. At higher doses the availability of PAPS becomes rate limiting resulting in an increased fraction of the APAP dose being metabolized through cytochrome P450 mediated metabolism producing NAPQI. A simple PAPS cofactor turnover/depletion model was implemented using the Lua (Ierusalimschy 2006) custom scripting facility implemented in Simcyp. This PAPS turnover model returns a scaling factor applied to intrinsic hepatic clearance through the sulfation pathway and capturing the shift in fraction metabolized at higher APAP concentrations.

Models were parameterized and their predictive performance verified using the observed data from the in vivo study reported here; exemplar simulations are provided in Fig. S1. The PBPK models were used to perform simulations to determine APAP OEDs (mg/kg body weight). Here the OED is defined as the orally-administered APAP dose resulting in a total (cumulative over 24 h) hepatic NAPQI burden equivalent between the species of interest. Predicted OEDs were used as doses in the in vivo time course study described below. Data from this study was then analyzed to determine the total hepatic NAPQI burden in each species. Based on glutathione depletion, total hepatic NAPQI burden was calculated by determining the loss of GSH based on the average GSH level (nmol) in control animals at 24 h (μ_GSH,vehicle_24h_) and the minimum GSH level (min_GSH,APAP_) in APAP dosed animals; this was then converted to a total hepatic burden (mg/g liver) assuming a 1:1 stoichiometry between NAPQI and glutathione (equation x). Since both treated and vehicle control animals were fasted for 16 h, GSH levels were below baseline at the start of the dosing period. We therefore assumed that GSH levels had returned to their respective baseline in both species after 24 h on resumption of feeding.

$$Total Hepatic Burden= \frac{\mu_{GSH,vehicle\_24h}-{min}_{GSH,APAP}}{{MW}_{NAPQI}\cdot{10}^{-6}}\cdot\frac{1}{LW}$$

*Equation x*

Liver weight (LW) was taken as 1.3 g and 9.0 g for mouse and rat, respectively, from Simcyp population library values (Simcyp v18r2; Certara Inc.); protein content was assumed to be 231.48 mg/g liver for both species (Wisniewski et al. 2014). See File S1 for further details of hepatic NAPQI burden calculations.

*Dose-ranging study*

Animal experiments were performed at Biologie Servier (France) in accordance with the European Council Directive 2010/63/EU on the protection of animals used for scientific purposes, the ARRIVE guidelines (Percie du Sert et al. 2020) and the Guiding Principles in the Use of Animals in Toxicology. The studies were approved by both Biologie Servier and TransQST consortium ethical review committees. Male C57Bl/6J mice (8 weeks old; 15-22 g body weight; n=5 per dose) or Sprague-Dawley rats (5 weeks old; 119-144 g body weight; n=5 per dose) were fasted for 16 h prior to dosing. APAP (Sigma-Aldrich) was solubilized in 1 % (w/v) hydroxyethylcellulose (Sigma-Aldrich). Mice were administered 150, 300, 450 or 600 mg/kg APAP by oral gavage. Rats were administered 1000, 1300 or 1600 mg/kg APAP by the same route. Vehicle control groups were administered 1 % hydroxyethylcellulose.

*Serum biomarker analysis*

Blood samples were collected from a jugular vein or abdominal aorta of isoflurane‑anesthetized animals into tubes with a serum separator. Blood samples were centrifuged at top speed after clotting and analyzed using a Cobas c501 analyzer (Roche). Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities were measured kinetically at 37 °C according to the International Federation of Clinical Chemistry recommendations without Pyridoxal Phosphate (Roche). Total bilirubin concentration (TBIL) was measured using 3,5-dichlorophenyl diazonium (Roche).

*Histopathological assessment*

For each animal, the entire liver (gall bladder was carefully removed for the mouse) was rapidly excised and briefly rinsed in DNase/RNase -free distilled water. The left liver lobe was then separated and preserved in 10 % formalin. Fixed samples were mounted in paraffin wax, cut at approximately 4 µm in thickness, stained with hematin-eosin saffron (HES) and evaluated by two independent veterinary pathologists. The extent of centrilobular hepatocellular necrosis/degeneration was assigned a consensus semi-quantitative score as follows: 0, no degeneration/necrosis observed; 1, minimal degeneration/necrosis of individual or small groups of hepatocytes; 2, mild degeneration/necrosis that bridges some centrilobular zones; 3, moderate degeneration/necrosis that completely bridges centrilobular zones; 4, marked degeneration/necrosis that bridges centrilobular zones and extends into midzone areas; 5, severe degeneration/necrosis involving all hepatic lobular zones.

*Liver glutathione measurement*

Liver tissue was homogenized in buffer (pH 7.4) comprising 143 mM NaH_2_PO_4_, 8 mM EDTA and 1.3 % sulfosalicylic acid, using an oscillating mill at 30 oscillations/sec for 3 min. The homogenates were then centrifuged (18,000 g for 5 min at 4 **°**C) and the supernatants collected. Total glutathione (GSH) was measured as described previously (Vandeputte et al. 1994). The reaction was followed kinetically at 415 nm. Sample readings were interpreted against a GSH calibration curve and normalised to protein content, which was determined from the sample pellets (dissolved in 1 M NaOH at 60 **°**C) generated during the homogenization step, using the bicinchoninic acid method (Sigma-Aldrich).

*Immunoblotting*

Snap frozen liver tissue (30-40 mg) was homogenized in radioimmunoprecipitation buffer (Sigma Aldrich). Liver homogenate (20 μg) was separated by SDS-PAGE under reducing conditions, transferred to nitrocellulose membranes and subjected to immunoblot analysis as previously described (Copple et al. 2010). Details of all antibodies used in this study are provided in Table S2. Immunoreactive bands were visualized using a ChemiDoc Imaging System (Bio-Rad) and volumes were quantified using Image Lab Version 6.1.0 (Bio-Rad), with normalization to β-ACTIN. Total protein normalization was also used to exclude the effect of APAP treatment on β-ACTIN expression, and yielded similar results (data not shown). For the representative blots, a pool of all samples for each treatment group and time point were loaded onto the gel. To allow for a fair comparison across species when mouse and rat samples were run on separate gels due to the number of time points/treatment conditions within an experiment, representative samples from the other species were added to each gel as internal controls, and the chemiluminescence signals associated with the two gels were quantified together.

To evaluate the affinity of each antibody for different species’ proteins, we identified the immunogen sequence (when provided by the supplier) and used NCBI and UniProt BLAST (Johnson et al. 2008; Zaru et al. 2023) to calculate the percentage of homology across species (Table S3). For all the primary antibodies used in this study the immunogen sequences showed high homology across species (>75%), providing strong indication of similar affinity in different organisms.

*Pharmacokinetic analysis*

Plasma samples (collected in heparin-coated tubes and stored at -80 °C until analysis) were thawed at room temperature and centrifuged (3000 g for 5 min at 4 °C). Each sample (10 μL) was then spiked with 10 μL internal standard (8 µg/mL for APAP d4 and APAP Gluc d3, 9 µg/mL for APAP Sul d3 and 0.6 µg/mL for APAP NAC d5, APAP Cys d5 and APAP GSH d3; all in MeOH) or MeOH alone as blank. Proteins were precipitated from each sample by adding 180 μL MeOH, mixed (1500 rpm for 5 min), stored at -20 °C for 20 min, centrifuged (3000 g for 5 min at 4 °C) and the supernatants collected. Each sample was further diluted with 600 μL water, mixed (800 rpm for 2 min), centrifuged (3000 g for 5 min at 4 °C) and the supernatant used for injection into the UPLC-MS/MS system. The samples were analyzed using an UPLC-I Class system (Waters) coupled to an API 4000 QTrap mass spectrometer (Sciex). Separation was performed using an Acquity UPLC HSS T3, 1.8 μm, 100 x 2.1 mm with a 0.2 μm pre-filter (Phenomenex) and a column oven set to 40 °C. The injection volume was 2 μL and flow rate 0.6 mL/min. The mobile phases and gradient program are summarized in Table S4. Mass spectrometric analysis was performed in either positive or negative ion mode, as detailed in Tables S5 and S6.

*Transcriptomic analysis*

Total RNA was isolated from liver tissue collected in RNAlater^®^ stabilizing reagent immediately prior to dosing (0 h) or at 3, 6, 9, and 24 h after administration of APAP or vehicle. Frozen liver samples were homogenized in Qiazol Lysis Reagent (Qiagen). Total RNA was purified following the manufacturer’s instructions. The RNA integrity in representative samples was verified using an Agilent BioAnalyzer. Total RNA (5 µg) was processed per the standard Affymetrix protocol for microarray target preparation. Resulting cRNA was fragmented and hybridized onto Affymetrix GeneChips, which were then washed, stained, and scanned using the standard Affymetrix procedure (Affymetrix GeneChip^®^ Mouse Genome 430 2.0 Array or Affymetrix GeneChip^®^ Rat Genome 230 2.0 Array). Quality control and low level analysis of raw fluorescence intensities was performed using the affy package (v1.64.0) in R v3.6.1 (Gautier et al. 2004). Mouse data were processed using RMA normalization and BrainArray CDF Version 24 (Dai et al. 2005). Rat data were processed using RMA normalization and BrainArray CDF Version 19, which gives 100 % coverage on the DILI TXG-MAPr tool (https://txg-mapr.eu/) used for Weighted Gene Co-Expression Network Analysis (WGCNA). Differential expression analyses were carried out using the limma package (v3.42.2) in R (Ritchie et al. 2015). Orthologous genes between rat and mouse represented in the Rat Genome Database (RGD) were considered for comparison of the transcriptomic changes. Genes were considered differentially expressed when the adjusted P value (Benjamini-Hochberg correction) was less than 0.05 and there was at least a 1.5-fold change in expression. The full list of significant genes at each time point was analyzed for membership in co-expressed gene sets using WGCNA, and an eigengene score (EGs, or module score) which summarizes the log_2_ fold change of the respective constituent genes, was calculated for each module as previously described (Sutherland et al. 2018). The average absolute EGs was calculated by averaging the absolute scores across all the modules in each species at each time point. The list of the top 50 most significant genes in each module (ordered by significance) and their relative log_2_ fold-change can be found in File S3.

*Pathway analysis*

ClusterProfiler package (v3.18.0) (Yu et al. 2012) was used for gene set enrichment analysis (GSEA) on the lists of differentially expressed genes (DEGs) ranked by log_2_ fold-change. The number of permutations was set to 10,000. To remove differences in the setSize, genome wide annotation for Rat (package ‘org.Rn.eg.db’) was used for both species. Gene ontology (GO) biological processes (Ashburner et al. 2000) were considered significantly enriched with a FDR-corrected P_adj_< 0.05 and absolute Normalised Enrichment Score (NES) >1.5. The full list of significantly enriched GO biological processes in both species at all time points is provided in File S2. Genes that were differentially expressed in either species at any time point within the lists of enriched genes in selected GO biological processes were used to generate heatmap plots showing changes at a gene level between species (data expressed as log_2_ fold-changes *versus* time-matched vehicle controls animals).

*qPCR analysis*

RNA (500 ng) was reverse transcribed using a LunaScript RT SuperMix kit (New England Biolabs) according to the manufacturer’s instructions in a total 20 µL reaction mix. qPCR was performed using Luna Universal qPCR Master Mix (New England Biolabs) on an ABI ViiA-7 Thermocycler (Applied Biosystems). Primer sequences for mouse and rat genes are detailed in Table S7. For relative quantification, data were analyzed using the 2^-ΔΔCt^ method. The selection of *Gapdh* as the endogenous normalization control was based on analysis of the transcriptomic data using NormFinder (Andersen et al. 2004), which ranked homologous genes with a coefficient of variation < 1% across treatments and time points, based on the calculated stability values.

*Proteomics sample preparation*

Liver tissue (100-200 mg) was lysed by sonication on ice in 300 µL of 7 M urea, 2 M thiourea, 40 mM tris (pH 7.5) and 4 % w/v CHAPS buffer. After centrifugation (14,000 rpm for 10 min at 4 °C), the supernatant was collected and protein concentration was determined by Bradford assay. Next, 200 µg protein was reduced with 5 mM dithiothreitol at 37 °C for 30 min, alkylated with 0.25 M iodoacetamide, and incubated at 37 °C for 3 h with Trypsin/Lys-C (Promega) at a 25:1 protein:protease ratio (w/w). The reaction mix was then diluted 1:10 with 50 mM ammonium bicarbonate in order to reduce the urea concentration to less than 1 M, and incubated overnight at 37 °C. Peptides were then diluted to 5 mL with 10 mM potassium dihydrogen phosphate/25 % acetonitrile (ACN) and acidified to pH ≤ 3 with phosphoric acid prior to cation exchange chromatography. In order to generate the reference spectral libraries, a pool of 20 samples/species representative of all the experimental conditions was prepared. An aliquot of 1.5 mg of the pool was pre-fractionated on a Polysulfoethyl A column (200 × 4.6 mm, 5 μm, 300 A; Poly LC) at a flow rate of 1 mL/min. For individual samples, detergents and undigested protein were removed using a Bio-Scale Mini Macro-Prep High S 1 mL cartridge (Bio-Rad) on an Agilent 1100 HPLC system at 1 mL/min. The mobile phases consisted of 10 mM KH_2_PO_4_/25 % ACN w/v, pH 3 (phase A), and 10 mM KH_2_PO_4_/1 M KCl/25 % ACN w/v, pH 3 (phase B). A gradient from 0-50 % B in 90 min was applied to the Polysulfoethyl A column. Peptides were eluted from the cartridge using a gradient time program set as follows (phase B): 0 %; 0-0.5 min, 0-15 %; 0.5-5 min, 15 %; 5-5.10 min, 15-50 %; 5.10-7 min, 50 %; 7-7.10 min, 50-0 %; 7.10-10 min, 0 %. The system was then washed with 100 % phase A for 5 min after each sample to prevent sample carryover. Fractions of 1 mL were dried in a SpeedVac Concentrator Plus (Eppendorf), then reconstituted in 1 mL of 0.1 % trifluoroacetic acid and desalted using an Agilent Macroporous Reversed-Phase C18 column (4.6 × 50 mm mRP-C18, Agilent) on a 1260 Infinity HPLC system (Agilent).

*Data-dependent acquisition (DDA) and data analysis*

Desalted fractions were reconstituted in 0.1 % formic acid and 0.5-1 μg of sample was loaded onto a UPLC Symmetry C18 nanoAcquity Trap Column (Waters). After a 10 min wash with 2 % ACN/0.1 % formic acid, the trap was switched in-line with a peptide BEH C18 nanoAcquity column (1.7 µm, 75 µm x 250 mm; Waters) and a gradient of 2-50 % ACN/0.1 % formic acid was applied over 120 min at a flow rate of 300 nL/min. DDA was performed on a Triple TOF 6600 (Sciex) in positive ion mode with a target of 25 MS/MS per cycle (2.8 sec cycle time), exclusion of former target ions for 20 sec, and using a mass range of 400-1800 for MS and 100-1500 for MS/MS. The data were searched using ProteinPilot 5.0 (Sciex) and the Paragon algorithm (Sciex) against the UniProtKB database (Mus musculus UP000000589, gene count 22,001, 55,366 proteins, last modified March 2021; Rattus norvegicus UP000002494, gene count 21,588, 29,934 proteins, last modified March 2021). Proteotypic peptides with no modifications except carbamidomethylation of cysteine residues were included in the library, so a ‘rapid’ search of the data was performed using ProteinPilot. Mass tolerance for precursor and fragment ions was 10 ppm. An FDR of 1 % was applied using the reversed database as decoy. This resulted in 5,253 and 5,823 proteins being included in the mouse and rat libraries, respectively.

*SWATH acquisition and data analysis*

The same sample loading and chromatography conditions as described above were used for the individual sample acquisitions. Sequential Window Acquisition of all Theoretical Mass Spectra (SWATH) acquisitions were performed using 100 SWATH windows of variable effective isolation width to cover a mass range of 400-1600 m/z. The total cycle time was 3.1 sec. To account for batch effects, a pool of 20 samples representative of all the experimental conditions and a yeast digest quality control (Promega) were included with the samples in each batch. SWATH data were aligned with the spectral libraries using DIA-NN (v1.8) (Demichev et al. 2020) with default settings in ‘robust LC (high accuracy)’ mode and annotated using the reference proteomes (UP000000589 and UP000002494) downloaded as FASTA files. Mass tolerances were determined automatically in DIA-NN for each run separately (Unrelated runs option). Match-between-runs was enabled to re-process the same dataset using a spectral library generated from the data-independent acquisition (DIA) data. Only proteins identified with proteotypic peptides and protein q-value below 0.01 were considered. Normalization and differential expression analyses were carried out using the DEqMS package (v1.8.0) in R (Zhu et al. 2020). Protein quantities were log_2_ transformed and normalised using the equalMedianNormalization function, and Limma batch effect correction was applied. Ingenuity Pathway Analysis software (IPA; Qiagen) was used to investigate enriched canonical pathways and toxicity functions (IPA-Tox) in the two species. Comparison analyses were performed to evaluate changes in the z-score for each function over time and across species and reveal biological pathways underlying toxicity-specific phenotypes. Since the mouse and rat SWATH datasets were analyzed separately, log_2_ transformed normalised protein expression values of orthologous proteins from the 0 h control animals (untreated) were ranked and grouped into 10 bins within each dataset for comparison of basal protein abundances across species (Wang et al. 2022). Proteins with the lowest protein abundance values were assigned to bin 1, whereas those with the highest abundance values were assigned to bin 10. Proteins that were not detected (NA, not available) were assigned a bin value of 0. See File S4 for more details.

*Feed comparison study*

All experiments were performed in accordance with a license granted under the UK Animals (Scientific Procedures) Act 1986 and were approved by the University of Liverpool Animal Ethics Committee. All animals received humane care according to the criteria outlined in the Guide for the Care and Use of Laboratory Animals. Male C57Bl/6J mice (7-8 weeks old) and male Sprague-Dawley rats (7-8 weeks old) were supplied by Charles River (UK). After the acclimatization period (1 week), animals (n=4/group) were assigned to either RM1 (RM1P-E-FG, Special Diet Services, UK) or A04 (DS-SAFE-A04, Safe, France) diet for 7 days. All animals received food and water *ad libitum*. At the end of the study, the animals were culled via exposure to a rising concentration of CO_2_, and liver tissue was excised and snap-frozen for later processing. RNA was extracted using a Monarch total RNA miniprep kit (New England Biolabs, UK) following manufacturer’ instructions. Input RNA was reverse transcribed and qPCR was performed as described in the main manuscript.

# Supplementary tables

**Table S1.** Details of patients donating liver tissue as part of planned liver resection.

BMI, body mass index; HCC, hepatocellular carcinoma; CCA, cholangiocarcinoma; CRLM, colorectal cancer liver metastases.

**Table S2.** List of antibodies used for western blot experiments.

| **Antigen** | **Host** | **Dilution factor** | **Company** | **Cat. n.** |
| --- | --- | --- | --- | --- |
| **GCLC** (Glutamate-Cysteine Ligase Catalytic Subunit) | Rabbit | 1:5000 | Abcam (UK) | ab41463 |
| **GCLM** (Glutamate-Cysteine Ligase Modifier Subunit) | Rabbit | 1:5000 | Abcam (UK) | ab126704 |
| **HMOX1** (Heme Oxygenase 1) | Rabbit | 1:5000 | Abcam (UK) | ab13243 |
| **LC3B** (Autophagy marker Light Chain 3 isoform B) | Rabbit | 1:750 | Cell Signaling Technology (US) | #2775 |
| **NQO1** (NAD(P)H dehydrogenase quinone 1) | Goat | 1:2000 | Abcam (UK) | ab2346 |
| **p-SAPK/JNK** (Phospho-stress-activated protein kinases/Jun amino-terminal kinases) | Rabbit | 1:1000 | Cell Signaling Technology (US) | #4668 |
| **SAPK/JNK** (Stress-activated protein kinases/Jun amino-terminal kinases) | Rabbit | 1:1000 | Cell Signaling Technology (US) | #9252 |
| **SQSTM1** (Sequestosome 1) | Rabbit | 1:2500 | Sigma-Aldrich (UK) | P0067 |
| β-ACTIN | Mouse | 1:10000 | Abcam (UK) | ab6276 |
| Rabbit IgG | Goat | 1:5000 | Sigma-Aldrich (UK) | A9169 |
| Mouse IgG | Rabbit | 1:5000 | Sigma-Aldrich (UK) | A9044 |
| Goat IgG | Rabbit | 1:5000 | Agilent/Dako (US) | P044901-2 |

**Table S3.** Immunogen homology across different species for the primary antibodies used in western blot experiments.

|  |  |  | **% Immunogen homology**  **(UniProt ID)** | | |
| --- | --- | --- | --- | --- | --- |
| **Antigen** | **Tested Reactivity (Supplier)** | **Immunogen** | **H** | **M** | **R** |
| **GCLC** | H, M, R | Synthetic peptide corresponding to Human GCLC aa 50-150 (UniProt P48506). Inferred reference sequence:  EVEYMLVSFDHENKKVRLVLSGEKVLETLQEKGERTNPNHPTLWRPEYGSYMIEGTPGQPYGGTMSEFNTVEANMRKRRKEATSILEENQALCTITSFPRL | 100  (P48506) | 91.1  (P97494) | 90.1  (P19468) |
| **GCLM** | H, M, R | Synthetic peptide within Human GCLM aa 50-150 (UniProt P48507). Inferred reference sequence:  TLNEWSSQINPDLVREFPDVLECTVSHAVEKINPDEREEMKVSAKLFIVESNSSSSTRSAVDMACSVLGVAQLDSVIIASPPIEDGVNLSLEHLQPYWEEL | 100  (P48507) | 96  (O09172) | 95  (P48508) |
| **HMOX1** | H, M, R | Recombinant Rat HMOX1 aa 1-266 (UniProt P06762), lacking the membrane spanning region (aa 267-289). Inferred reference sequence:  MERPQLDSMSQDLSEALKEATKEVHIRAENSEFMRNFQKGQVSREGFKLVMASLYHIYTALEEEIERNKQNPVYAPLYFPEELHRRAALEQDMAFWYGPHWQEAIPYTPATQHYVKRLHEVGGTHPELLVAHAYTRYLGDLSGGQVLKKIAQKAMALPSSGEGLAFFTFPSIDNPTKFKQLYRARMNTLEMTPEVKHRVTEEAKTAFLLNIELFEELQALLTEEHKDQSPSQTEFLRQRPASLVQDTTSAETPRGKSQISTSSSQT | 79.5  (P09601) | 93.2  (P14901) | 100  (P06762) |
| **LC3B** | H, M, R | Not provided. Inferred reference sequence for Human LC3B aa 1-125 (UniProt Q9GZQ8):  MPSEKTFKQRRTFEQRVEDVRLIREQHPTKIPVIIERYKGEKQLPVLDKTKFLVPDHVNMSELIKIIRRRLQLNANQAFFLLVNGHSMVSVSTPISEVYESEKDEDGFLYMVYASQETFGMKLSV | 100  (Q9GZQ8) | 95.2  (Q9CQV6) | 96  (Q62625) |
| **NQO1** | H, R | Synthetic peptide:  C-SIPTDNQIKARK | 100  (P15559) | 91.7  (Q64669) | 91.7  (P05982) |
| **SAPK/JNK** | H, M, R | Not provided. As the antibody detects endogenous levels of total JNK1, JNK2 or JNK3 protein, the sequence of Human JNK1 aa 1-427 (UniProt P45983-1) was used as a comparator for all other isoforms/family members:  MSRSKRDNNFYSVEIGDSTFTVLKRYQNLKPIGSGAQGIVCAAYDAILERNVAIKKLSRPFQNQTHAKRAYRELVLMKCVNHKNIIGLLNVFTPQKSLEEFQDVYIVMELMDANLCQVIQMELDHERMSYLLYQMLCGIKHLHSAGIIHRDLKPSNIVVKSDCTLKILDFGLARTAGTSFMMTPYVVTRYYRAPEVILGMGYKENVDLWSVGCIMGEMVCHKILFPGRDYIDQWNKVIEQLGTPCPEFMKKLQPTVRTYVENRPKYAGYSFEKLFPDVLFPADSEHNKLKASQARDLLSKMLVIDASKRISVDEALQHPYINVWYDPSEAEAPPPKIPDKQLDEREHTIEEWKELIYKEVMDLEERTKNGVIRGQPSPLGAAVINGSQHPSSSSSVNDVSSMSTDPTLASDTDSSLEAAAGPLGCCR | 77.6-100* | 80.8-100* | 79.5-98.8* |
| **SQSTM1** | H, M, R | Synthetic peptide corresponding to Human SQSTM1 aa 256-269 (UniProt Q13501). Inferred reference sequence:  IDVEHGGKRSRLT | 100  (Q13501) | 100  (Q64337) | 100  (O08623) |
| **β-ACTIN** | H, M, R | Synthetic peptide:  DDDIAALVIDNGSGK | 92.9  (P60709) | 92.9  (P60710) | 92.9  (P60711) |

aa, amino acid; H, human; M, mouse; R, rat.

*Depending on family member and isoform (range, min-max).

**Table S4.** LC-MS/MS conditions for pharmacokinetic analysis of APAP metabolites in plasma. Details of the liquid chromatography conditions used for analyte separation.

| Time (min) | 0 | 0.5 | 1.85 | 1.90 | 2.50 | 4.0 | 5.0 | 5.1 | 6 | 6.1 | 8.1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| % A (H_2_O + 0.1 % HCOOH) | 95 | 95 | 93 | 92 | 90 | 84 | 75 | 5 | 5 | 95 | 95 |
| % B (Methanol + 0.1 % HCOOH) | 5 | 5 | 7 | 8 | 10 | 16 | 25 | 95 | 95 | 5 | 5 |
| Curve | - | 6 | 6 | 6 | 6 | 6 | 6 | 6 | 6 | 6 | 6 |

**Table S5.** Mass spectrometric parameters used in either negative or positive mode.

| Ionization mode: | Positive in period 2 and negative in periods 1 and 3 |
| --- | --- |
| Probe: | Horizontal: 5mm, Vertical: 2mm, Protrusion: 0.5mm |
| Curtain gas (CUR): | Nitrogen, 35psi |
| Collision gas (CAD): | Nitrogen, Medium (negative) and 6 (positive) |
| Ion Spray voltage (IS): | -4500 V (negative) and 5500 V (positive) |
| Temperature (TEM): | 500 °C |
| Ion source gas 1(GS1): | Air, 50 psi |
| Ion source gas 2 (GS2): | Air, 50psi |
| Entrance potential (EP): | 10 V |
| Interface heater (ihe): | On |
| Period 1: | 2.574 min |
| Period 2: | 1.205 min |
| Period 2: | 4.250 min |
| Total Run: | 8.030 min |

**Table S6.** MRM parameters for the absolute quantification of each APAP metabolite.

| **Compounds** | **MRM Transition** | **Mode** | **DP (V)** | **CE (eV)** | **CXP (V)** | **Dwell (msec)** | **Retention times** | **Period** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| APAP Gluc | 326.1 >149.9 | Negative | -75 | -38 | -11 | 50 | 1.64 min | 1 |
| APAP Gluc d3 | 329.1 > 153.0 | Negative | -75 | -40 | -7 | 50 | 1.62 min | 1 |
| APAP Sul | 230.0 >149.8 | Negative | -70 | -28 | -9 | 50 | 1.98 min | 1 |
| APAP Sul d3 | 232.9 > 152.8 | Negative | -60 | -28 | -11 | 50 | 1.96 min | 1 |
| APAP Cyst | 269.0 > 181.9 | Negative | -65 | -26 | -13 | 50 | 2.30 min | 1 |
| APAP Cyst d5 | 274.0 > 186.9 | Negative | -60 | -22 | -9 | 50 | 2.27 min | 1 |
| APAP | 152.1 > 110.1 | Positive | 61 | 23 | 18 | 100 | 2.71 min | 2 |
| APAP d4 | 156.1 > 114.1 | Positive | 61 | 23 | 18 | 100 | 2.68 min | 2 |
| APAP NAC | 311.0 > 181.9 | Negative | -60 | -24 | -9 | 100 | 4.84 min | 3 |
| APAP NAC d5 | 315.9 > 186.9 | Negative | -60 | -24 | -9 | 10 | 4.82 min | 3 |
| *APAP GSH | 457.1 > 328.1 | Positive | 71 | 23 | 10 | 50 | 3.57 min | N/A |
| *APAP GSH d3 | 460.1 > 331.1 | Positive | 71 | 23 | 10 | 50 | 3.5 min | N/A |

*Metabolites analyzed separately from the main run under positive mode during the entire LC-MS/MS run.

**Table S7.** Details of specific mouse and rat primers used in real-time qPCR experiments.

# Supplementary figures and figure legends

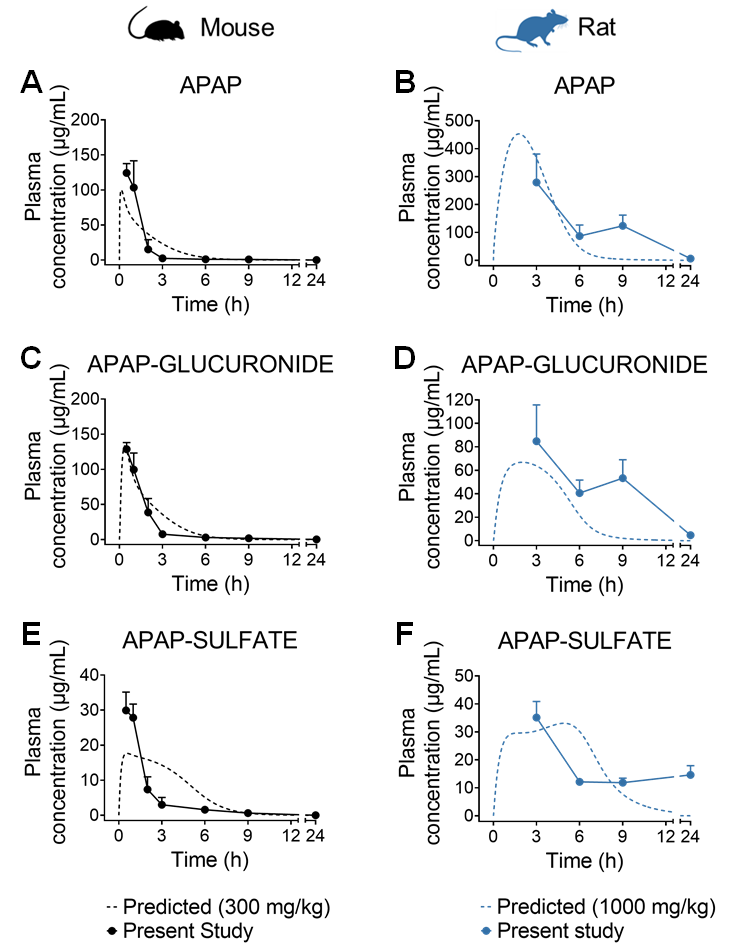

**Figure S1.** Performance verification of physiologically-based pharmacokinetic (PBPK) models for simulation of APAP (**A-B**), glucuronidated metabolites (**C-D**), and sulfated metabolites (**E-F**). Results for the PBPK models (mouse on the left, rat on the right) show simulations (dotted lines) of a 300 mg/kg or 1000 mg/kg oral dose for mouse and rat, respectively, compared with the observed data from the in vivo study reported here (black or blue dots and solid lines; mean ± SD).

**
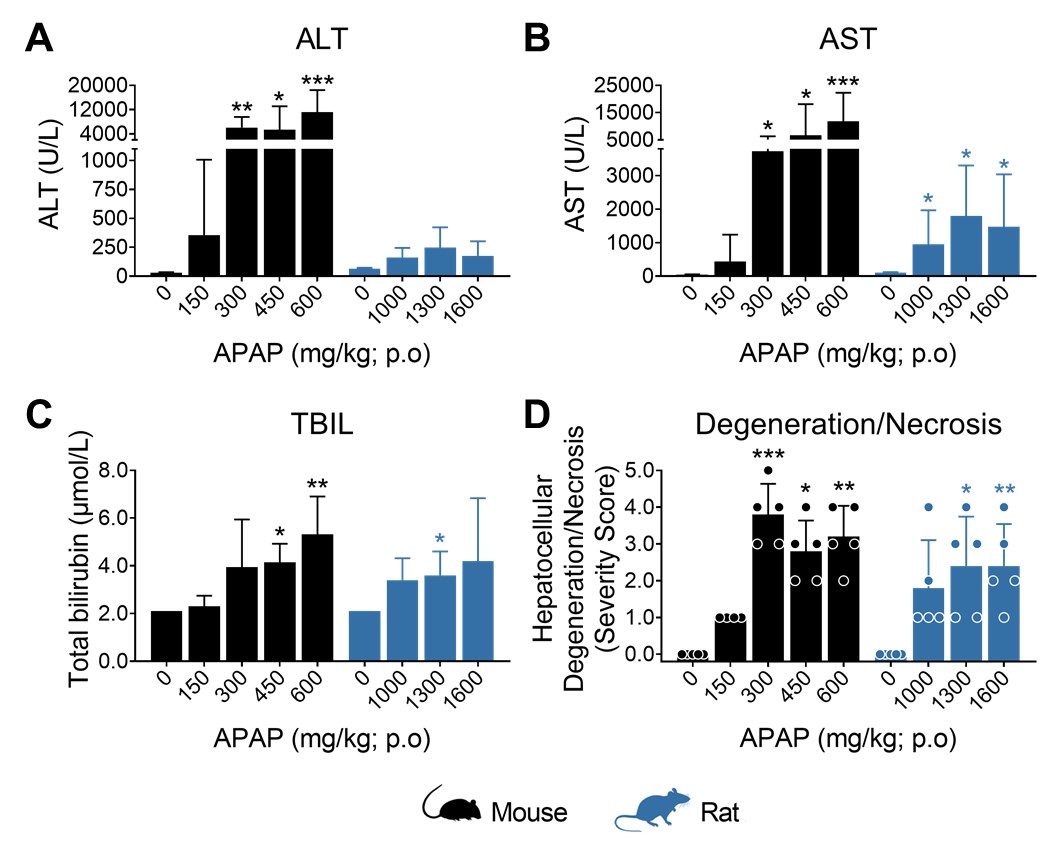
**

**Figure S2.** Dose-ranging study to compare liver tissue responses of mice and rats to APAP. Male C57Bl/6J mice and Sprague-Dawley rats were administered 150-600 mg/kg or 1000-1600 mg/kg APAP, respectively, by oral gavage. We were unable to test higher doses in rat due to the limited solubility of the drug. Liver injury serum markers (ALT (**A**), AST (**B**) and TBIL (**C**)) and degeneration/necrosis (**D**) were evaluated 24 h after dosing. Values are mean ± SD (n=5). In (**D**) severity scores are shown for each animal. Statistical significance was determined between APAP-treated and vehicle control groups per species (Kruskal-Wallis with Dunn’s multiple comparison test). P-values are denoted as *p<0.05, **p<0.01, or ***p<0.001.

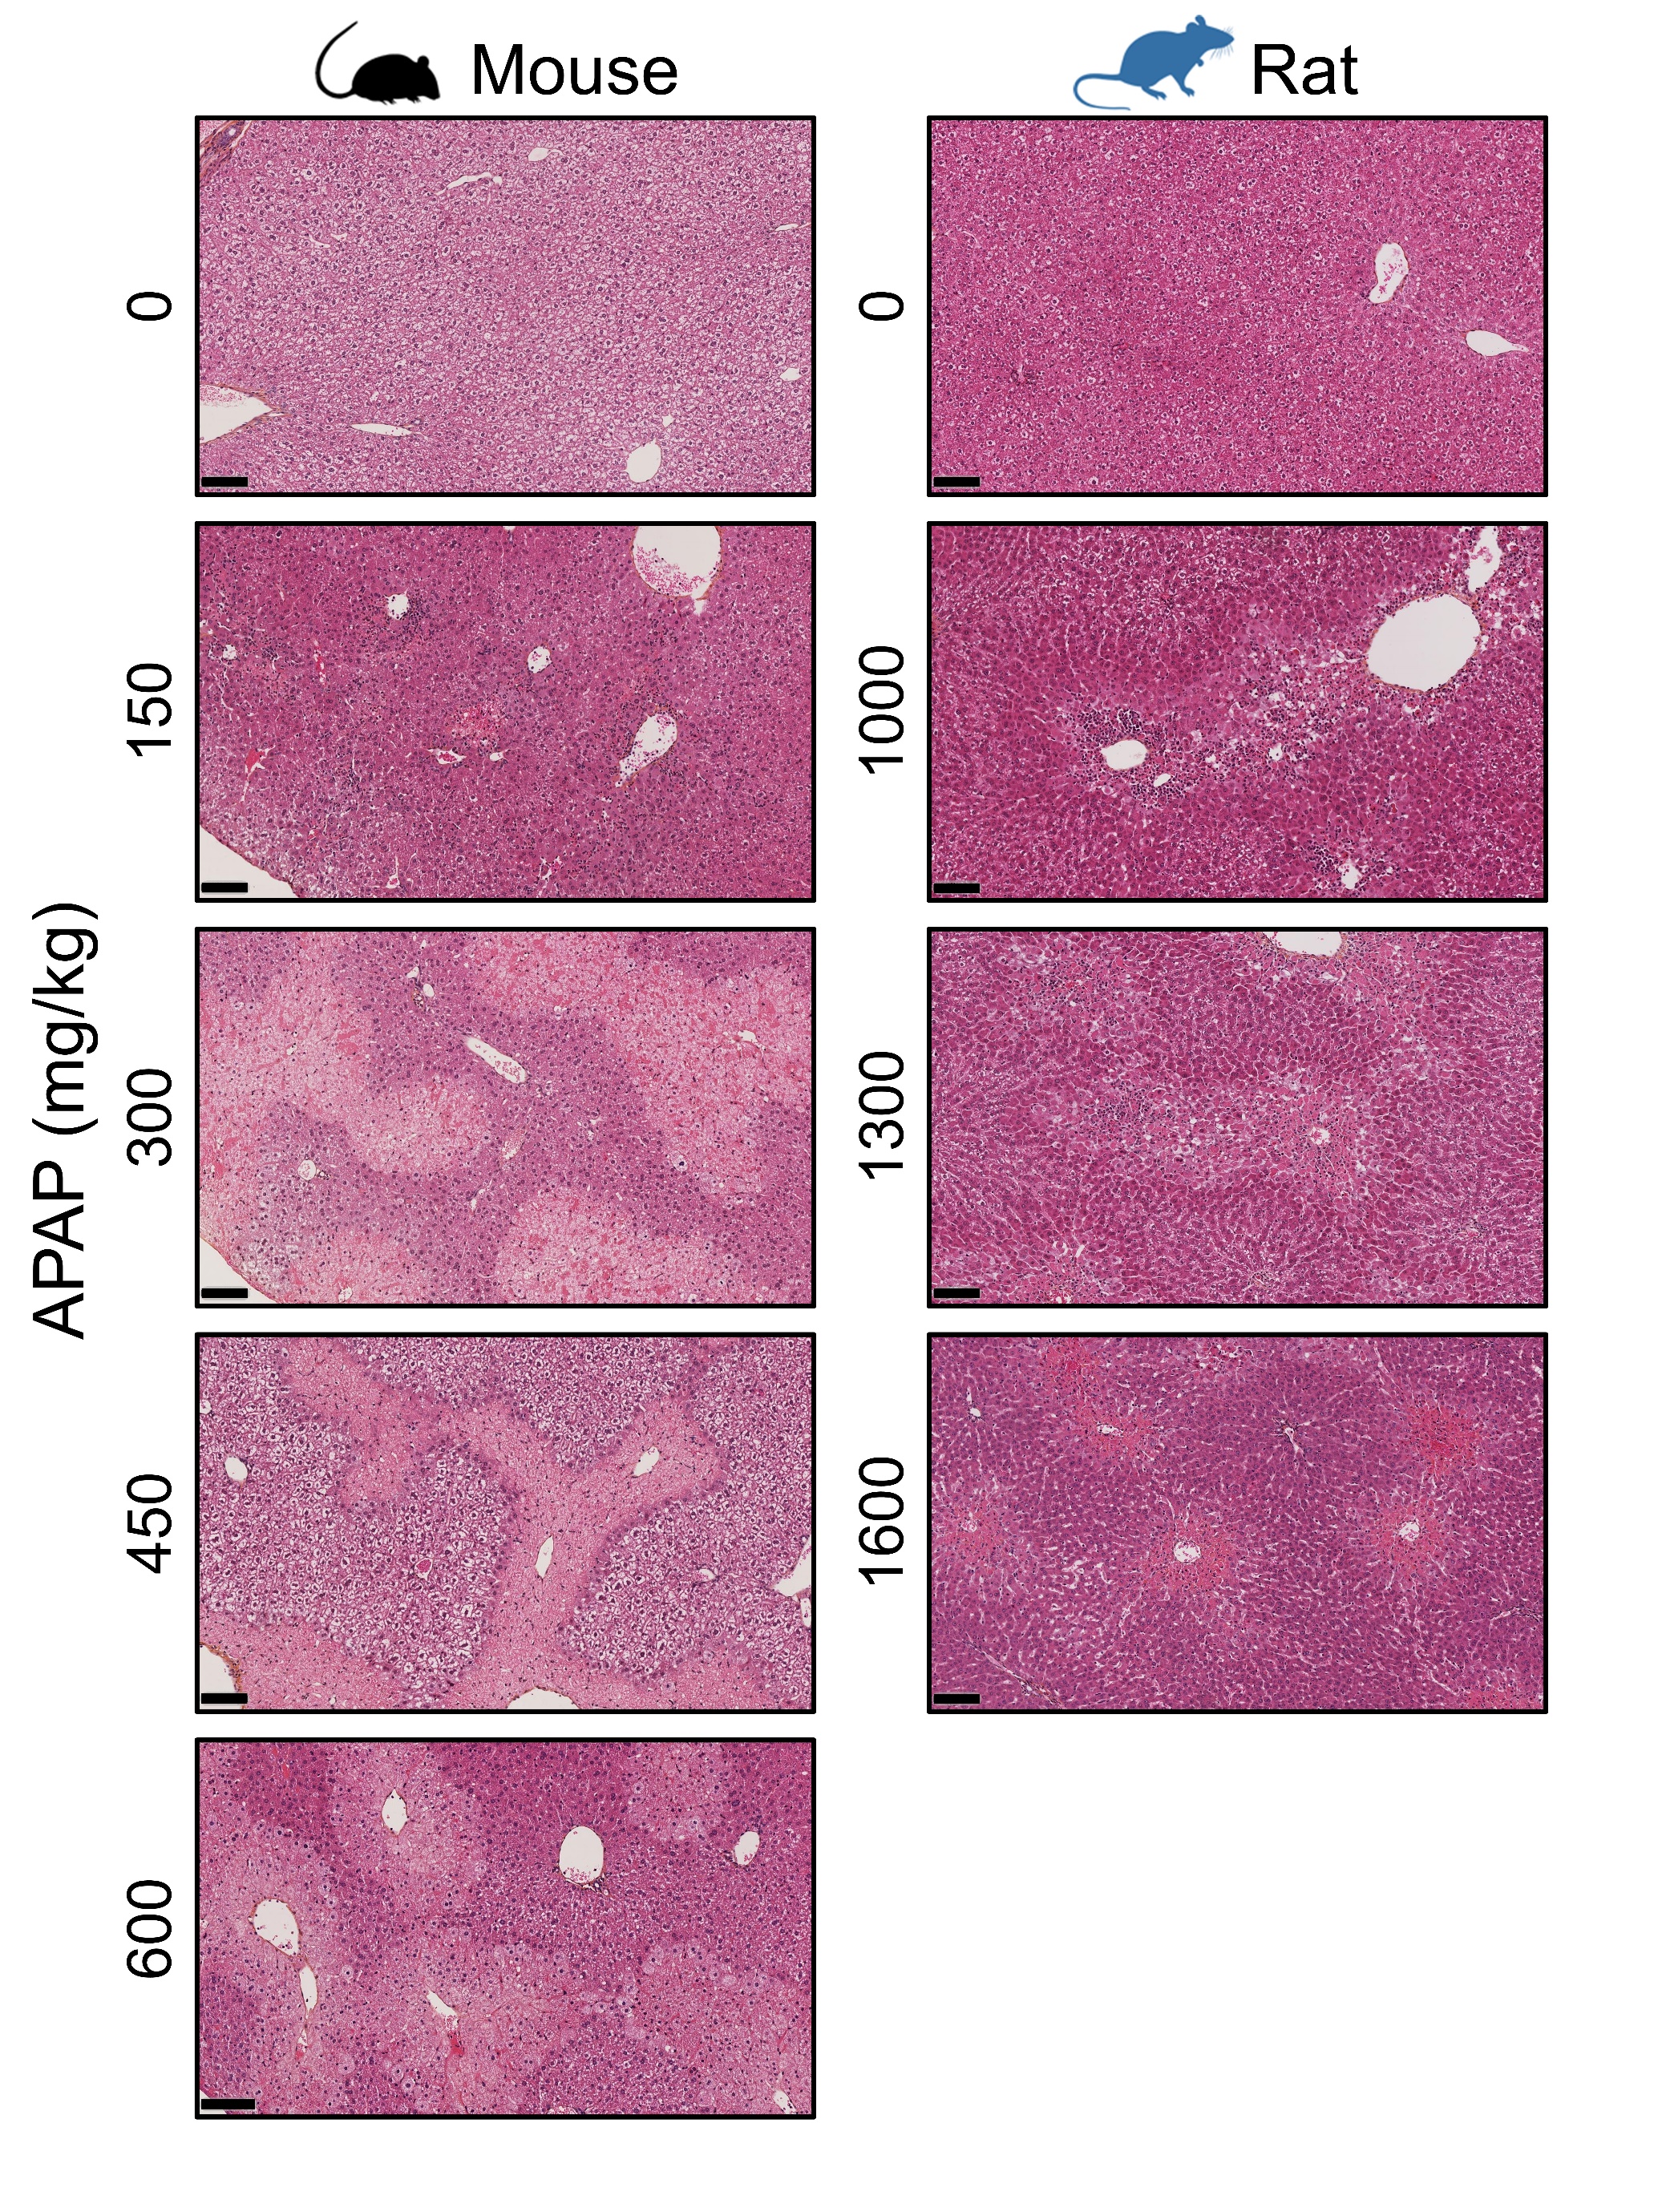

**Figure S3.** Dose-ranging study to compare liver tissue responses of mice and rats to APAP. Male C57Bl/6J mice and Sprague-Dawley rats were administered 150-600 mg/kg or 1000-1600 mg/kg APAP, respectively, by oral gavage. Representative images of hematin-eosin saffron stained liver sections from mice and rats treated with APAP at the indicated doses. Scale bar = 100 μm.

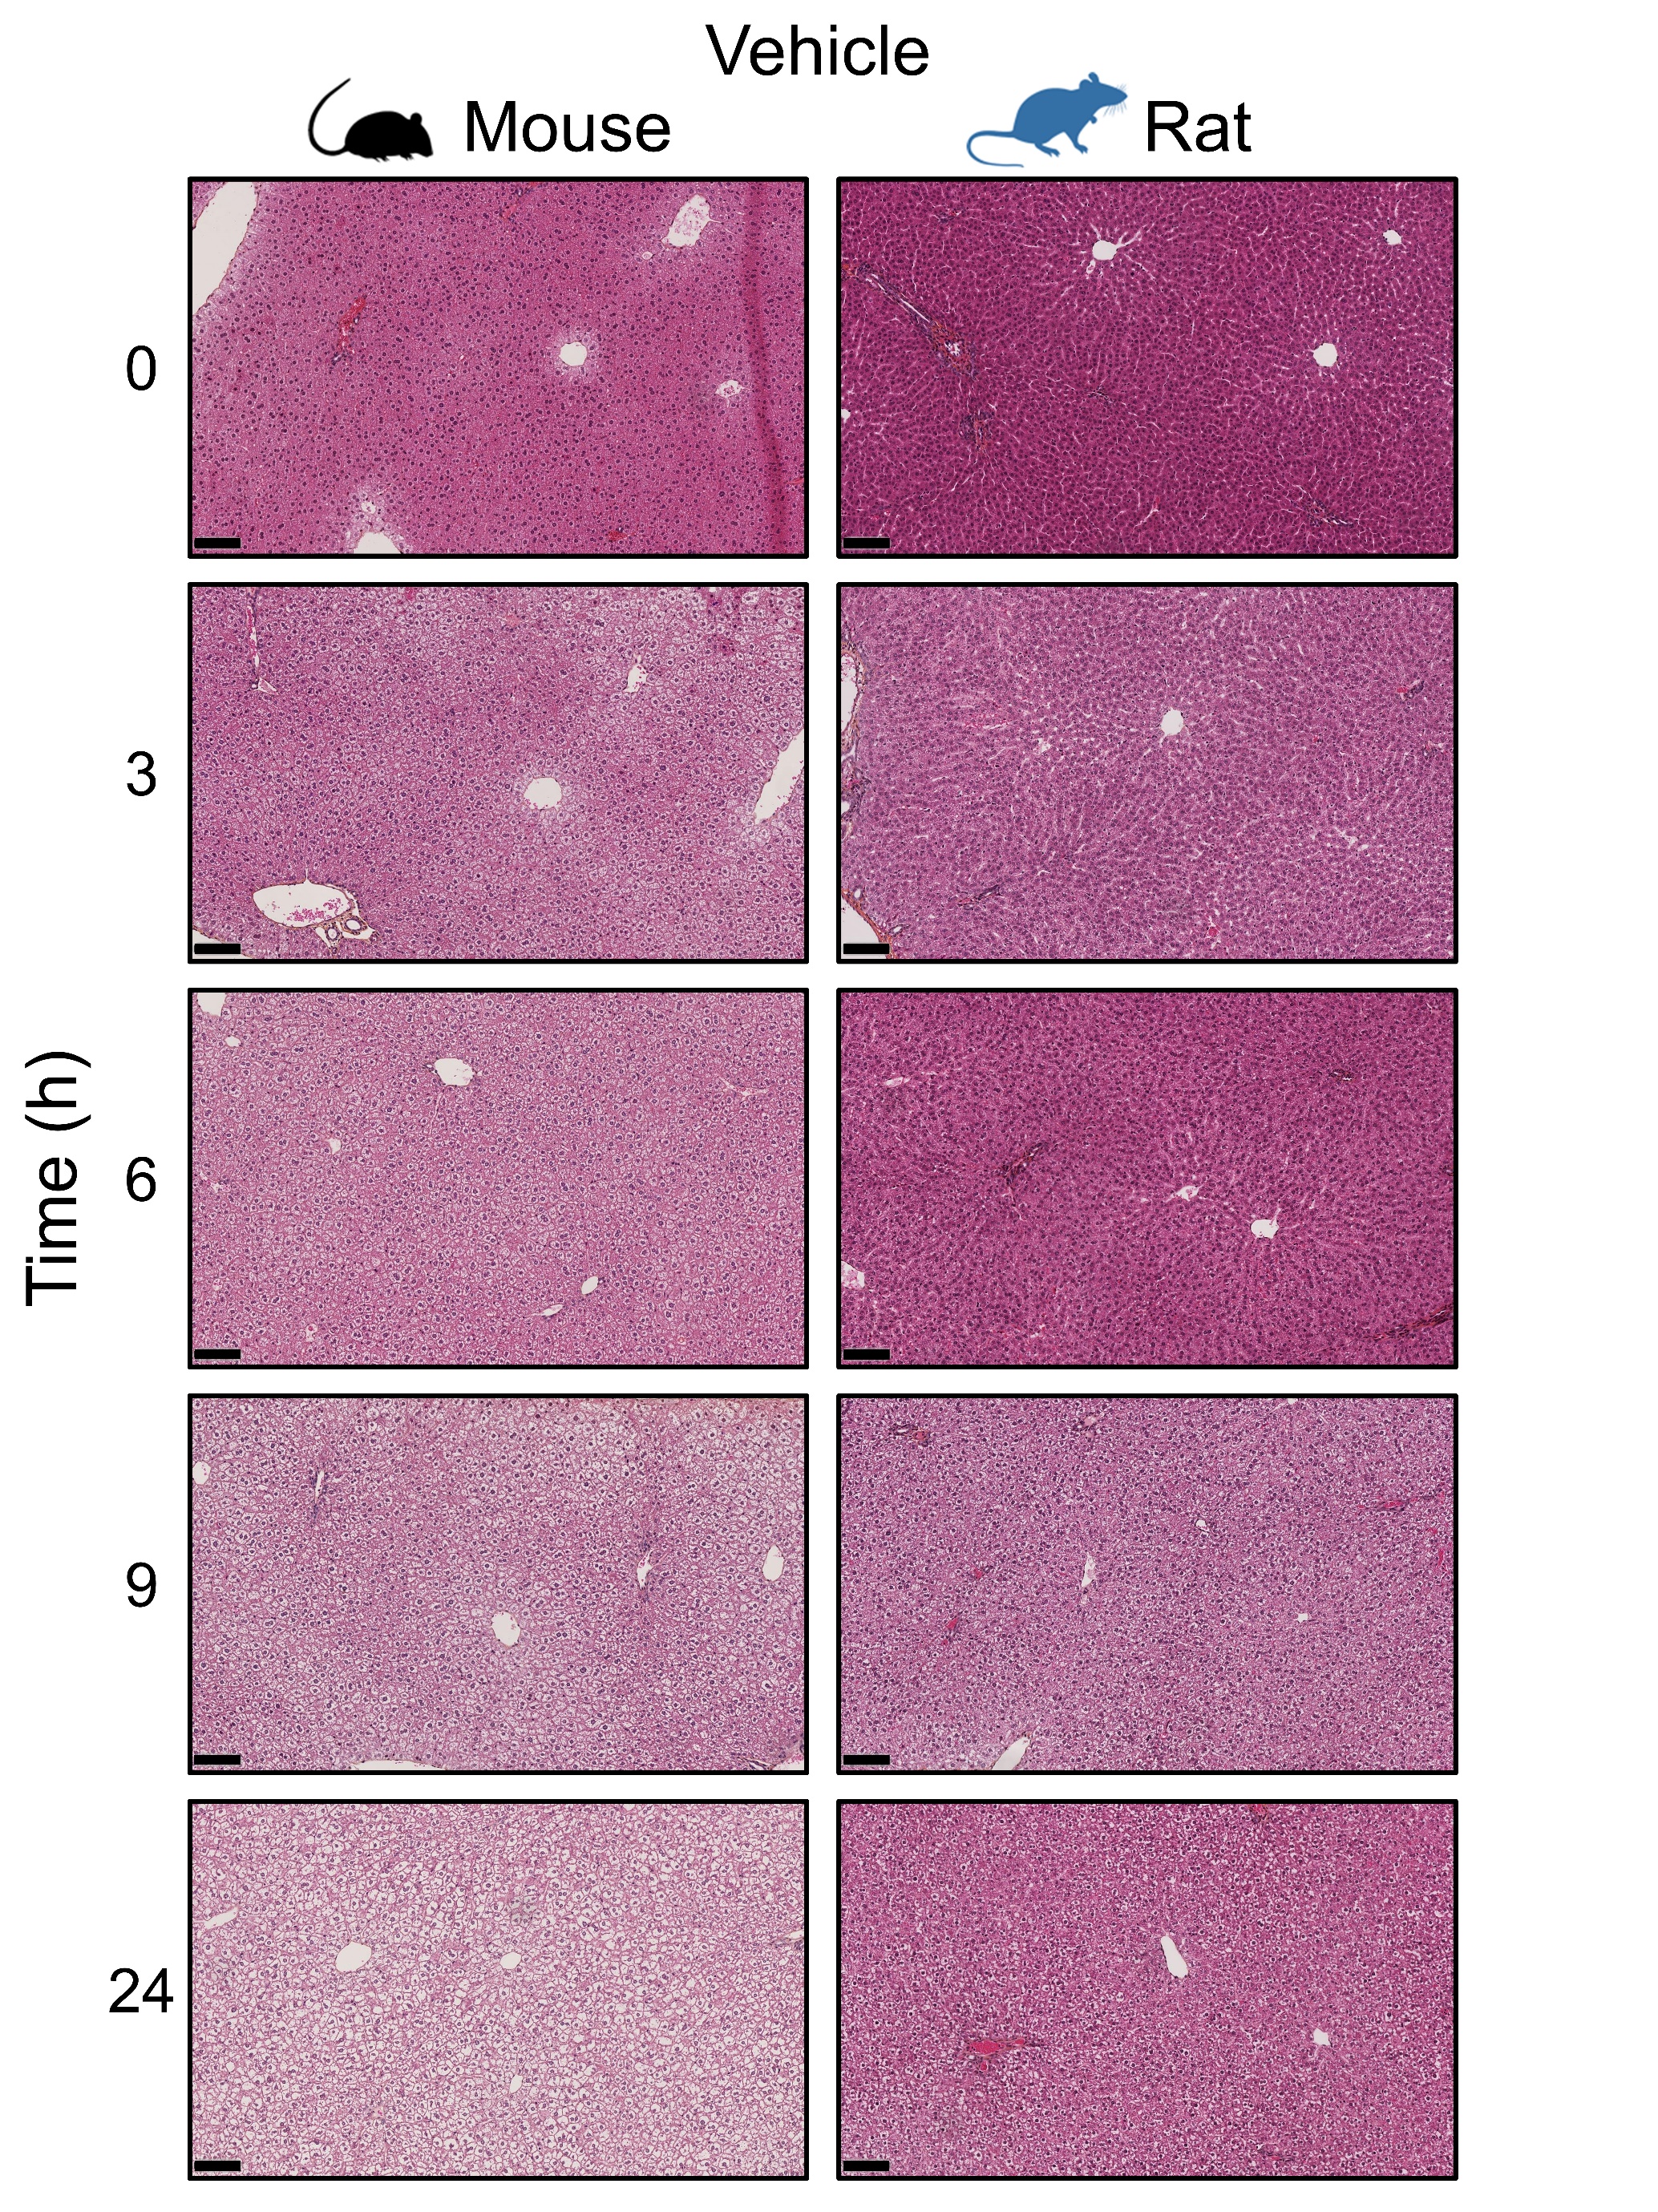

**Figure S4.** Time course study to compare liver tissue responses of mice and rats to APAP. Representative images of hematin-eosin saffron stained liver sections from male C57Bl/6J mice and Sprague-Dawley rats at baseline (0 h) or treated with vehicle (1 % w/v hydroxyethylcellulose) by oral gavage at the indicated time points. Scale bar = 100 μm.

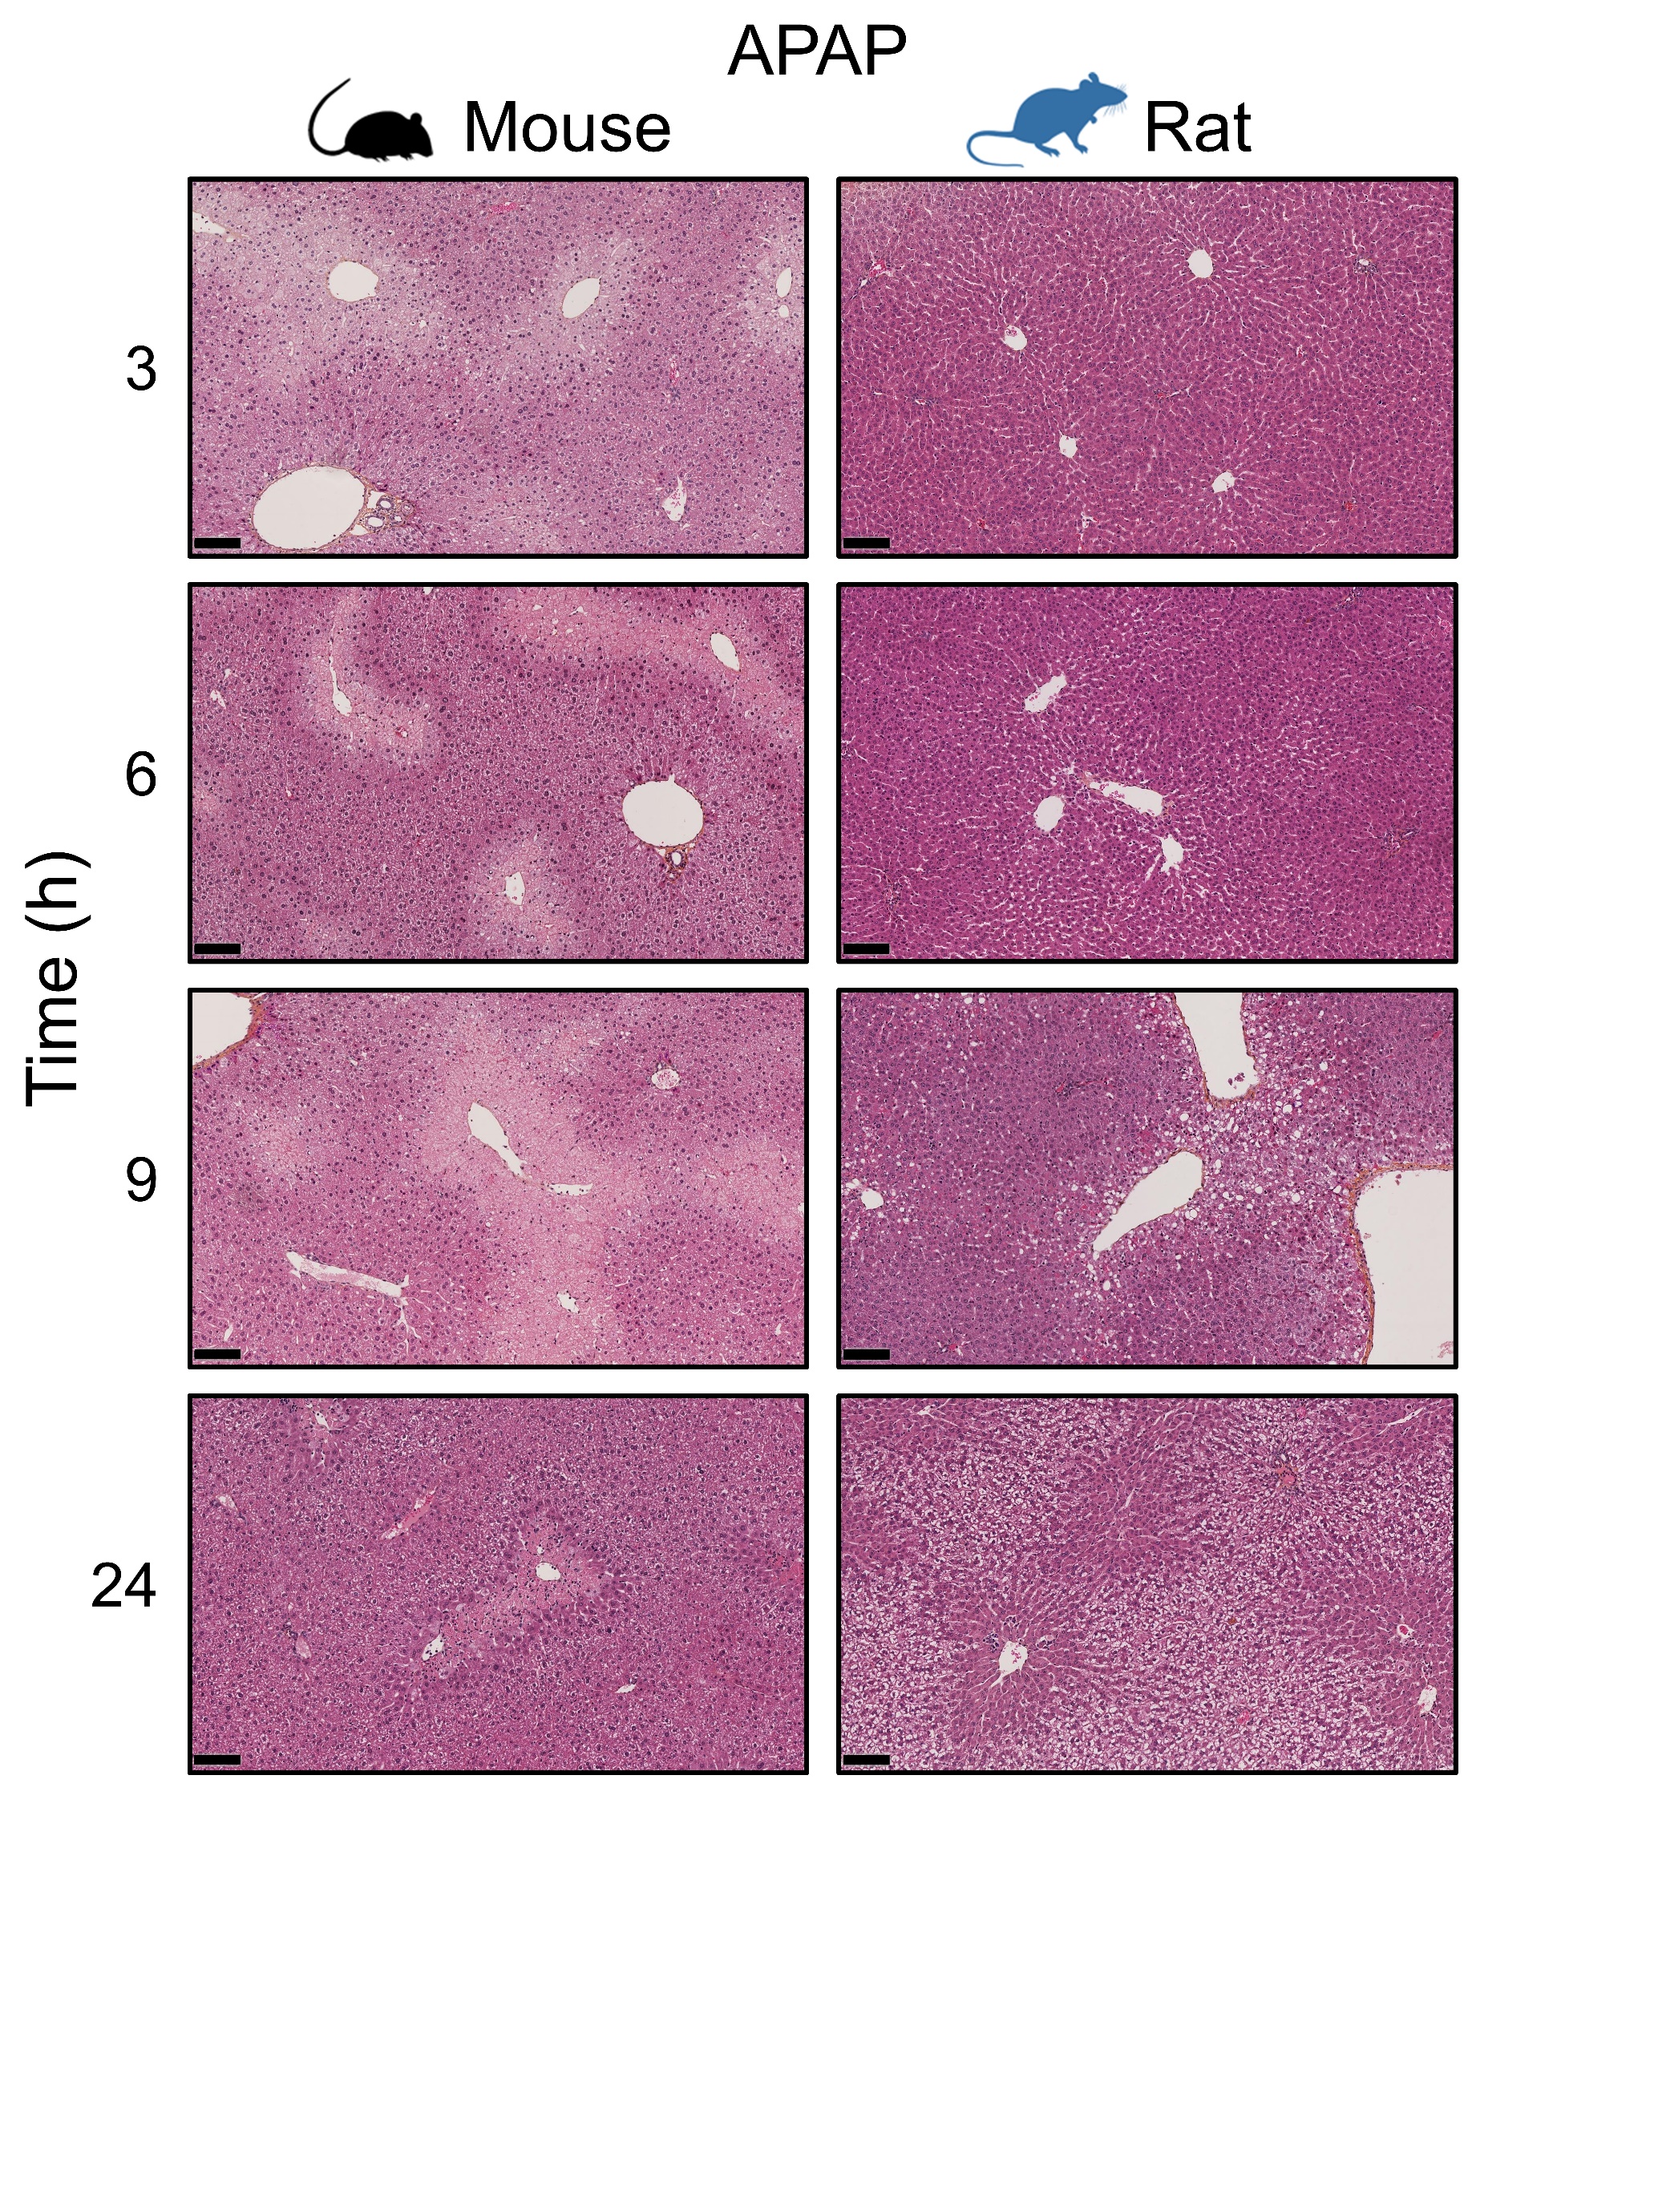

**Figure S5.** Time course study to compare liver tissue responses of mice and rats to APAP. Representative images of hematin-eosin saffron stained liver sections from male C57Bl/6J mice and Sprague-Dawley rats treated with 300 mg/kg and 1000 mg/kg, respectively, by oral gavage at the indicated time points. Scale bar = 100 μm.

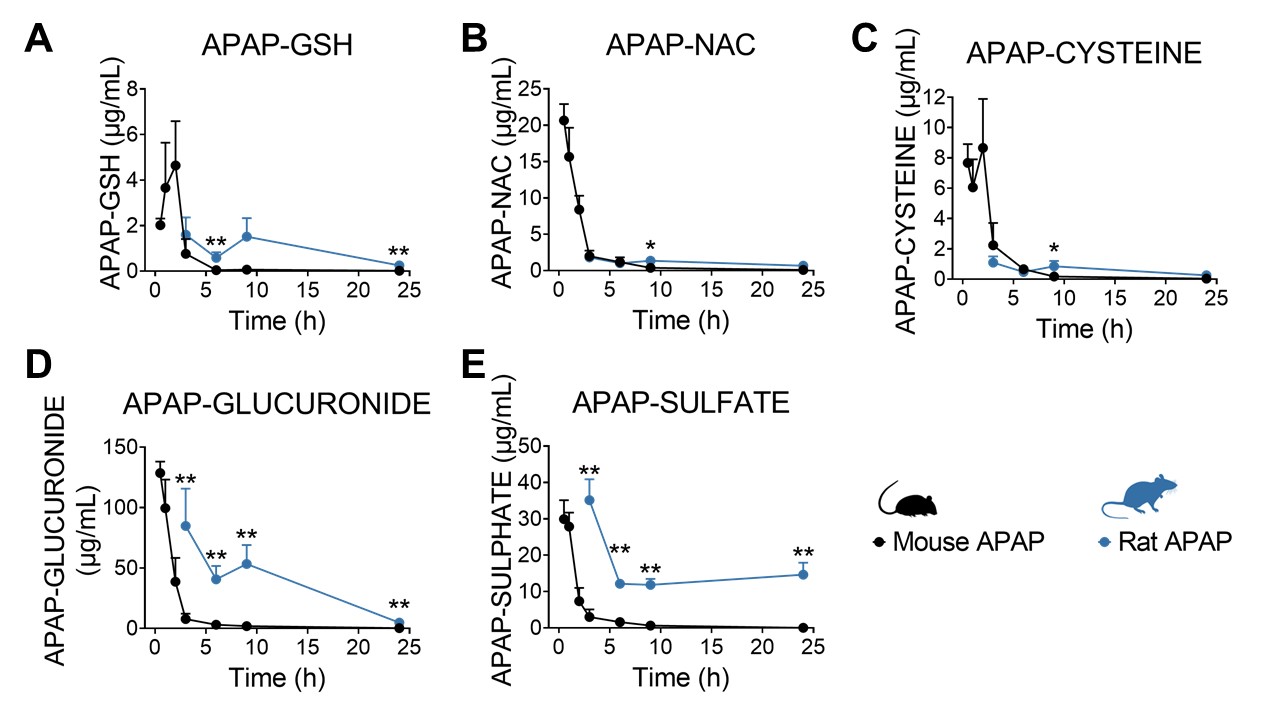

**Figure S6.** Pharmacokinetic quantification of APAP metabolites (APAP-GSH (**A**), APAP-NAC (**B**), APAP-Cysteine (**C**), APAP-Glucuronide (**D**) and APAP-Sulfate (**E**)) in the plasma of C57Bl/6J mice (0.5, 1, 2, 3, 6, 9 and 24 h) and Sprague-Dawley rats (3, 6, 9 and 24 h) exposed to 300 mg/kg and 1000 mg/kg APAP, respectively. Values are mean ± SD (n=5). Statistical significance was determined between APAP-treated mice and rats where possible per time point (Mann-Whitney U test). P-values are denoted as *p<0.05, and **p<0.01.

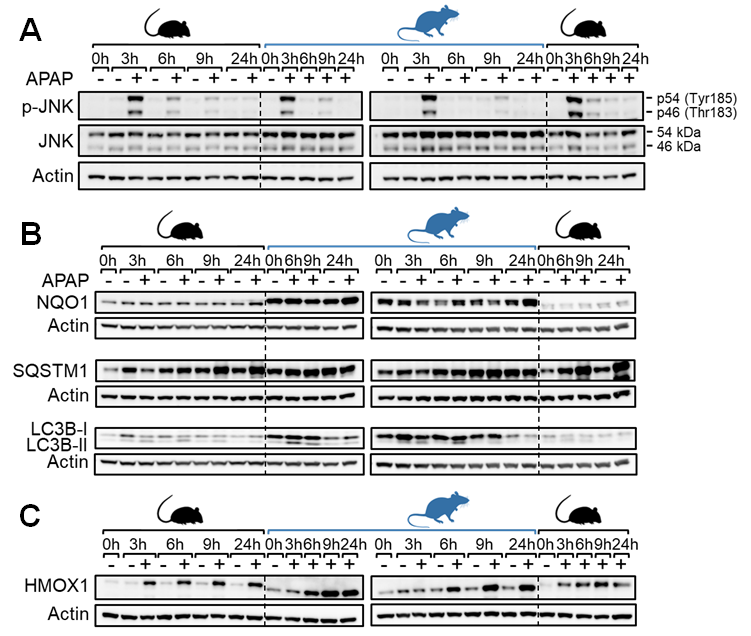

**Figure S7.** Uncut immunoblots showing (**A**) APAP-induced phosphorylation of c-Jun N-terminal kinase (JNK) at Tyr185 (p56) and Thr183 (p46) and protein expression levels of (**B**) NQO1, SQSTM1, LC3B-I and -II, and (**C**) HMOX1. Samples are pooled from 5 animals per time point. Protein levels were normalized to β-actin. To allow for a fair comparison across species when mouse and rat samples had to be run on separated gels due to the number of time points/treatment conditions, few samples from the other species were added to each gel as internal controls, and the two gels were exposed together.

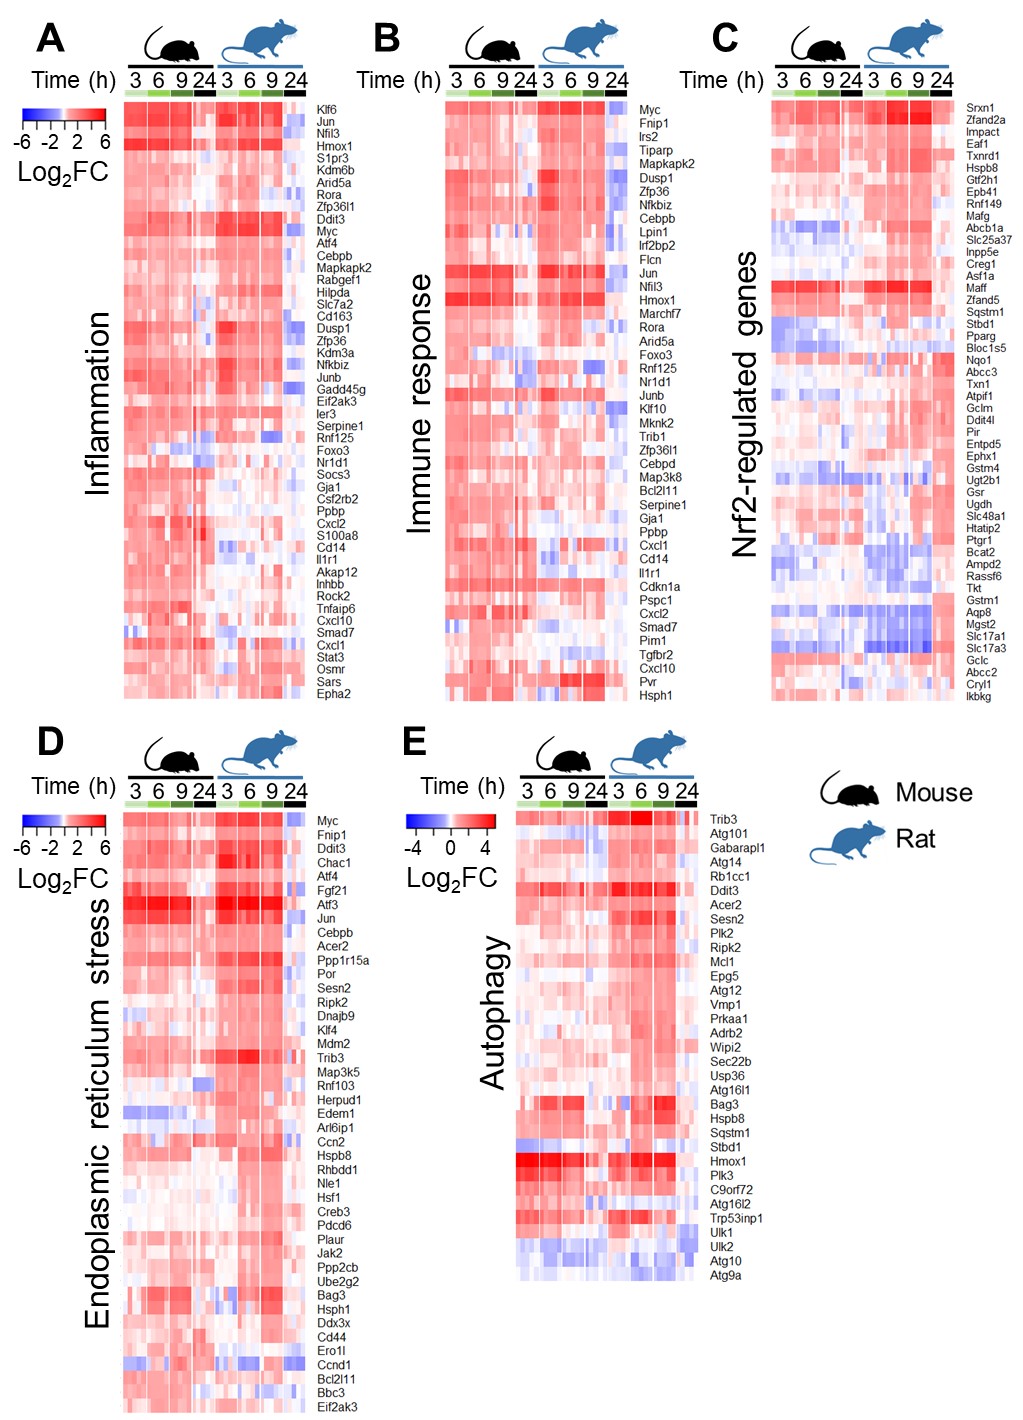

**Figure S8.** Heatmaps showing changes in the expression of genes regulating (**A**) inflammatory, (**B**) immune, (**C**) oxidative stress, (**D**) endoplasmic reticulum (ER) stress responses, and (**E**) autophagy in the livers of C57Bl/6J mice and Sprague Dawley rats treated with 300 mg/kg and 1000 mg/kg APAP, respectively (n=5) at 3, 6, 9, and 24 hours. Data are expressed as log_2_ fold-change *versus* time-matched vehicle control animals.

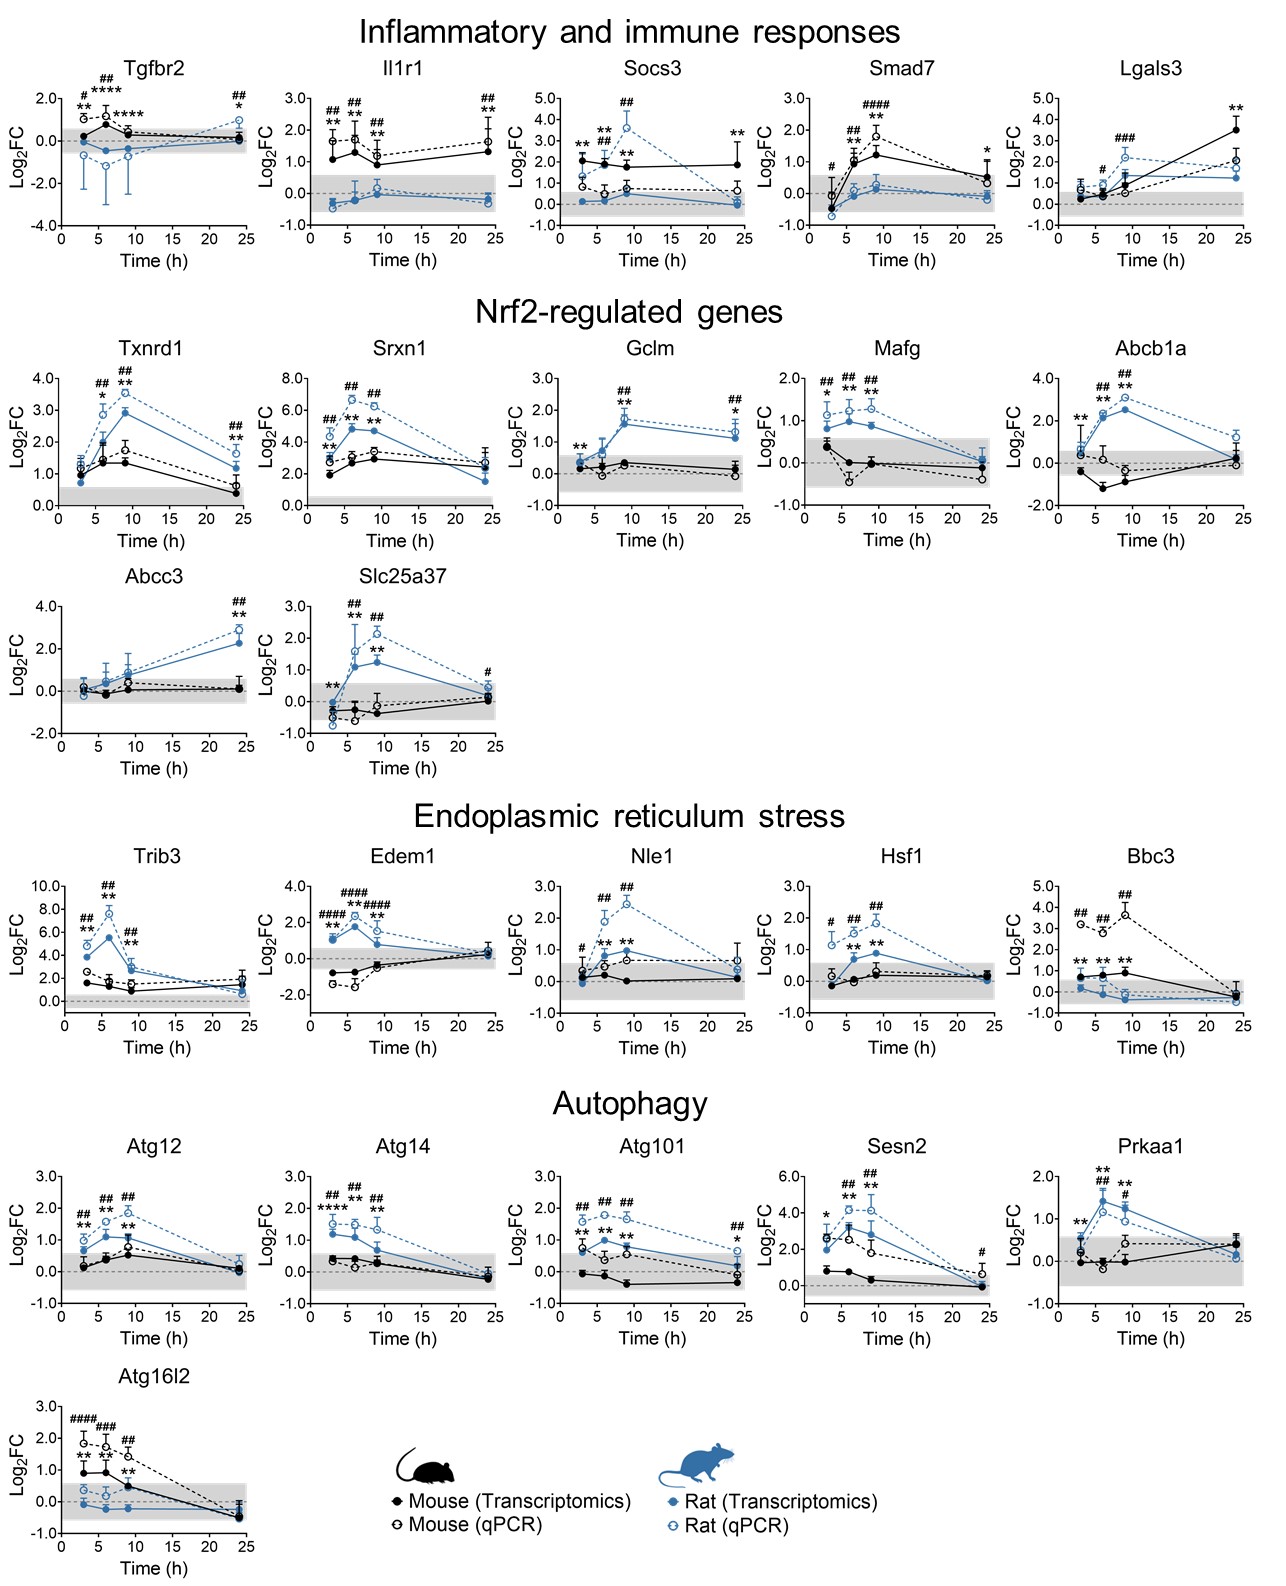

**Figure S9.** mRNA expression levels of representative genes implicated in the indicated processes, as determined by qPCR analysis. Expression levels were normalized to GAPDH. Data are expressed as log_2_ fold-change versus time-matched vehicle control animals. Values are mean ± SD (n=5). Unpaired t-test or Mann-Whitney U test, as appropriate. P-values are denoted as *p<0.05, **p<0.01, or ****p<0.0001, comparison of mouse transcriptomics versus rat transcriptomics, or ^#^p<0.05, ^##^p<0.01, ^###^p<0.001, ^####^p<0.0001, comparison of mouse qPCR versus rat qPCR.

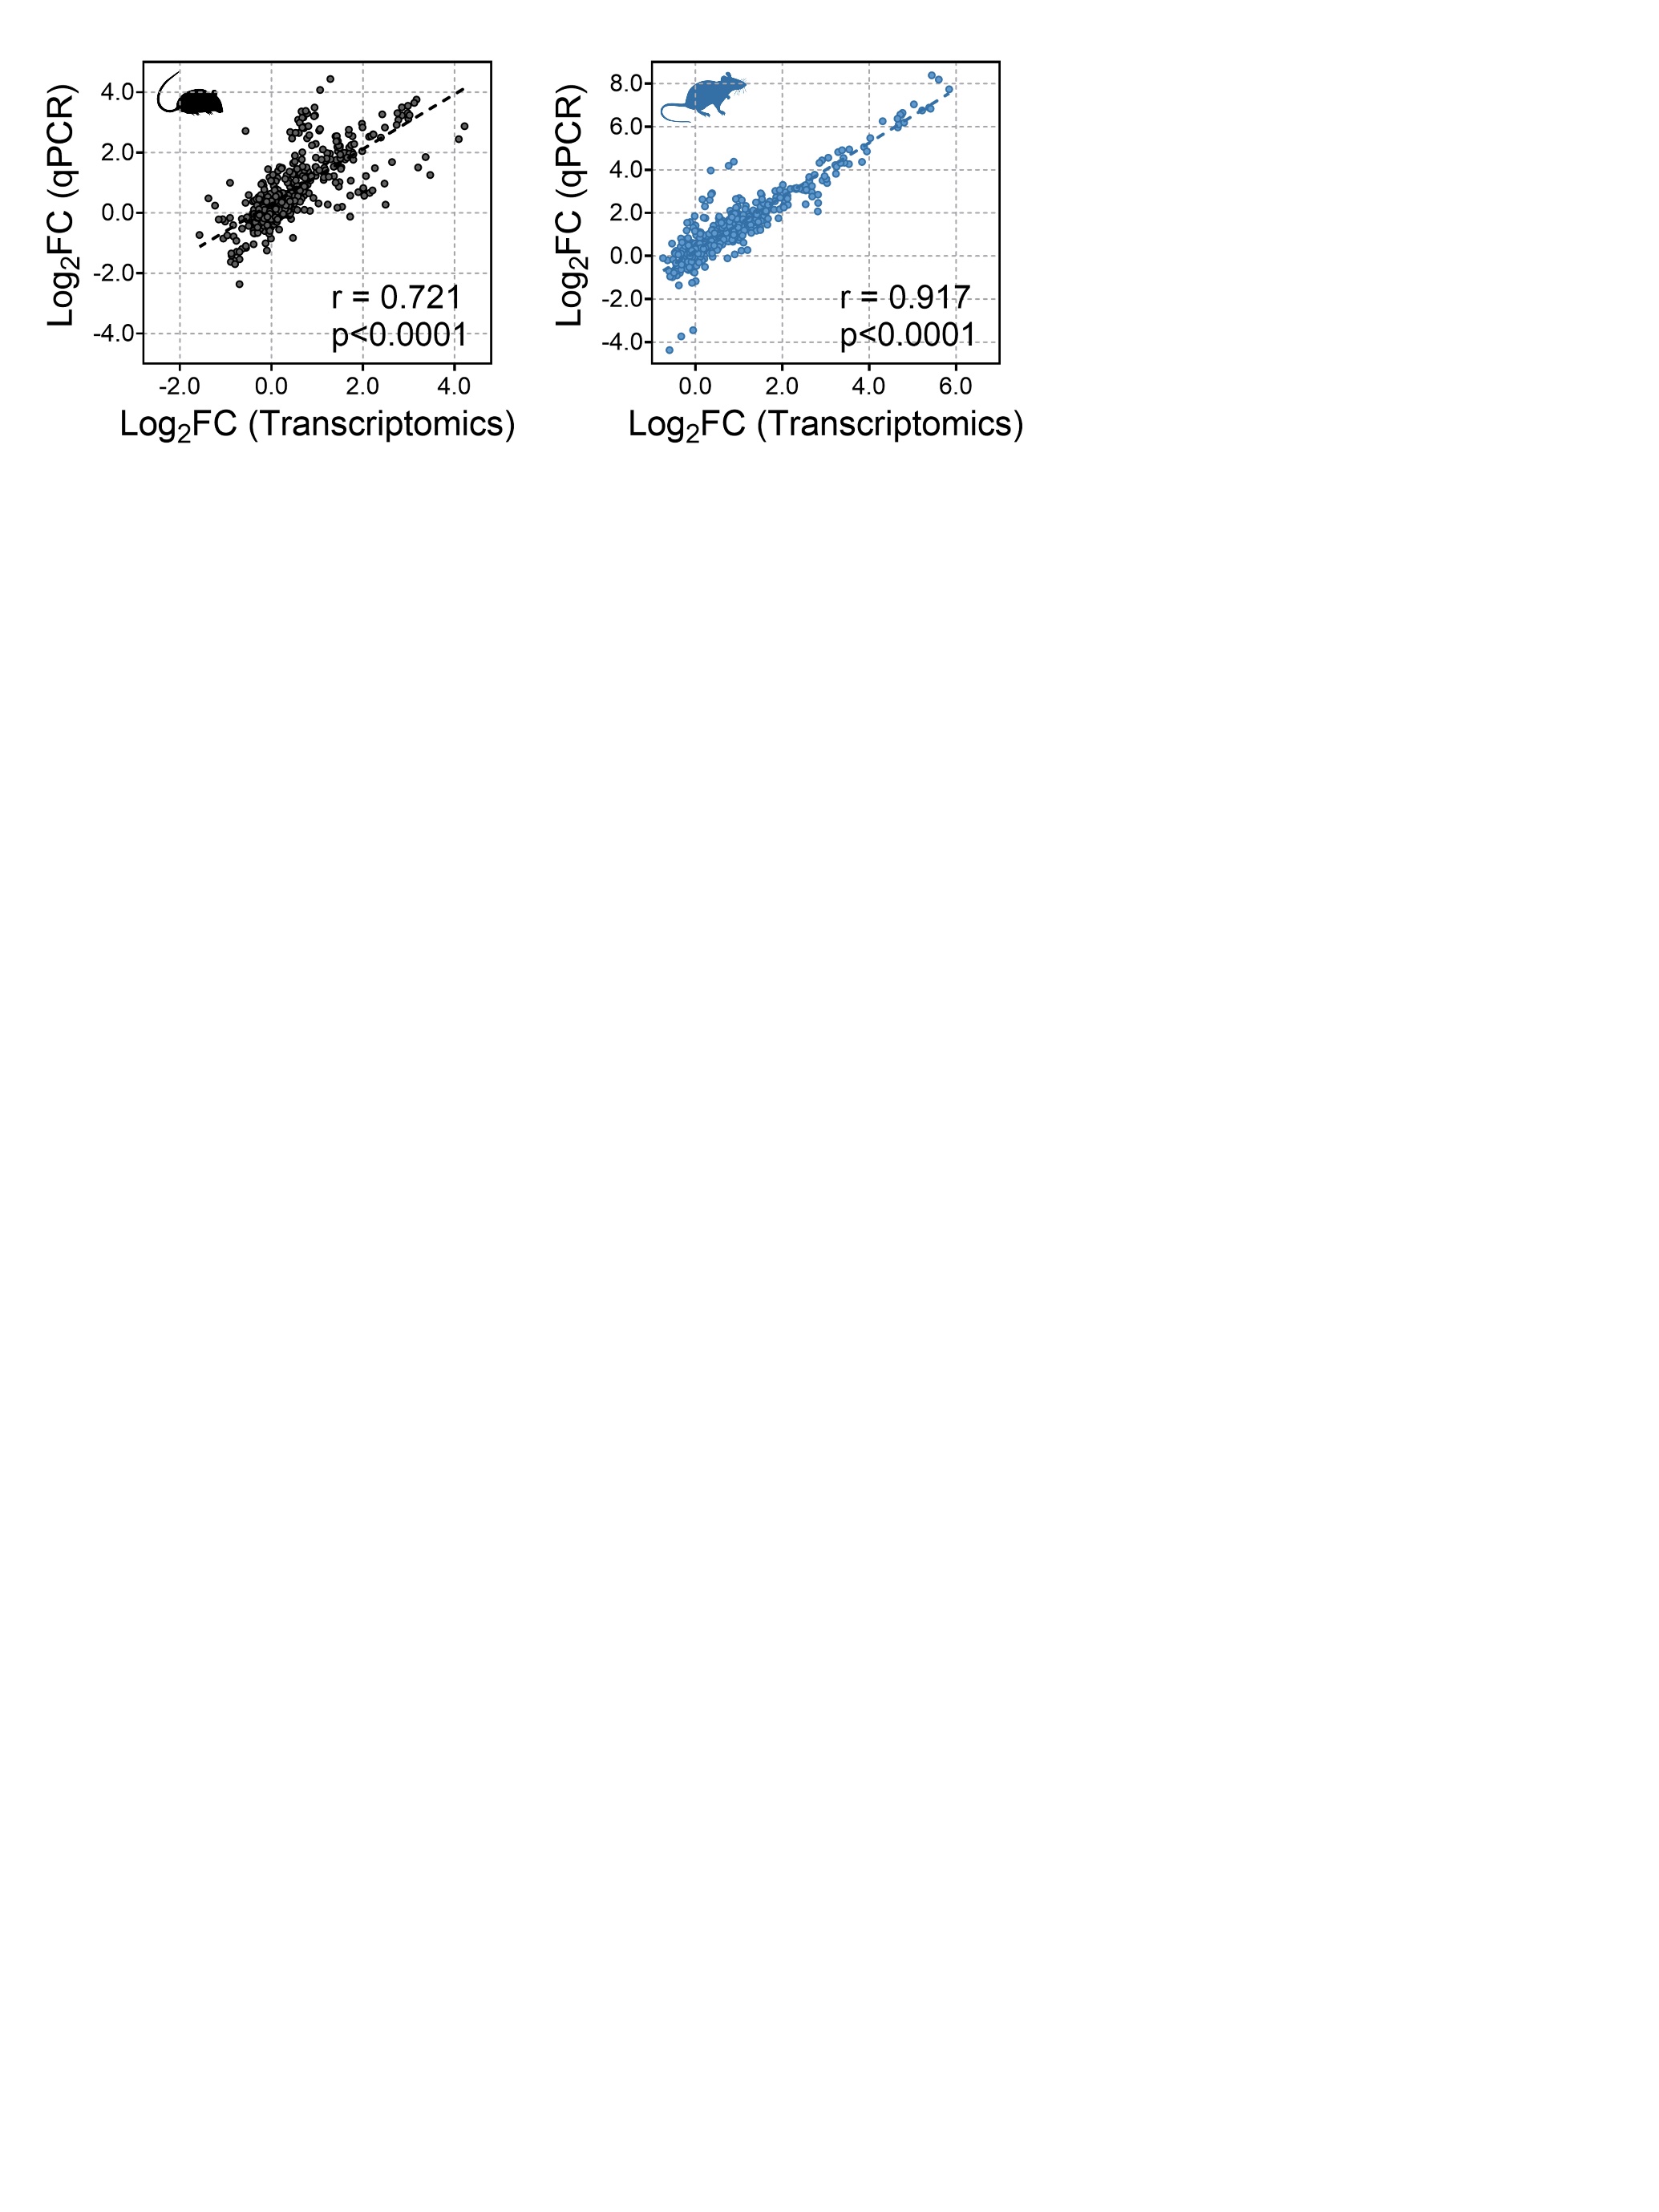

**Figure S10.** Linear correlations between transcriptomics and qPCR data. Values are expressed as log_2_ fold-change versus time-matched vehicle control animals. Pearson correlation coefficient (r) and p value for each species are shown in the plot.

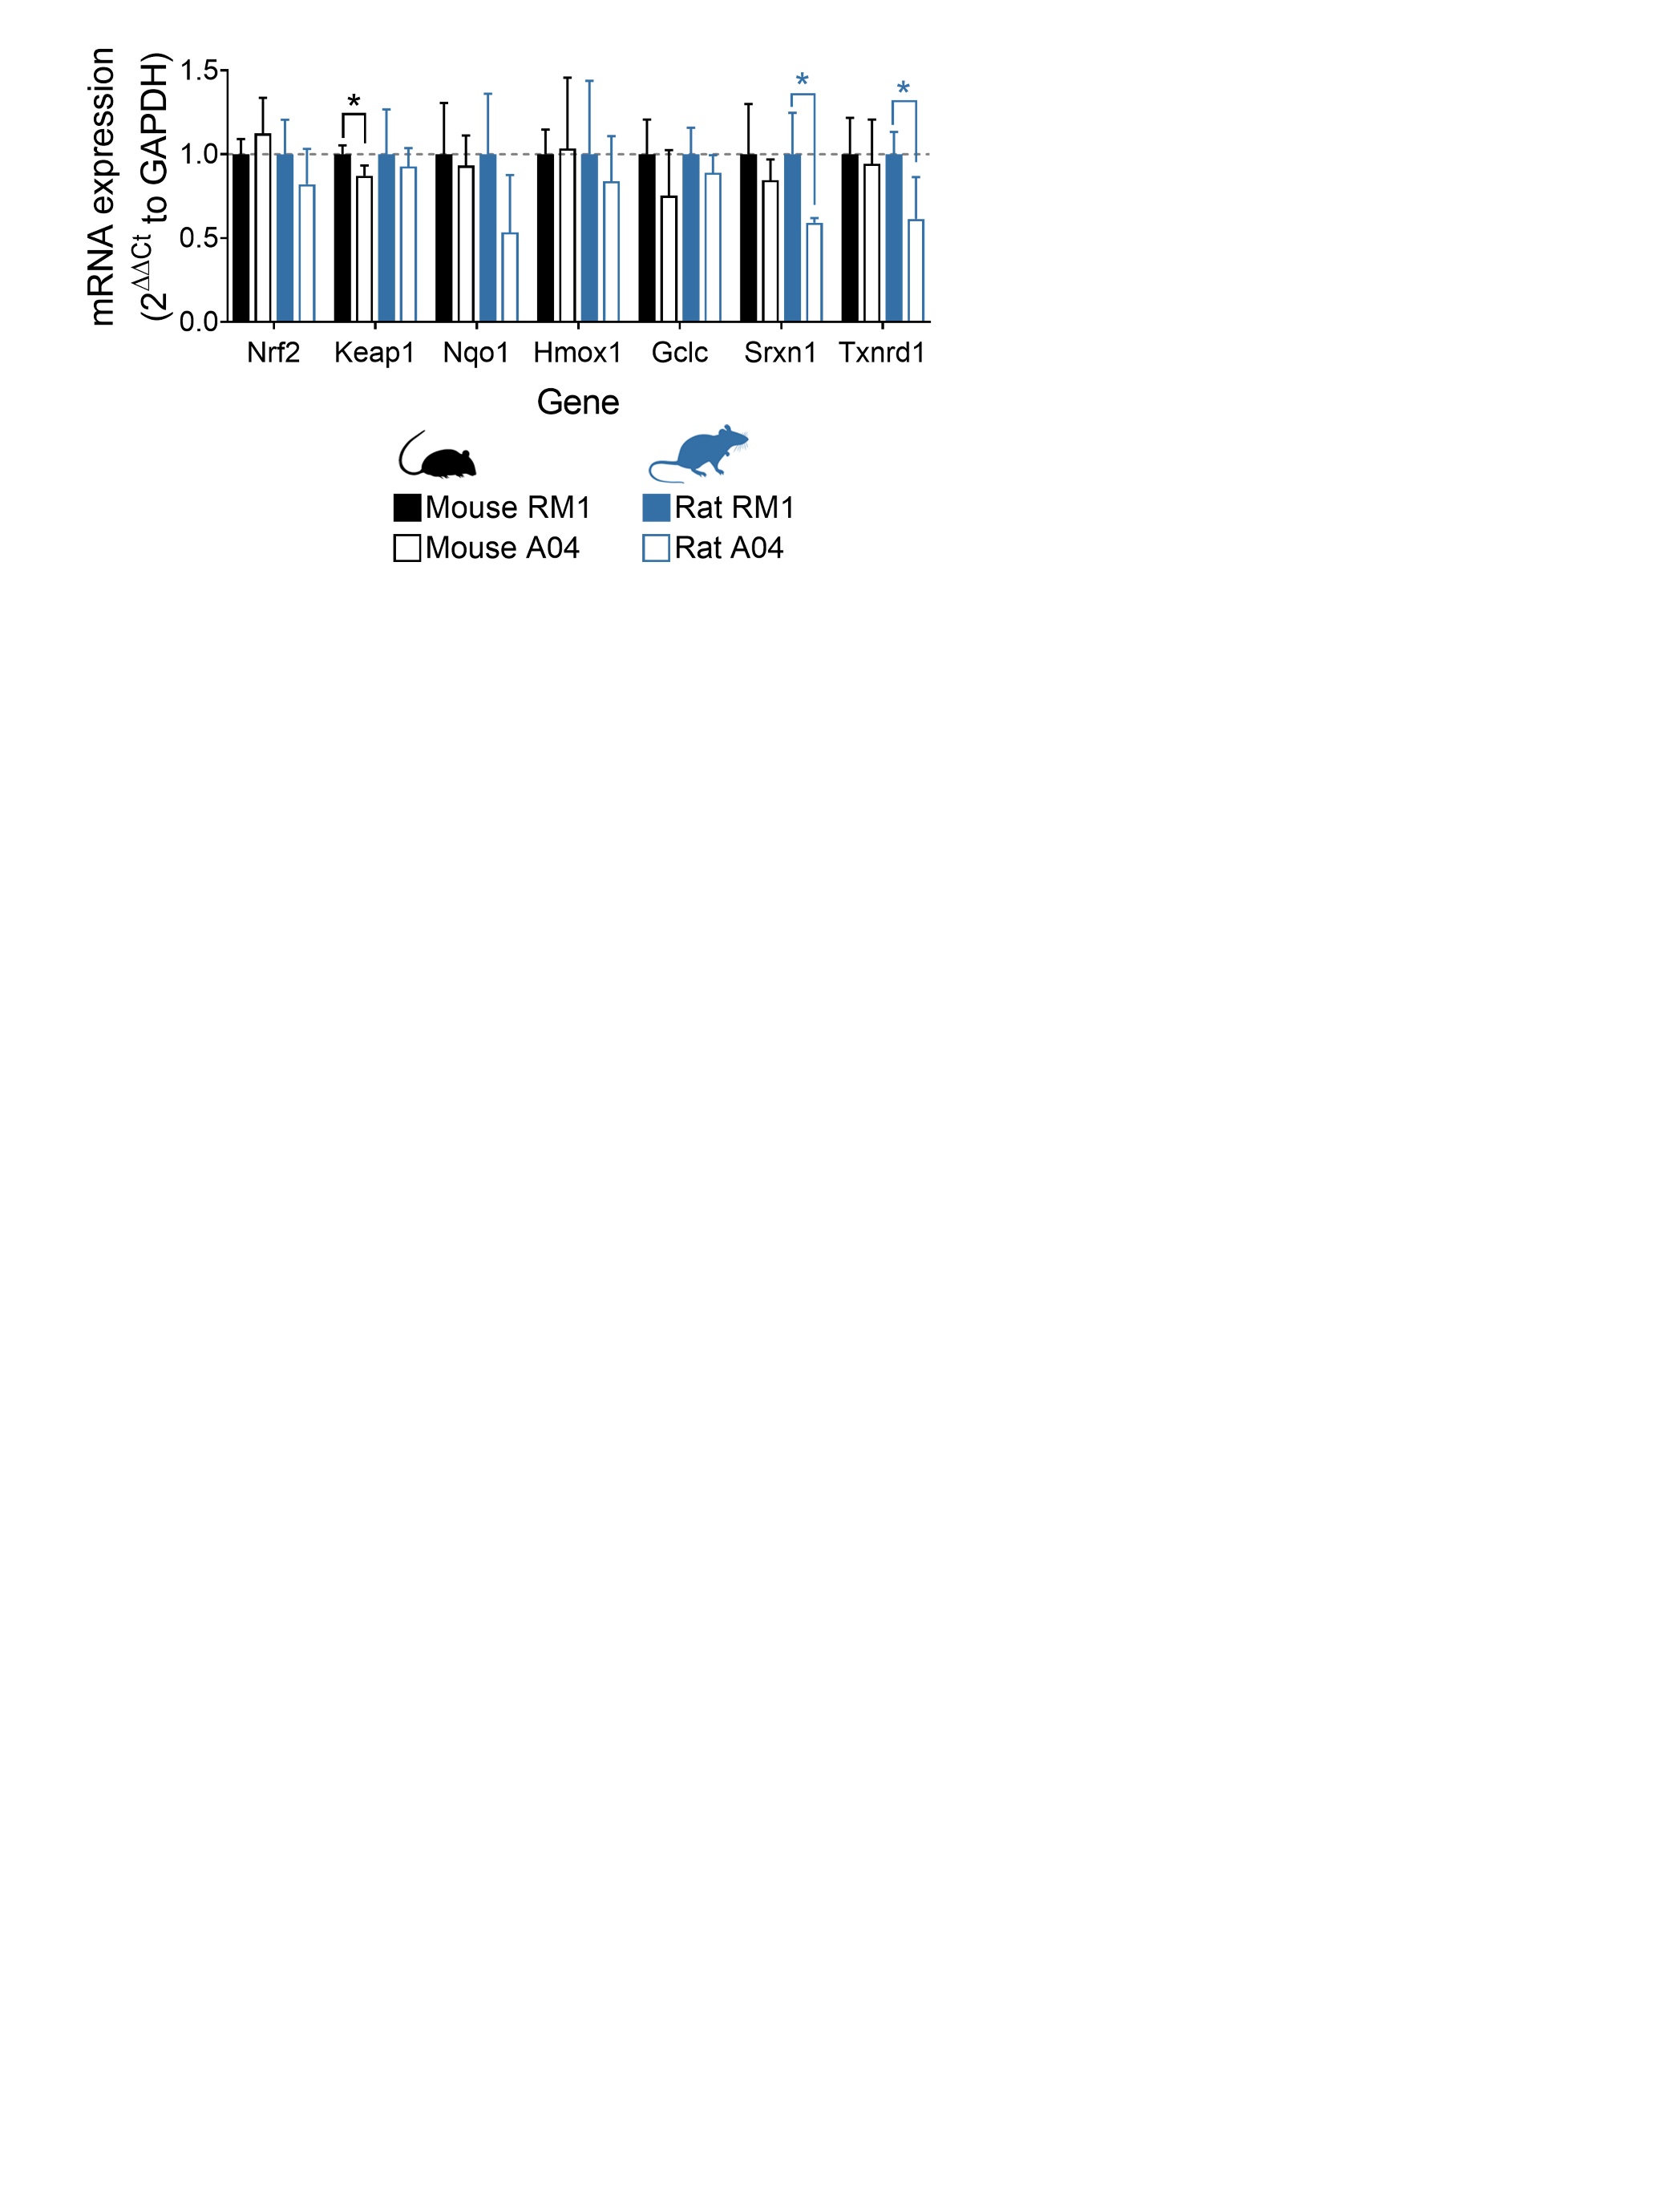

**Figure S11.** mRNA expression levels of representative Nrf2-modulated genes in mice and rat fed with diets containing relatively high (A04, Safe, France) and low (RM1, Special Diet Services, UK) levels of arsenic. Male C57Bl/6J mice and male Sprague-Dawley rats were assigned to either RM1 or A04 diet for 7 days. Expression levels were normalized to GAPDH. Values are mean ± SD (n=4). Statistical significance was determined against RM1-fed animals (Unpaired t-test or Mann-Whitney U test, as appropriate). P-values are denoted as *p<0.05.

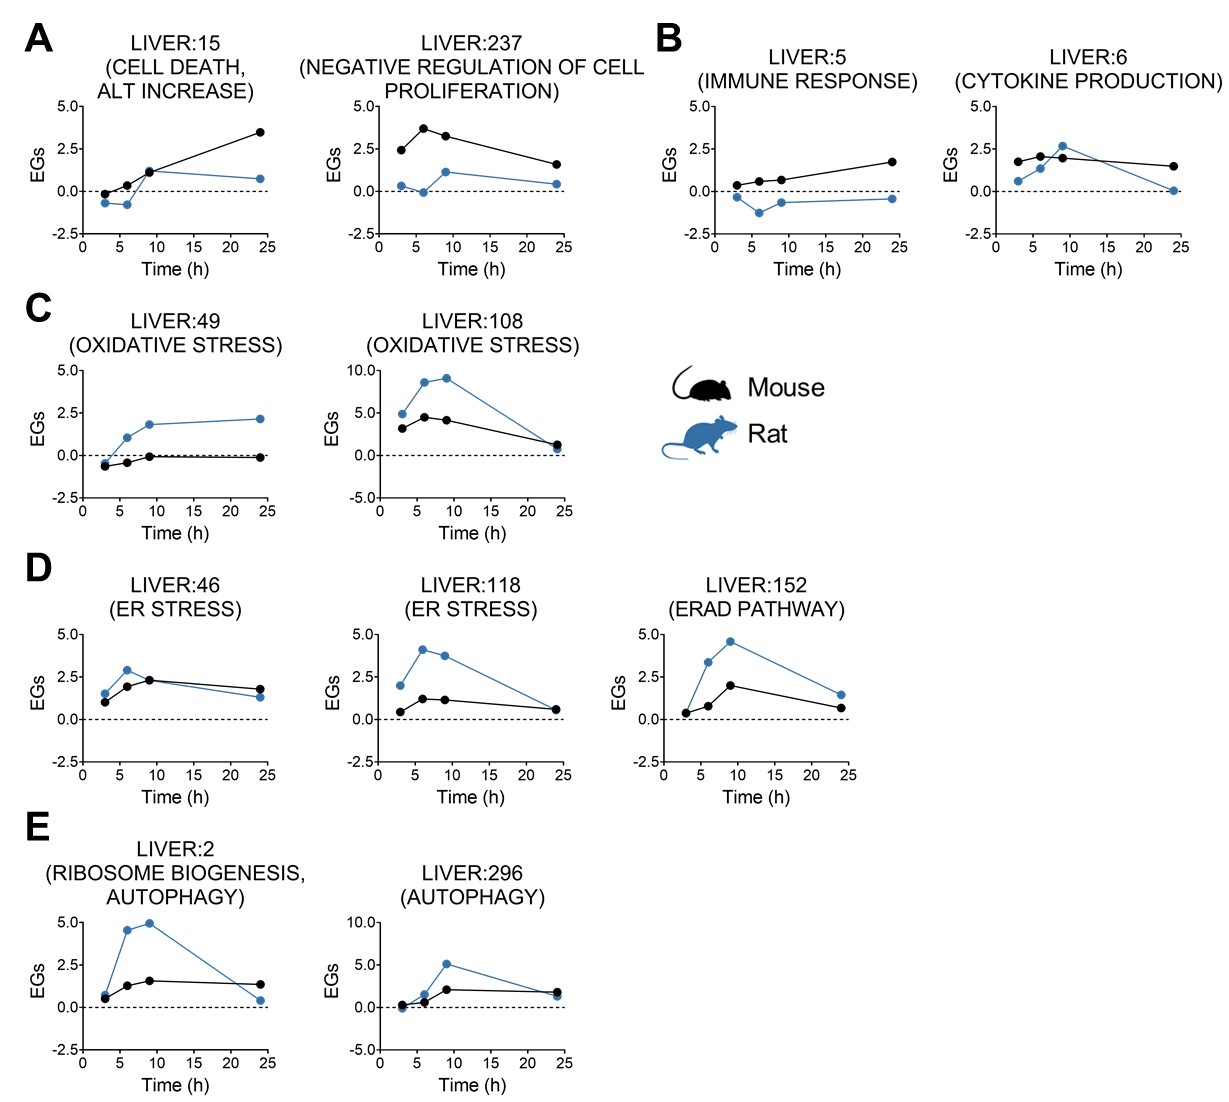

**Figure S12.** Weighted gene co-expression network analysis (WGCNA) of differentially expressed genes in APAP-treated mice and rats using the TXG-MAPr web tool (https://txg-mapr.eu). A numeric Eigengene score (EGs) that aggregates fold-change values for the underlying genes in the module was calculated for both species at each time point. Relevant modules involved in the modulation of (**A**) cell death, (**B**) immune, inflammatory, (**C**) oxidative stress and (**D**) endoplasmic reticulum stress responses, and (**E**) autophagy**.** ALT, alanine aminotransferase; ER, endoplasmic reticulum; ERAD, endoplasmic-reticulum-associated protein degradation. See File S3 for the full list of perturbed modules in both species.

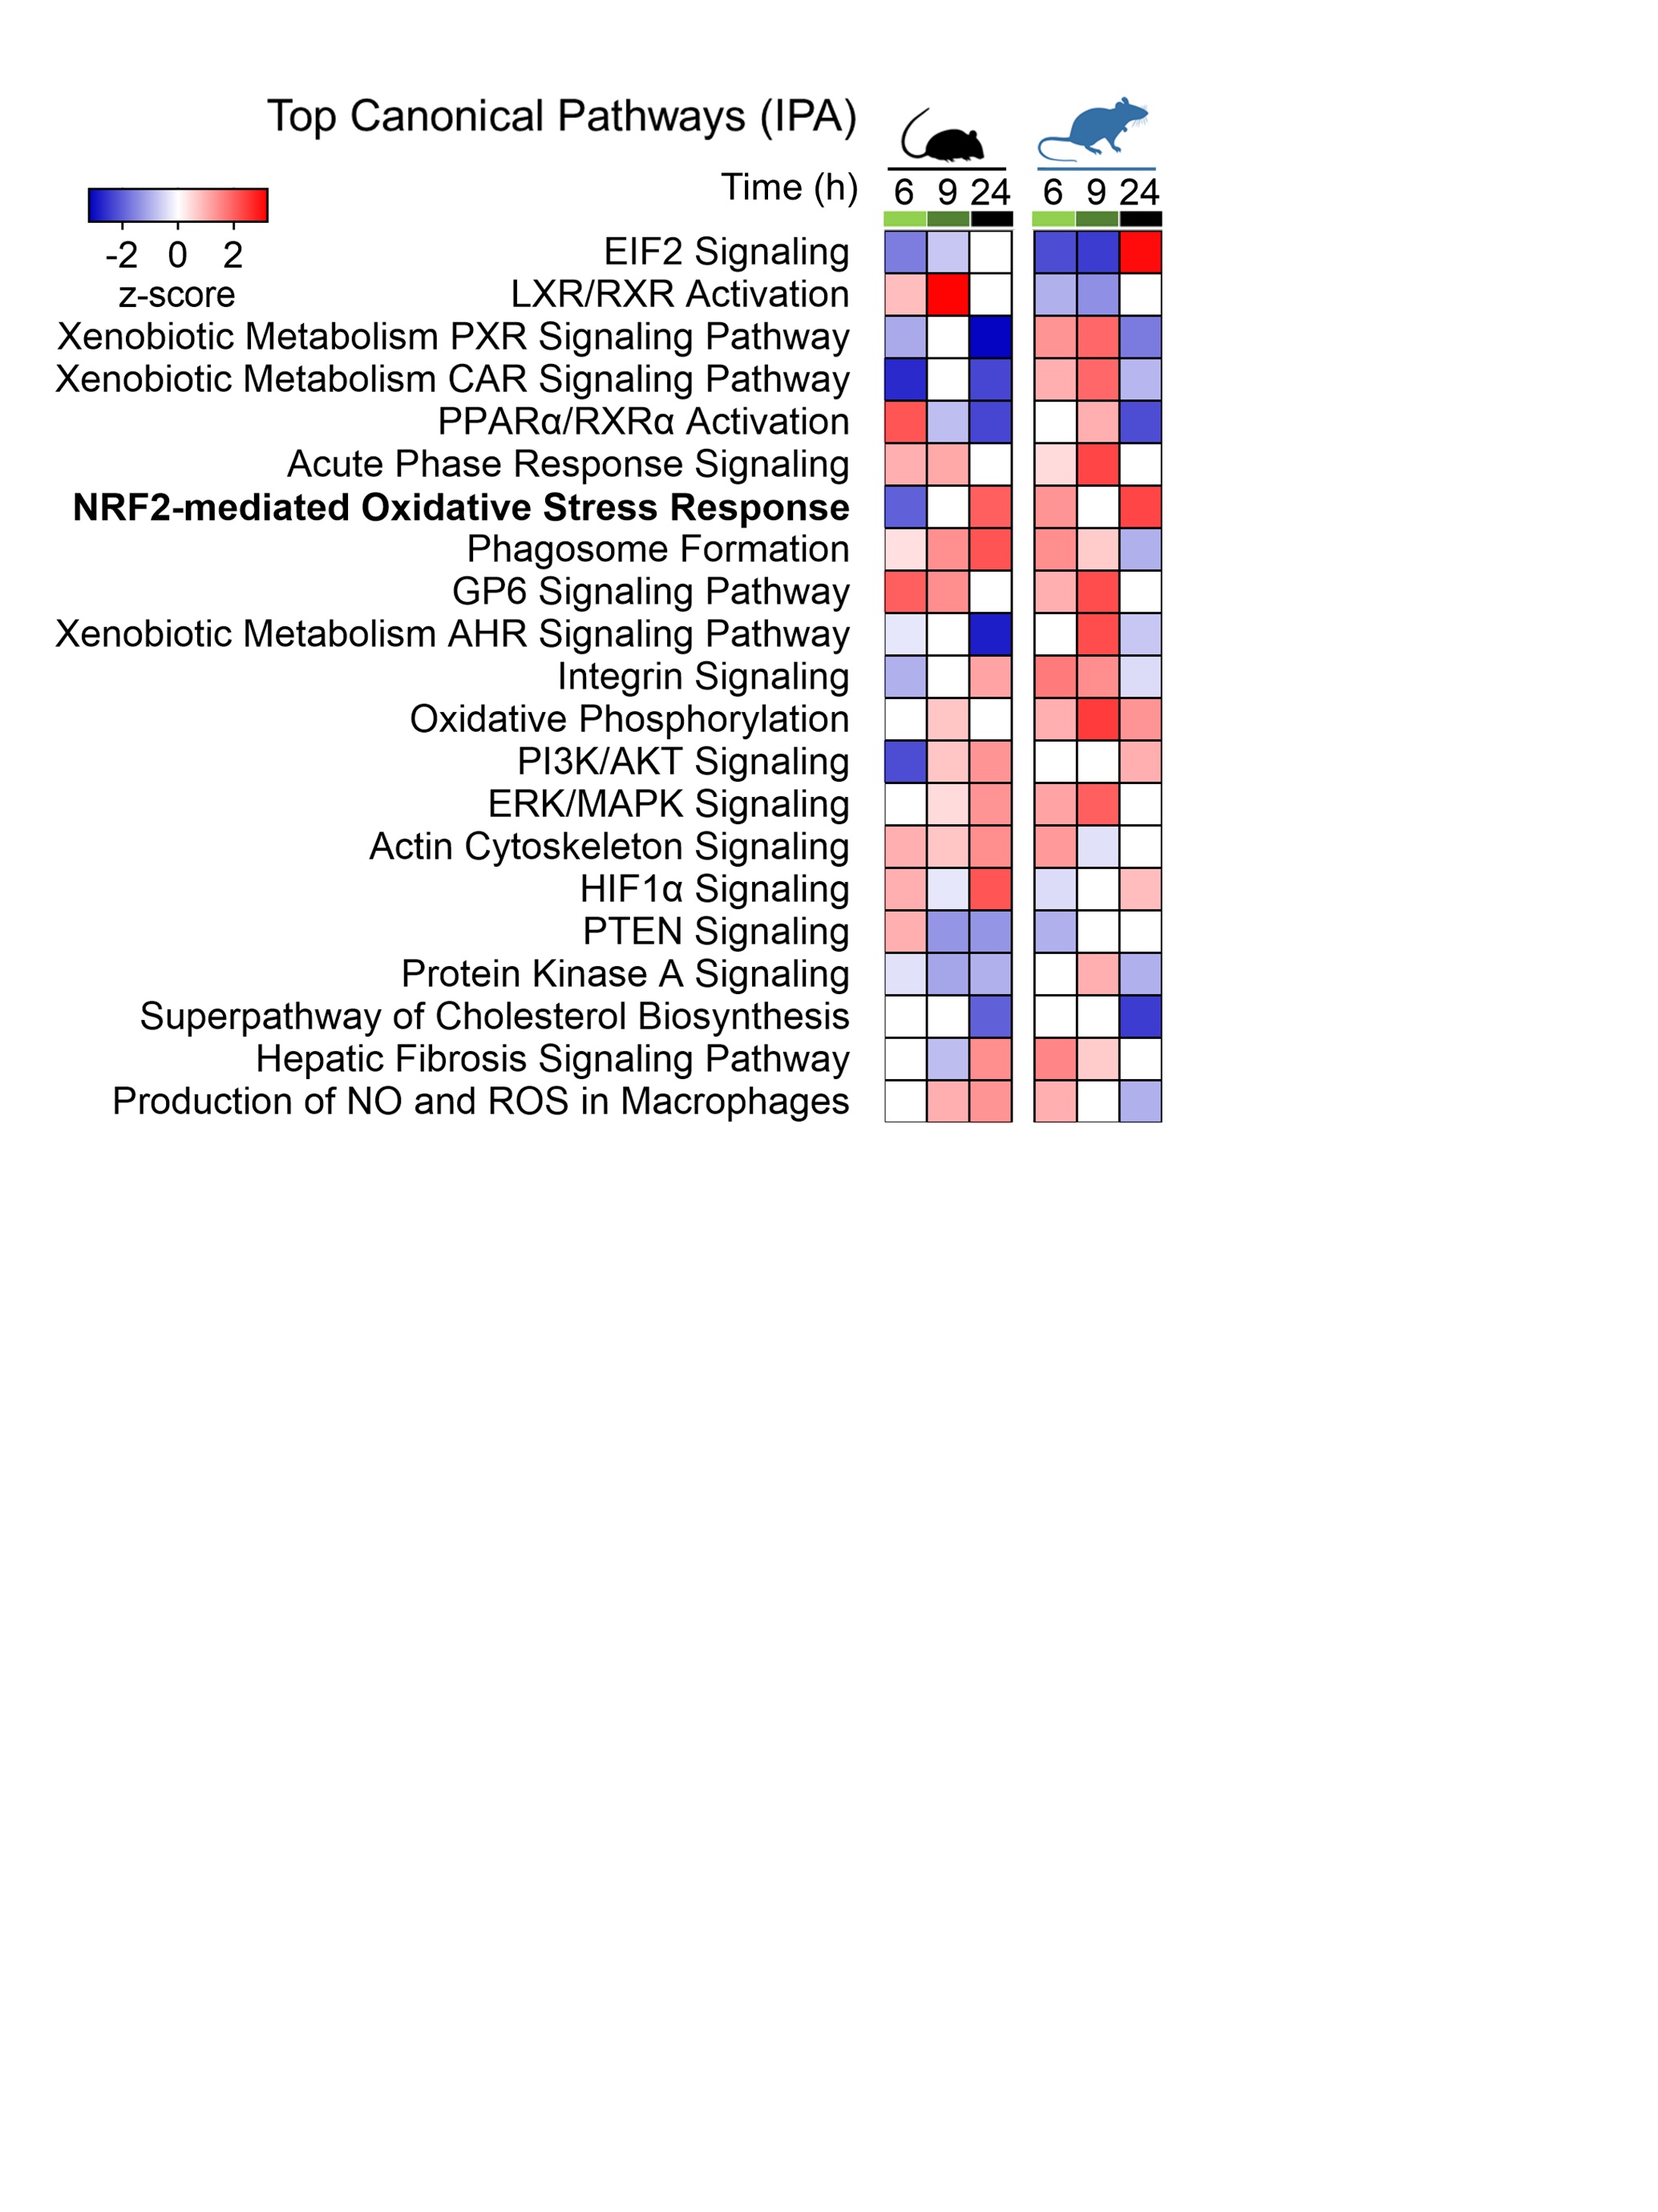

**Figure S13.** Comparative analysis of top canonical pathways (IPA) in the liver of mice and rats treated with acetaminophen (APAP) 300 mg/kg and 1000 mg/kg, respectively (n=5) at 6, 9, and 24 hours (SWATH proteomics). For each function, a z-score was calculated at each time point against time-matched vehicle control animals.

# Supplementary files

**File S1 – Calculation of hepatic NAPQI burden:** Total hepatic NAPQI burden based on glutathione depletion in mice and rats.

**File S2 – GSEA:** Differentially expressed genes (DEGs) and Gene Set Enrichment Analysis (GSEA) in the livers of C57Bl/6J mice and Sprague Dawley rats treated with 300 mg/kg and 1000 mg/kg acetaminophen (APAP), respectively (n=5) at 3, 6, 9, and 24 hours. Selected GO processes shown in the main paper are highlighted in green.

**File S3 – WGCNA:** Weighted gene co-expression network analysis (WGCNA) in the livers of C57Bl/6J mice and Sprague Dawley rats treated with 300 mg/kg and 1000 mg/kg acetaminophen (APAP), respectively (n=5) at 3, 6, 9, and 24 hours. The list of the top 50 most significant genes in each module (ordered by significance) and their relative log_2_ fold-change are also provided.

**File S4 – Binned Protein Expression:** Basal protein expression levels grouped into bins. Log_2_ transformed normalised protein expression values from SWATH proteomics in the livers of untreated (0 h) C57Bl/6J mice and Sprague Dawley rats (n=5) were ranked and grouped into 10 bins. Proteins with the lowest abundance were assigned to bin 1, and those with the highest abundance to bin 10. A bin value of 0 was assigned to proteins that were not detected.

# Supplementary references

Andersen CL, Jensen JL, Orntoft TF. 2004. Normalization of real-time quantitative reverse transcription-pcr data: A model-based variance estimation approach to identify genes suited for normalization, applied to bladder and colon cancer data sets. Cancer Res. 64(15):5245-5250.

Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT et al. 2000. Gene ontology: Tool for the unification of biology. The gene ontology consortium. Nat Genet. 25(1):25-29.

Copple IM, Lister A, Obeng AD, Kitteringham NR, Jenkins RE, Layfield R, Foster BJ, Goldring CE, Park BK. 2010. Physical and functional interaction of sequestosome 1 with keap1 regulates the keap1-nrf2 cell defense pathway. J Biol Chem. 285(22):16782-16788.

Dai M, Wang P, Boyd AD, Kostov G, Athey B, Jones EG, Bunney WE, Myers RM, Speed TP, Akil H et al. 2005. Evolving gene/transcript definitions significantly alter the interpretation of genechip data. Nucleic Acids Res. 33(20):e175.

Demichev V, Messner CB, Vernardis SI, Lilley KS, Ralser M. 2020. Dia-nn: Neural networks and interference correction enable deep proteome coverage in high throughput. Nat Methods. 17(1):41-44.

Gautier L, Cope L, Bolstad BM, Irizarry RA. 2004. Affy--analysis of affymetrix genechip data at the probe level. Bioinformatics. 20(3):307-315.

Ierusalimschy R. 2006. Programming in lua, second edition. Lua.Org.

Jamei M, Dickinson GL, Rostami-Hodjegan A. 2009. A framework for assessing inter-individual variability in pharmacokinetics using virtual human populations and integrating general knowledge of physical chemistry, biology, anatomy, physiology and genetics: A tale of 'bottom-up' vs 'top-down' recognition of covariates. Drug Metab Pharmacokinet. 24(1):53-75.

Jamei M, Marciniak S, Edwards D, Wragg K, Feng K, Barnett A, Rostami-Hodjegan A. 2013. The simcyp population based simulator: Architecture, implementation, and quality assurance. In Silico Pharmacol. 1:9.

Johnson M, Zaretskaya I, Raytselis Y, Merezhuk Y, McGinnis S, Madden TL. 2008. Ncbi blast: A better web interface. Nucleic Acids Res. 36(Web Server issue):W5-9.

Musther H, Harwood MD, Yang J, Turner DB, Rostami-Hodjegan A, Jamei M. 2017. The constraints, construction, and verification of a strain-specific physiologically based pharmacokinetic rat model. J Pharm Sci. 106(9):2826-2838.

Percie du Sert N, Hurst V, Ahluwalia A, Alam S, Avey MT, Baker M, Browne WJ, Clark A, Cuthill IC, Dirnagl U et al. 2020. The arrive guidelines 2.0: Updated guidelines for reporting animal research. PLoS Biol. 18(7):e3000410.

Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK. 2015. Limma powers differential expression analyses for rna-sequencing and microarray studies. Nucleic Acids Res. 43(7):e47.

Rowland Yeo K, Jamei M, Yang J, Tucker GT, Rostami-Hodjegan A. 2010. Physiologically based mechanistic modelling to predict complex drug-drug interactions involving simultaneous competitive and time-dependent enzyme inhibition by parent compound and its metabolite in both liver and gut - the effect of diltiazem on the time-course of exposure to triazolam. Eur J Pharm Sci. 39(5):298-309.

Sutherland JJ, Webster YW, Willy JA, Searfoss GH, Goldstein KM, Irizarry AR, Hall DG, Stevens JL. 2018. Toxicogenomic module associations with pathogenesis: A network-based approach to understanding drug toxicity. Pharmacogenomics J. 18(3):377-390.

Vandeputte C, Guizon I, Genestie-Denis I, Vannier B, Lorenzon G. 1994. A microtiter plate assay for total glutathione and glutathione disulfide contents in cultured/isolated cells: Performance study of a new miniaturized protocol. Cell Biol Toxicol. 10(5-6):415-421.

Wang S, García-Seisdedos D, Prakash A, Kundu DJ, Collins A, George N, Fexova S, Moreno P, Papatheodorou I, Jones AR et al. 2022. Integrated view and comparative analysis of baseline protein expression in mouse and rat tissues. PLoS computational biology. 18(6):e1010174.

Wisniewski JR, Hein MY, Cox J, Mann M. 2014. A "proteomic ruler" for protein copy number and concentration estimation without spike-in standards. Mol Cell Proteomics. 13(12):3497-3506.

Yu G, Wang LG, Han Y, He QY. 2012. Clusterprofiler: An r package for comparing biological themes among gene clusters. OMICS. 16(5):284-287.

Zaru R, Orchard S, UniProt C. 2023. Uniprot tools: Blast, align, peptide search, and id mapping. Curr Protoc. 3(3):e697.

Zhu Y, Orre LM, Zhou Tran Y, Mermelekas G, Johansson HJ, Malyutina A, Anders S, Lehtio J. 2020. Deqms: A method for accurate variance estimation in differential protein expression analysis. Mol Cell Proteomics. 19(6):1047-1057.

How the deposited data were processed for this re-analysis (not part of the article)

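Livers of male C57Bl/6J mice were measured on Affymetrix Mouse Genome 430 2.0 arrays in 9 groups of 5 mice, 1 untreated group and, for vehicle and for 300 mg/kg of APAP, groups killed 3, 6, 9 or 24 h later. The 45 arrays were assigned to groups from the sample labels, which name treatment, time and replicate for each. The log2 values were made by the authors, as deposited, with RMA (background correction, quantile normalization and summary of probes) in affy 1.64.0 under R 3.6.1 with version 24 of the BrainArray probe grouping, which gives 1 value per Entrez gene. All 18180 genes were kept, and no further normalization or filter was applied. A symbol was given for 18177 genes, and 18172 Entrez numbers were found in the RefSeq gene table, 18087 with the same symbol. A second table holds 45 value columns whose headings no label ties to a mouse, so only its gene symbols were used. No pair of arrays was identical, and correlations between arrays ran from 0.9608 to 0.9982.

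Comparisons were fitted with limma 3.58.1 in R 4.3.3, with lmFit and eBayes and two-sided tests, and the authors used limma 3.42.2. Each time point was fitted on its 10 APAP and vehicle arrays, each vehicle group was compared with the untreated mice on 10 arrays, and the difference of the APAP effect between 24 h and 3 h, and between 24 h and 9 h, was a contrast over 40 arrays in 8 groups. The p values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold, as in the paper's methods. The legend of Fig. 3A gives an adjusted p under 0.01, which was run as an alternative. Replicate numbers were not used as a block, since each mouse was killed at 1 time only and nothing in the study pairs mice by number.

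For 37 lists of genes, of stress and injury processes in the paper, other liver processes, liver zones and cell types, limma's fry gave a directional test, adjusted over the lists of a comparison. The list of genes selected for qPCR came from the study itself. The competitive test camera, with a preset correlation of 0.01 and with an estimated correlation, was run beside it. The genes named in the text followed a rule: genes the paper names, the 10 largest increases and decreases per time point among genes whose APAP and vehicle arrays did not overlap (5 for the other comparisons), and for each list up to 4 called members with the largest change and up to 2 not called. A gene named at 1 time point was also given at others. Values of several of these genes had been seen in the paper's tables, and single top genes and the principal components of the arrays had been seen when the tests of possible explanations were written down. The procedure was tested on simulated data made from these arrays. Alternatives were leaving out each array in turn, a replicate block (statmod 1.5.0), 1 model over all 45 arrays, moderation with trend and robust options, array weights, a filter on the dimmest 25% of genes, re-centring each array on its median, and a test against a 1.5-fold change. The number of arrays limits the precision, and no spike-in or technical repeat gives the error of a single array. Rat arrays, human data, proteins and serum measures were not analysed here. Gapdh has no value of its own in the table, so a planned measure of its spread was left out. Single values of 2 genes that the rule for naming genes would give are not reported here.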

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

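The tests of shared vehicle arrays and of scaling between arrays, and the leaving out of APAP 24 h arrays 1 and 3 together, were chosen only after the values had been seen. The other tests were written down first, apart from the shares of the vehicle change given for 1 list at 1 time. Genes changed by vehicle dosing and time tended to move the other way under APAP, as the correlation across genes between vehicle minus untreated and APAP minus vehicle, with separate vehicle arrays for each side, was -0.427, -0.369, -0.235 and -0.204 at 3, 6, 9 and 24 h, which argues against shared vehicle arrays as the whole cause. With all arrays it was -0.452, -0.461, -0.302 and -0.196. Sharing the vehicle arrays alone gave -0.518, -0.494, -0.493 and -0.463 in simulated arrays without any effect. The simulation held replicate noise only, which fixes its correlation near that size whatever the data. The covariance was -0.0294, -0.0381, -0.0257 and -0.0183 with all arrays and -0.0052, -0.00502, -0.00499 and -0.00466 in the simulation. Sharing alone thus gave a smaller covariance than the data held. A fasted state held until 24 h is also argued against, since APAP-treated mice had by then made a share of 0.668 (standard error 0.071) of the vehicle change in the fatty acid and cholesterol synthesis lists together, although fatty acid synthesis alone reached 0.475 (standard error 0.1). At 6 and 9 h the share was -0.00619 and -0.012 for fatty acid synthesis (standard errors 0.21 and 0.13) and 0.24 and 0.375 for cholesterol synthesis (standard errors 0.11 and 0.13), so a delayed response to refeeding may explain part of the early pattern. Whether APAP blunted every change over time cannot be told apart from this, because the clock genes, which do not depend on feeding alone, had a share of 0.428 (standard error 0.073) at 6 and 9 h, too near to 0.5 to decide. Taken by time, the clock share was 0.734, 0.313, 0.517 and 1 at 3, 6, 9 and 24 h (standard errors 0.27, 0.098, 0.073 and 0.23), so these values go both ways.

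Pericentral hepatocyte genes were lower under APAP from 3 h on, with 15 of 21 called at 6 h, in genes outside those the paper discusses. A loss of these cells that grows with necrosis up to its peak at 9 h was set to need a further fall of more than 0.3. The list's mean effect at 9 h differed from that at 3 h by -0.118 on the log2 scale (standard error 0.12). This falls short of 0.3 by more than its standard error, the margin set beforehand, and so argues only weakly against such growth. In the paper, serum markers of injury peaked at 3 h and degeneration was seen before that, so the contrast says little about earlier loss. Scaling of whole arrays would move every list alike, and the quantile normalization of the values had left little room for it. The mean effect on this list minus that on periportal genes was -1.06, -0.835, -1.08 and -0.982 on the log2 scale at the 4 times (standard errors 0.088, 0.16, 0.13 and 0.22). These values argue against scaling but add little, since this test was chosen after they had been seen. A loss of cells complete by 3 h, or a fall of these transcripts within living cells, may underlie the pattern, and neither was tested.

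Monocyte and infiltrating macrophage markers were higher at 24 h, with 8 of 15 called, in a list the paper does not analyse. A lower share of hepatocytes in the tissue would raise the markers of every other cell type alike, but the mean effect of this list exceeded that of endothelial markers by 1.12 on the log2 scale (standard error 0.15), that of T and natural killer cells by 1.31 (standard error 0.23) and that of cholangiocytes by 1.15 (standard error 0.19). Dependence on 1 array is argued against, since at least 0.888 of the list's mean effect was left without any 1 APAP array, and the list also rose with arrays 1 and 3 left out together (adjusted p = 0.000399 from fry). With all arrays, the call of the list at 24 h was lost with an estimated correlation (adjusted p = 0.487 with an estimated correlation). Entry of monocytes into the liver may account for the pattern, and so may induction of these genes in resident macrophages, which bulk tissue does not separate.

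Single arrays stood apart from their group in 6 of 54 groups of values examined, where chance gives about 1 in 20, or 2.7. The median of vehicle 3 h replicate 1 was 7.607, below the other 4 at 7.631 to 7.636, and that of APAP 9 h replicate 2 was 7.592. On the principal components, vehicle 3 h replicate 3 lay at 12.58 on the second and vehicle 6 h replicate 3 at 12.63 on the first. The mean correlation with the own group was 0.9924 for vehicle 9 h replicate 5 and 0.9832 for APAP 24 h replicate 1, where the other APAP 24 h arrays had 0.9888 to 0.9909.

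The APAP effect differed between time points, by the interaction test, for 1499 genes between 24 h and 3 h and for 542 between 24 h and 9 h. Between 24 h and 3 h, the lists of processes in the paper that differed were the unfolded protein response (adjusted p = 4.29e-11 from fry), the integrated stress response (0.000875), apoptosis and cell death (0.02), acute phase proteins (0.000923), interferon-stimulated genes (0.00422) and ribosome biogenesis (0.00556), and none passed with an estimated correlation (adjusted p = 0.0569, 0.639, 0.639, 0.622, 0.639 and 0.639). Without APAP 24 h replicates 1 and 3, apoptosis (adjusted p = 0.308) and ribosome biogenesis (0.0651) did not pass either. Between 24 h and 9 h they were the unfolded protein response (adjusted p = 2.94e-05), the integrated stress response (0.0361) and acute phase proteins (0.0382), again without a pass with an estimated correlation (adjusted p = 0.235, 0.743 and 0.743), and acute phase proteins did not pass without those 2 arrays (adjusted p = 0.26). In data the paper does not report, vehicle-treated mice differed from untreated mice in 363, 526, 704 and 800 genes at 3, 6, 9 and 24 h. In APAP against vehicle, some lists outside the processes the paper discusses had at least 0.5 of their members called in one direction. Higher were immediate early genes at 6 h (30 of 39), gluconeogenesis and fasting at 3 h (15 of 25) and heat shock proteins at 9 h (10 of 19). Lower were cholesterol synthesis at 9 h (16 of 21) and fatty acid synthesis at 24 h (12 of 24).

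Chance assignment of arrays was tested with 100 splits of the same arrays per comparison, the real one included. It is argued against at 3, 6, 9 and 24 h, where 732, 967, 826 and 851 genes were called and the highest other split called 80, 0, 1 and 1. Only the real split, 1 of 100, reached the real count each time. That is the lowest result this test can give, so it does not exclude chance. The same holds for vehicle against untreated mice at 3, 6, 9 and 24 h (363, 526, 704 and 800 genes, against a highest other of 13, 0, 1 and 1; 1 split of 100 each). For the interactions the real split gave 1499 genes against a highest other of 1422 between 24 h and 3 h (1 split of 100). Between 24 h and 9 h it gave 542 against 572 (2 splits of 100). These splits exchanged times among the APAP arrays and among the vehicle arrays, so they mixed groups that differ in time. They cannot decide on chance for the interactions, and no conclusion is drawn from them. Which exchanges of labels gave the high counts of the other splits there was not examined.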

How the results depend on the processing

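Leaving out APAP 24 h arrays 1 and 3 together was chosen only after the principal components had been seen, and the other alternatives were set in advance. With single arrays left out, the counts ranged from 687 to 793 genes at 3 h, 856 to 1072 at 6 h, 714 to 918 at 9 h and 629 to 1036 at 24 h. They ranged from 1392 to 1728 for the difference between 24 h and 3 h, from 481 to 639 for that between 24 h and 9 h, and from 340 to 401, 502 to 553, 698 to 750 and 759 to 838 for vehicle against untreated mice at 3, 6, 9 and 24 h. Against 851 genes at 24 h, the lowest count came without APAP 24 h replicate 1 and the highest without APAP 24 h replicate 2. A test against a 1.5-fold change, stricter by construction, gave 200, 160, 166 and 47 genes at 3, 6, 9 and 24 h, 168 and 32 for the 2 differences between times, and 60, 77, 156 and 241 for vehicle against untreated mice. It also turned the balance, from 41.8% to 63% of the called genes higher at 3 h, 43% to 56.9% at 6 h, 58.3% to 34.4% between 24 h and 9 h, and for vehicle against untreated mice 57.3% to 48.3% at 3 h and 52.4% to 48.1% at 9 h. That last balance also turned without baseline replicate 5 (48.5%). An adjusted p under 0.01 moved the count of a comparison beyond 1.5 times at 24 h alone, to 537 genes, the genes higher or lower at all 4 times from 61 and 61 to 36 and 31, those higher at 3 and 24 h from 71 to 38, and those higher at 9 and 24 h from 172 to 94. Leaving out APAP 24 h arrays 1 and 3 gave 498 genes at 24 h, and 1259 and 563 for the differences from 3 h and 9 h, with fewer arrays as one reason and the rest of the cause not tested. With the replicate block the counts were 727, 961, 821 and 809 at the 4 times, and replicate numbers did not pair mice, since arrays of one number in different groups had a mean correlation of 0.00441 after removal of group means, against -0.000142 for different numbers. One model over 45 arrays gave 724, 1006, 813 and 932 genes, moderation with trend and robust options 719, 955, 802 and 806, array weights 796, 947, 797 and 716, the filter on dim genes 699, 940, 781 and 805, and re-centring 739, 973, 823 and 853. No named gene was called in the opposite direction under these settings, and no list passed in the opposite one. Leaving out 1 array was also tried on 2298 pairs of a gene and a comparison given by the rule for naming genes. These pairs include genes that were not called and many that the text does not name. A call was lost in 584 of the trials and gained in 569, and 26437 stayed on their side of the threshold. Of 370 tests of lists, the estimated correlation lost 156 calls, the preset correlation lost 39 and gained 22, the replicate block lost 34 and gained 12, re-centring lost 7 and gained 6, and the filter on dim genes lost 2 and gained 9; the cause was not tested. For APAP against vehicle the block lost autophagy at 3, 6 and 9 h (adjusted p = 0.107, 0.0502 and 0.0706), monocyte markers at 6 and 9 h (0.0693 and 0.084), acute phase proteins at 6 h (0.0623), cholesterol synthesis and the cell cycle at 3 h (0.145 and 0.158), and at 24 h Nrf2 targets, apoptosis, cholesterol synthesis, fatty acid synthesis, the urea cycle and the qPCR panel (each 0.0517), drug-metabolising cytochromes and oxidative phosphorylation (each 0.0697) and the cell cycle (0.109). In simulated changes, 97 of 100 genes changed 2-fold and 100 of 100 changed 4-fold were called at 3 h, and in a second simulation 100 of 100 changed 2-fold among the dimmest 25% of genes and 98 of 100 among the brightest 25%; the changes were put on the log2 values, so a loss of signal near background was not part of it. The alternative on the other deposited value table and the measures on Gapdh were not run.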

Differences from the paper's values

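The leaving out of APAP 24 h arrays 1 and 3 was chosen after the result was seen. Shares of the vehicle change for the unfolded protein response list were not written down in advance. No other test reported here was chosen after the result was seen. In the paper's table of module genes, 13440 of 14051 log2 fold changes could be matched by symbol and 611 were not compared. Of those matched, 13427 lay within 0.01 plus 0.5% of the value, and 8, in 4 genes, differed by sign or by more than the replicate SD. For the log2 fold change of Csf2rb at 3 h the paper's value is 1.14 and the one here -0.107. For the log2 fold change of Trim5 the paper's values are -0.722, -0.881 and 0.00077 at 3, 6 and 24 h and those here -0.399, -0.625 and -0.197. For the log2 fold change of Nudt11 the paper's are -0.0423, -0.00693 and -0.0786 at 3, 9 and 24 h and those here 0.156, 0.117 and 0.004. For the log2 fold change of Serpina3n at 24 h the paper's is 0.0908 and the one here 0.93. Of the alternatives, array weights (-0.684) and leaving out APAP 6 h replicate 5 (-0.687) brought Trim5 at 6 h within the replicate SD, leaving out APAP 24 h replicate 1 (0.684) did so for Serpina3n, and none did for the other 6 values. Whether the symbols of these 4 genes stand for the same mouse genes in the paper's table was not tested, so these pairs of values are not sure to belong to the same gene. By eye, Fig. 3A shows about 510, 680, 600 and 430 mouse genes at 3, 6, 9 and 24 h, where the genes past adjusted p 0.01 and 1.5-fold numbered 686, 874, 776 and 537 here; the figure covers genes with a rat orthologue and the counts here all genes on the array.

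For the endoplasmic reticulum, Figs. 3B and 3C show terms of the unfolded protein response as activated in mice at 3 and 6 h. In the list used here, 12 of 24 genes of the unfolded protein response fell at 3 h and 13 at 6 h, and none rose, which the list's test called as a fall under fry and camera with a preset correlation and did not call with an estimated correlation. On the other side, the stress genes Atf3, Ddit3, Trib3 and Chac1 rose at both times, and 5 of the 9 genes of module LIVER:176 rose. The paper's scores are another measure, an enrichment among differentially expressed genes ordered by fold change, with rat annotation. The falls here are against vehicle, and vehicle-treated mice had 13 of the 24 list genes higher at 3 h than untreated mice. APAP-treated mice showed shares of -0.031 and -0.0753 of the vehicle change at 3 and 6 h (standard errors 0.14 and 0.26). On time, the paper states that injury processes had not diminished by 24 h in mice. Here the lists of apoptosis, acute phase proteins and monocyte markers had a larger effect at 24 h than at 3 h (adjusted p = 0.02, 0.000923 and 6.68e-05 from fry), which was lost with an estimated correlation (adjusted p = 0.639, 0.622 and 0.57), and for apoptosis also without APAP 24 h replicates 1 and 3 (adjusted p = 0.308). Immediate early genes, which are not among those processes, had a smaller effect in 20 of 39 (adjusted p = 3.37e-06 from fry; adjusted p = 0.52 with an estimated correlation). On inflammation, the paper describes an early activation in mice, and the list of chemokines and cytokines did not pass at 3, 6 or 9 h (adjusted p = 0.0839, 0.165 and 0.147 from fry), although Cxcl1 and Cxcl2 rose. Acute phase proteins (adjusted p = 0.00592, 0.0107 and 0.00221 from fry) and neutrophil markers (adjusted p = 0.00404, 0.00568 and 0.00152) did rise as lists at these times, and neither did with an estimated correlation.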

Other observations

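The choice of example genes and the leaving out of APAP 24 h replicates 1 and 3 were not planned. Shares of the vehicle change in the fasting list and counts at an unadjusted p were not written down in advance either. All other tests in this part were planned. Compared with vehicle, APAP-treated mouse liver had lower lipid synthesis genes and, at 3 h, higher fasting response genes. Vehicle-treated mice themselves moved from the untreated level on these lists, as given below. Of that change in the fasting list, APAP-treated mice showed shares of -0.164, -0.2, 0.239 and 0.674 at the 4 times (standard errors 0.14, 0.25, 0.11 and 0.082). At 3 and 6 h they thus stayed near the untreated level, and the difference came with the move of the vehicle-treated mice. Of 21 genes of cholesterol synthesis, 7 fell at 3 h, 14 at 6 h, 16 at 9 h and 6 at 24 h, and none rose (8 at 3 h and 7 at 24 h when adjusted over the list alone). The list fell each time (adjusted p = 0.0392, 0.000329, 0.0029 and 0.0116 from fry), and all 4 calls were lost with an estimated correlation (adjusted p = 0.487, 0.204, 0.333 and 0.513). Fdft1, the squalene synthase, had log2 fold changes of -1.03, -1.61, -1.55 and -0.75. Of 24 genes of fatty acid synthesis, 3 fell at 3 h, 7 at 6 h, 9 at 9 h and 12 at 24 h (14 when adjusted over the list alone), and 1 rose each time (adjusted p = 0.00946, 0.00018, 0.00173 and 0.00853; with an estimated correlation 0.416, 0.204, 0.333 and 0.503). Fasn, the fatty acid synthase, had log2 fold changes of -0.88, -1.08, -1.65 and -1.33, and Thrsp, a regulator of lipid synthesis, fell by 3.22 at 9 h (standard error 0.21). Of 25 genes of gluconeogenesis and fasting, 15 rose at 3 h, 9 at 6 h and 5 at 9 h, with 1 falling at 6 and 9 h, and at 24 h 1 rose and 2 fell (adjusted p = 4.05e-05, 0.00185, 0.0661 and 0.538; with an estimated correlation 0.0848 and 0.258 at 3 and 6 h). Igfbp1, a binding protein that insulin suppresses, had a log2 fold change of 4.29 at 3 h (standard error 0.43). Of 31 genes of fatty acid oxidation, 1, 3, 4 and 0 rose and 2, 1, 1 and 3 fell at the 4 times, with a fall of the list at 3 h alone (adjusted p = 0.0193, 0.58, 0.332 and 0.223; with an estimated correlation 0.482 at 3 h). Clock genes moved both ways and did not pass as a list (adjusted p = 0.305, 0.0966, 0.508 and 0.0875), with Nfil3 higher by 2.75 and Dbp at -1.03 at 9 h.

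Lists of drug metabolism and of bile acid genes were lower at all 4 times under fry, and lists of other hepatocyte functions at some times or at none. Of 29 genes of cytochrome P450 drug metabolism, 7 fell at 3 h, 10 at 6 h, 8 at 9 h and 8 at 24 h, and 2 rose at 6 h (adjusted p = 0.0105, 0.000117, 5.41e-05 and 0.0116). When adjusted over the list alone, 1 also rose at 9 h and 9 fell at 24 h. Of 22 genes that conjugate APAP and other drugs, 2, 2, 6 and 7 fell, and 1 rose at 9 h and at 24 h (adjusted p = 0.000455, 0.000204, 0.000241 and 0.00482). Of 27 genes of bile acid synthesis and transport, 1, 5, 6 and 8 fell and 1 rose at 3 h (adjusted p = 0.017, 0.000237, 0.00499 and 0.0116), and 6 fell at 6 h when adjusted over the list alone. Cyp7a1, the first enzyme of bile acid synthesis, had log2 fold changes of -1.17, -1.29 and -1.37 at 3, 6 and 9 h and was not called at 24 h. Of 26 genes of the urea cycle and amino acid breakdown, 2 rose at 3 h, 1 rose and 1 fell at 6 h, 2 fell at 9 h and 7 at 24 h (adjusted p = 0.144, 0.165, 0.006 and 0.0116). None of 39 genes of oxidative phosphorylation was called with limma at any time, but 14, 23, 19 and 23 were lower at an unadjusted p under 0.05 and none was higher. Such counts, also those for T and natural killer cells below, stand beside 6282, 6832, 6902 and 8139 of all 18180 genes in either direction. That list moved down by a median of -0.128, -0.117 and -0.13 at 6, 9 and 24 h (adjusted p = 0.066, 0.000445, 0.00152 and 0.0177 at the 4 times), and after re-centring of each array on its median it did not pass at 24 h (adjusted p = 0.07). Of 32 complement and coagulation genes, 4 fell at 6 h, 3 at 9 h and 1 at 24 h (adjusted p = 0.0682, 0.00045, 0.00133 and 0.97). None of the calls of these 6 lists held with an estimated correlation (adjusted p of 0.103 or more). Of 33 genes of glutathione synthesis and use, 2, 3, 2 and 3 rose and 3, 5, 6 and 6 fell, and the list did not pass (adjusted p = 0.865, 0.708, 0.178 and 0.28), while Gss, the glutathione synthetase, rose by 1.20 at 24 h (standard error 0.12). Without APAP 24 h replicates 1 and 3 the list fell at 24 h (adjusted p = 0.0228 from fry), with 2 genes higher and 3 lower. Of 18 periportal genes, 2 rose at 3 h, 1 fell at 6 h, 1 rose and 1 fell at 9 h, and 1 rose and 3 fell at 24 h (adjusted p = 0.0582, 0.913, 0.33 and 0.413). Of 41 cell cycle genes, 1, 1, 2 and 6 rose and 1, 2, 2 and 1 fell (adjusted p = 0.0392, 0.0966, 0.33 and 0.0331; with an estimated correlation 0.487 at 3 h and 0.513 at 24 h). The replication factor Mcm6 rose by 1.88 at 24 h (standard error 0.20), and Ccnd1, cyclin D1, by 1.58 at 9 h. At 24 h, 4 of the 30 targets of p53 rose (6 when adjusted over the list alone; adjusted p = 0.00482; with an estimated correlation 0.487).

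Among markers of other cell types, the neutrophil list rose at 3, 6 and 9 h (adjusted p = 0.00404, 0.00568 and 0.00152 from fry; with an estimated correlation 0.301, 0.258 and 0.179). At 24 h 4 of its 18 genes rose without a call of the list (adjusted p = 0.199), and S100a8 lost its call there when single arrays were left out. Of 16 Kupffer cell markers, 1, 2, 2 and 2 rose and 1 fell at 9 h and at 24 h (adjusted p = 0.144, 0.207, 0.382 and 0.902), with Marco, a scavenger receptor, higher by 1.91 at 24 h. None of 19 T and natural killer cell markers was called with limma, and 2, 1, 5 and 5 had an unadjusted p under 0.05 (adjusted p = 0.0682, 0.23, 0.151 and 0.199 from fry). Of 12 B cell markers, 1 rose at 9 h (0 when adjusted over the list alone) and at 24 h (adjusted p = 0.611, 0.165, 0.248 and 0.312). Of 18 endothelial markers 1 rose each time, Lyve1, with log2 fold changes of 0.79, 1.23, 1.70 and 1.32, the last not called without vehicle 24 h replicate 1 (adjusted p of the list 0.161, 0.913, 0.00702 and 0.97; with an estimated correlation 0.371 at 9 h). Of 18 stellate cell and fibroblast markers, 2 fell at 6 h, 1 at 9 h, and 2 rose and 2 fell at 24 h (adjusted p = 0.487, 0.67, 0.849 and 0.97). Of 13 cholangiocyte markers, 1 fell at 6 h, 1 rose and 1 fell at 9 h and 1 rose at 24 h (0 when adjusted over the list alone; adjusted p = 0.618, 0.0966, 0.569 and 0.225). Of 6 erythrocyte genes, 1 fell at 9 h and at 24 h (adjusted p = 0.363, 0.257, 0.0952 and 0.00157; with an estimated correlation 0.542 at 24 h). The median and the direction of the test differed in sign, without a call, for glutathione genes at 3 h, fatty acid oxidation at 9 h, Kupffer cell and complement genes at 24 h, stellate cell markers at 9 h, cholangiocyte markers at 3 and 9 h and erythrocyte genes at 6 h.

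Vehicle-treated mice, compared with the untreated mice, showed the reverse of the fasting genes. Of the 25 genes of gluconeogenesis and fasting, 13 were lower at 3 h after vehicle, 10 at 6 h, 11 at 9 h and 11 at 24 h (adjusted p = 7.52e-06, 0.00226, 0.000151 and 3.05e-06 from fry). Those at 3 and 24 h held with an estimated correlation (adjusted p = 0.0233 and 0.0213), and those at 6 and 9 h were lost (adjusted p = 0.364 and 0.235). Cholesterol synthesis genes were higher in 3, 15, 16 and 16 of 21 cases (adjusted p = 0.222, 0.000388, 0.000262 and 9.4e-09; with an estimated correlation 0.364, 0.331 and 0.0213 at 6, 9 and 24 h). Sqle, the squalene epoxidase, was higher by 2.83, 3.05 and 3.33 at 6, 9 and 24 h. Fatty acid synthesis genes were higher in 16 of 24 cases at 24 h and lower in 2 (adjusted p = 3.57e-06; with an estimated correlation 0.0639), and fatty acid oxidation genes were lower in 16 of 31 (adjusted p = 7.46e-06; with an estimated correlation 0.0926). Heat shock genes were higher in 11 of 19 cases at 3 h (adjusted p = 9.95e-05; with an estimated correlation 0.113). Nrf2 targets were higher in 11 of 34 cases at 24 h and lower in 2 (adjusted p = 7.46e-06; with an estimated correlation 0.0903), and glutathione genes in 9 of 33 with 1 lower (adjusted p = 4.68e-05; with an estimated correlation 0.158). Autophagy genes were lower in 4, 7, 9 and 5 of 41 cases (adjusted p = 0.00767, 0.00212, 0.000157 and 0.00123; with an estimated correlation 0.595, 0.56, 0.331 and 0.441). Mt2 was lower by -4.46 at 24 h (standard error 0.30). The 4 comparisons share the untreated arrays, so their overlap is not independent, and the time of day, the dosing and the return of food differ together from the untreated state.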
